# Spatial and Temporal Analysis of Gene Expression during Growth and Fusion of the Mouse Facial Prominences

**DOI:** 10.1371/journal.pone.0008066

**Published:** 2009-12-16

**Authors:** Weiguo Feng, Sonia M. Leach, Hannah Tipney, Tzulip Phang, Mark Geraci, Richard A. Spritz, Lawrence E. Hunter, Trevor Williams

## Abstract

Orofacial malformations resulting from genetic and/or environmental causes are frequent human birth defects yet their etiology is often unclear because of insufficient information concerning the molecular, cellular and morphogenetic processes responsible for normal facial development. We have, therefore, derived a comprehensive expression dataset for mouse orofacial development, interrogating three distinct regions – the mandibular, maxillary and frontonasal prominences. To capture the dynamic changes in the transcriptome during face formation, we sampled five time points between E10.5–E12.5, spanning the developmental period from establishment of the prominences to their fusion to form the mature facial platform. Seven independent biological replicates were used for each sample ensuring robustness and quality of the dataset. Here, we provide a general overview of the dataset, characterizing aspects of gene expression changes at both the spatial and temporal level. Considerable coordinate regulation occurs across the three prominences during this period of facial growth and morphogenesis, with a switch from expression of genes involved in cell proliferation to those associated with differentiation. An accompanying shift in the expression of polycomb and trithorax genes presumably maintains appropriate patterns of gene expression in precursor or differentiated cells, respectively. Superimposed on the many coordinated changes are prominence-specific differences in the expression of genes encoding transcription factors, extracellular matrix components, and signaling molecules. Thus, the elaboration of each prominence will be driven by particular combinations of transcription factors coupled with specific cell:cell and cell:matrix interactions. The dataset also reveals several prominence-specific genes not previously associated with orofacial development, a subset of which we externally validate. Several of these latter genes are components of bidirectional transcription units that likely share *cis*-acting sequences with well-characterized genes. Overall, our studies provide a valuable resource for probing orofacial development and a robust dataset for bioinformatic analysis of spatial and temporal gene expression changes during embryogenesis.

## Introduction

The face provides an important template for integrating major sensory inputs from the mouth, nose, eyes, and ears that are then relayed to the adjacent brain. The development and evolution of the face and jaws has been a major driving force in the expansion of vertebrate lineages over recent geological times. Paired jaws have served as critical components for adaptive radiation, and variation in jaw design between species has generated many different vertebrate facial morphologies [1]. Moreover, for humans and many other species, the face provides a fundamental aspect of a person's individuality, acts as a major component of sexual selection, and serves as the vessel through which our emotions are relayed to others.

Although some growth of the face occurs post-natally, the basic facial pattern is generated during embryogenesis by a complex set of tissue interactions and morphogenetic processes (for reviews see [2], [3], [4]). Growth and patterning of the face relies on several small buds of tissue, the facial prominences, which surround the primitive mouth. These prominences consist of swellings of mesenchyme that are encased in an overlying epithelium. The mammalian upper jaw is derived from six main prominences: two central medial nasal processes, flanked by paired lateral nasal and maxillary prominences. The lateral and medial nasal prominences are components of the frontonasal mass, while the maxillary prominence is derived from tissue rostral to the first branchial arch. The lower jaw originates from a pair of mandibular prominences, each derived from the first branchial arch. Beginning around E10 of mouse development, the prominences undergo rapid growth and morphogenesis. By E11.5 the paired medial nasal prominences are in close apposition in the midline, and these structures also abut the maxillary prominences on each side of the developing face. By E12.5 the nasal and maxillary prominences fuse to form a continuous shelf at the front of the face - the primary palate. The formation of the secondary palate from outgrowths of the maxillary prominences is a separate developmental process that occurs later, between E12-E15.5 of mouse embryogenesis [5].

The interaction of at least five tissues is vital for the formation of the face: neural crest cells (NCCs), paraxial mesoderm, the neural tube, the foregut endoderm, and the facial ectoderm [2], [4]. The first two tissues form most of the facial skeleton, connective tissue, and muscle. In combination with the latter three tissues they also supply growth factors and signaling molecules needed for the appropriate growth and patterning of the facial skeleton. NCCs from the hindbrain region form ganglia and skeletal derivatives associated with the branchial arches, including the mandible and hyoid bones. NCCs from the midbrain and forebrain regions form a major component of the frontonasal mesenchyme. These forebrain and midbrain NCC populations will form the cartilage, bone and connective tissue of the face, while the musculature will be derived from the contribution of paraxial mesoderm to the facial mesenchyme.

Concomitant with these morphogenetic processes, a number of growth, differentiation, and patterning events also occur. Some events, such as the development of the cartilage and bone of the craniofacial skeleton, are shared among all the facial prominences. In other instances, individual prominences are associated with specific developmental processes, and this is reflected by patterns of differential gene expression that give the prominences their unique identities. Thus, the mandibular and maxillary prominences give rise to dentition, the frontonasal prominence has a unique role in olfaction, and the mandibular prominence in taste.

Reflecting the complexity of facial development, orofacial defects are among the most frequent human congenital malformations [6], [7], [8]. Cleft lip with or without cleft palate (CL/P) occurs in approximately 1 per 1000 live births in North America. Lateral clefts in CL/P are caused by failure of the lateral nasal and maxillary prominences to fuse and may be either unilateral or bilateral. CL/P can also occur in the facial midline due to a failure in the fusion of the two medial nasal prominences at the ventral midline. Cleft secondary palate (cleft palate; CP) results from aberrant formation, morphogenesis, and fusion of the maxillary prominence-derived palatal shelves at a slightly later stage of orofacial development. In addition to clefts, a number of other rare birth defects involve abnormal growth of the underlying craniofacial skeleton [9].

Orofacial clefts and other craniofacial malformations have clear environmental and genetic causes. However, insufficient information exists concerning the mechanisms of orofacial development to detect or prevent the majority of these defects pre-natally. In this context, the identification and characterization of the genes expressed during embryonic facial development will provide valuable insight into the molecular and cellular interactions governing this process. Here, using the mouse as a model system, we have employed gene expression profiling to study the pathways involved in face formation. We focused on the cellular and molecular changes occurring in the developing mouse face between E10.5–E12.5 during which the facial prominences undergo dynamic growth, morphogenesis and fusion to form the basic platform of the face. Determining the molecular mechanisms driving face development during this period provides a critical framework for understanding the genetic and environmental causes of human orofacial clefting as well as other facial dysmorphologies.

## Materials and Methods

### Study Design

All animal experiments were performed in accordance with protocols approved by the University of Colorado Denver (UCD) Animal Care and Usage Committee. Our analysis focused upon Theiler stages (TS) 17–20.3, which are equivalent to E10.5–E12.5 of mouse embryonic development. This time-span is the most relevant to the development of human orofacial clefts, and also marks the period in which initial differentiation and morphogenesis of the craniofacial skeleton occurs [3], [10], [11]. The earliest time point (E10.5) corresponds to when all three facial prominences can first be distinguished alongside the olfactory pits (TS17). The final time point (E12.5) is when the individual prominences are about to initiate fusion to form the primary palate after which they cannot be distinguished as discrete entities (TS20.3). Facial growth and morphogenesis is rapid during this period so samples were isolated at 0.5-day intervals to capture dynamic changes in gene expression.

The inbred C57BL/6J strain (Jackson Labs) was chosen for analysis to reduce genetic variation among samples and select changes in gene expression that result more from temporal- and spatial-specific differences. Moreover, the most extensive staging classification for development of the mouse face is based on this strain [10]. Following mating and visualization of a vaginal plug, pregnant females were sacrificed between E10.5 and E12.5. Mice employed for the E11, and E12 time points were housed in a reverse light cycle room to facilitate dissections at midday for all samples. Embryos were dissected from the uterus in ice-cold phosphate buffered saline solution (PBS) and then individually placed into drops of PBS in a petri dish. Embryos were staged by examination of somite numbers and craniofacial features (Table 1) and embryos conforming to the criteria for the 0.5-day interval under analysis were pooled. Pooling was necessary to obtain sufficient RNA for screening of the microarrays and also smoothes out variations between individual samples. The alternative, using fewer embryos but then incorporating a PCR amplification step, would potentially introduce considerable skewing and bias into the analysis. Table 1 indicates the number of embryos required at the various time points to obtain sufficient RNA for each prominence to be used for one microarray screening experiment. A schematic overview of the dissection process is shown in Figure 1.

**Figure 1:**
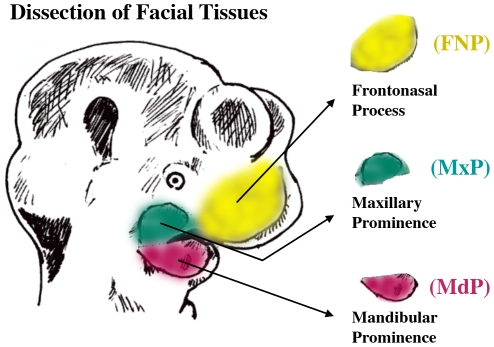
Isolation of the mouse facial prominences. Graphic representation of the embryonic mouse head illustrating the facial tissues collected for analysis.

**Table 1:** Staging criteria for assignment of embryos to particular timepoints and corresponding RNA yields. TS  =  Theiler stage.

Timepoint	Staging Criteria	Number of embryos needed for >5 µg total RNA from each prominence
E10.5	TS 17 *(lens vesicles form deep pockets)*	24–28
E11.0	TS 18 *(three hyoid auricular hillocks)*	8–9
E11.5	TS19 *(nares narrow to small slits)*	8–9
E12.0	TS 20.1 *(tongue begins to form)*	3–4
E12.5	TS 20.3 *(mandibular arch and the first hyoid auricular hillock begin to fuse)*	3–4

After staging, embryos were bisected with forceps at the level of the heart and the caudal portion was discarded. Tungsten needles were employed to isolate the combined maxillary and mandibular prominences and these were then separated into their individual components. Next, the medial and lateral frontonasal prominences were removed from the remainder of the head. Briefly, an incision was made in the ectoderm overlying the prominences to produce a flap of ectoderm that was peeled back with the loosely aggregated cells of the mesenchyme still attached. Note that if the cut was made too deep and extended into the forebrain region, loosely packed mesenchymal cells were no longer visible. Samples that were potentially contaminated with forebrain tissue were discarded. Suitably pure maxillary (MxP), mandibular (MdP), and frontonasal (FNP) samples were placed in separate tubes containing RNAlater (Ambion) and stored at −20°C for subsequent pooling and processing.

### RNA preparation and quality assessment

Tissue pools were dissolved in 1 ml Trizol (Invitrogen) and total RNA was extracted according to the manufacturer's instructions and resuspended in a final volume of 100 µl DEPC-treated water. Subsequently, the sample was further purified using the RNeasy Mini Kit (Qiagen, Inc.). The concentration of each total RNA sample was determined from absorbance at 260 nm (A260) and the quality of each sample was determined based on the ratio of A260 to A280. Samples with a ratio between 1.9–2.1 were considered adequately pure for cDNA synthesis. Prior to microarray analysis, individual samples were assayed using RT-PCR to ensure RNA integrity, purity, and expression of transcripts appropriate for the particular prominences. 1–2 µg total RNA was used for cDNA synthesis using random primers and Superscript III reverse transcriptase (Invitrogen) according to the manufacturer's instructions. Subsequently, 2 µl of the cDNA mixture was used for PCR in a 25 µl reaction with Accuprime Taq DNA polymerase (Invitrogen) using the following conditions: 1 cycle at 94°C for 3 min; 35 cycles at 94°C for 45 sec, 58°C for 45 sec, 68°C for 1 min; and 1 cycle at 68°C for 10 min. Specific primers (Table S1) were directed against transcripts diagnostic for the facial prominences. Representative RT-PCR results demonstrated the presence of transcripts corresponding to expression of the marker genes *Tcfap2a* (GeneID: 21418), *Bmp2* (GeneID: 12156), *Dlx2* (GeneID: 13392), and *Gsc* (GeneID: 14836) in the FNP and MxP prominences, as expected (Figure S1). We also analyzed the prominence tissues for transcripts that would indicate significant contamination from surrounding tissues, particularly the presence of adjacent CNS tissue within our FNP samples e.g. *Zic3* (GeneID: 22773) for forebrain tissue (Figure S1). Contaminated or degraded RNA samples were discarded.

### Microarray hybridization and data capture

Microarray analyses were carried out by the UCD Gene Expression Core Facility. Total RNA (2–5 µg) was converted to double-stranded cDNA (ds-cDNA) using the Superscript Choice System (Life Technologies, Inc.) and an oligo-dT primer containing a T7 RNA polymerase promoter (Genset Corp.). Subsequently, the reaction mixture was extracted with phenol:chloroform:isoamyl alcohol and the ds-cDNA was recovered by ethanol precipitation. *In vitro* transcription (IVT) was performed to generate biotin-labeled cRNA using an RNA Transcript Labeling Kit (Enzo. Inc.) and 3.3 µL ds-cDNA template in the presence of a mixture of biotin-labeled ribonucleotides. Biotin-labeled cRNA was then purified using an RNeasy affinity column (Qiagen) and the cRNA was fragmented to ensure optimal hybridization to the oligonucleotide array. Fragments between 35–200 bp in length were generated by incubating the cRNA at 94°C for 35 min in a fragmentation buffer. The quality of total RNA, labeled cRNA and fragmented cRNA were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Only samples that passed all tests of quantity and quality were used for hybridization to microarrays. The sample was then added to 200 µl of hybridization solution containing 100 mM MES, 1 M NaCl, and 20 mM EDTA in the presence of 0.01% Tween 20 to give a 0.05 µg/µL final concentration of fragmented cRNA. Next, the cRNA was hybridized to Affymetrix GeneChip® Mouse430 2.0 microarrays, which contain probes corresponding to 39,000 mouse transcripts, at 45°C for 16 hr in a GeneChip® Hybridization Oven 640 (Affymetrix, Santa Clara, CA.). The microarrays were washed and stained using an Affymetrix Fluidics Station 450 according to the manufacturer's standard protocol and scanned using the Affymetrix GeneChip Scanner 3000 (Affymetrix). Raw image data from array scans was processed in the GeneChip® Operating Software (Affymetrix) using the option in which a scaling factor was applied to bring the average intensity for all probes on the array to the same target intensity value (TGT) of 500. This normalization allowed samples to be compared across arrays. All data from our analysis are MIAME compliant, and the raw data (non-log_2_ transformed) are available via GEO (http://www.ncbi.nlm.nih.gov/geo) with the accession number GSE7759.

### *In situ* hybridization

We amplified genes chosen for verification analysis from total RNA by RT-PCR using primer pairs (Table S1) as described above. Subsequently, the products were cloned using Zero Blunt TOPO vector methodology (Invitrogen) and sequenced to confirm identity. Digoxigenin-UTP labeled probes were generated from linearized plasmids with either T7 or SP6 RNA polymerase (Roche). Whole-mount *in situ* hybridization was then performed essentially as described using staged C57BL/6J embryos [12]. Briefly, mouse embryos were fixed overnight in 4% PFA (paraformaldehyde) at 4°C, dehydrated in a graded series of methanol buffered with PBT (PBS containing 0.1% Tween 20) and stored at −70°C in 100% methanol. After rehydration, embryos were incubated overnight at 70°C in 1 ml hybridization buffer (50% formamide, 5X SSC, 50 µg/ml yeast tRNA, 1% SDS, 50 µg/ml heparin and 1 µg digoxigenin-labeled sense or anti-sense probe). After washing to remove unhybridized RNA probe, AP-conjugated (alkaline phosphatase) anti-digoxigenin antibody (Roche) was used to detect the digoxigenin-labeled RNA probe. BM purple AP substrate (Roche) was used for colorimetric detection. Images were taken using a Spot II digital camera (Diagnostic Instruments) and processed using Adobe Photoshop.

### Data filtering

To improve statistical power in light of necessary corrections for multiple testing, two filters were first applied to the dataset to discard probe sets that did not vary across any of the conditions. The first filter, the median filter [13], [14], discarded probe sets whose standard deviation across all 105 samples - using the GeneChip® Operating Software (Affymetrix) Signal values - was less than, or not significantly different than, the median standard deviation, leaving 20,868 of the original 45,101 probe sets. Selection of the median variance as a cutoff is based on the assumption that fewer than half of the genes in the genome are involved in orofacial development. The second filter removed a further 634 probe sets with a Detection call of ‘Absent’ across all 105 samples. The remaining 20,234 probe sets formed the input dataset for further statistical testing.

### Statistical differences of expression

Statistically significant differential expression between any two samples was tested using the limma package [15] of Bioconductor [16] on the log_2_-transformed Signal data. The limma package uses an empirical Bayes approach to create a moderated t-statistic by shrinking the estimated sample variances towards a pooled estimate thereby allowing more stable inference than an ordinary t-statistic when the sample size is small. P-values were calculated for each time point among different prominences (12 in total) as well as among adjacent pairs of time points for each prominence (30 in total). For all analyses, the false discovery rate was set to 1% with the additional requirement of at least a 2-fold change to be deemed significant (setting fdr = 0.01 and lfc = 1 in the decideTests function).

Differential expression across the entire time series was characterized by the trajectory clustering algorithm [14]. In lieu of ANOVA or Kruskal-Wallis p-values used by the original algorithm, the moderated t-statistic p-values from limma were used with a threshold of 0.05 (retaining the requirement for at least 2-fold change).

### Functional category analysis

Probe sets were mapped to MGI identifiers using information from the Affymetrix netaffx web interface (downloaded 18^th^ Dec 2007). Each MGI was then mapped to terms from: the Gene Ontology (GO) Biological Process and Molecular Function ontologies [17] using the association file available from the GO website (downloaded 11 May 2007); InterPro categories [18] using the MRK_InterPro.rpt file from the Jackson Laboratory website (downloaded 22 Aug 2006); the Mammalian Phenotype Ontology (MP) terms using the MGI_PhenoGenoMP.rpt file from the Jackson Laboratory website (downloaded 10 Oct 2006) and; the Kyoto Encyclopedia of Genes and Genomes (KEGG) [19] pathways using the mapping files from the KEGG website (downloaded 20 June 2007). Over-representation of each term was tested using the binomial distribution (an efficiently computable and close approximation to the hypergeometric distribution when the number of items to choose among is large [20]). P-values were adjusted using the false discovery rate (fdr) multiple comparison correction [21] and setting the threshold to 0.05.

## Results

### The Facial Transcriptome

A comprehensive, high-quality gene expression dataset was derived for mouse orofacial development by sampling the mandibular (MdP), maxillary (MxP) and frontonasal (FNP) facial prominences at 0.5-day intervals from E10.5-E12.5, after which point the prominences fused and were no longer separate entities. 

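The data are Affymetrix Mouse Genome 430 2.0 arrays, each hybridized with RNA from a pool of dissected prominences. Each of the 15 groups holds 7 arrays, which makes 105. A pool held 24 to 28 embryos at E10.5, 8 to 9 at E11.0 and E11.5, and 3 to 4 at E12.0 and E12.5. The deposited values are Signals of the Affymetrix MAS5 algorithm, on a linear scale, and the authors scaled each array to a target intensity of 500. The trimmed mean of every array, with 2% of probe sets left out at each end, lay between 500.002 and 500.148. The median Signal of an array ran from 99.0 to 203. An array's mean correlation with the others of its group, over log2 Signals, had a median of 0.948 over the 105 arrays and was lowest, at 0.903, for FNP E11.0 replicate 6. Detection calls were not used here, so the paper's steps that rest on them are left out here. Log2 Signals of the 15 groups were compared with limma in a single fit. P values were adjusted by the method of Benjamini and Hochberg within each comparison, and a difference passed with an adjusted p under 0.01 and at least 2-fold. A filter modelled on the paper's, which keeps a probe set whose Signal varied significantly more than the median probe set (p under 0.01), left 20,217 probe sets to test. A gene is described by its probe set with the highest mean log2 Signal. Where that probe set did not pass the filter, the gene counts as untested, and its adjusted p comes from a fit of all probe sets. Values are mean Signals ± SD over 7 arrays, differences are in log2 units. A mean Signal under 32 was not told apart from background here, and a difference that passed against such a mean is followed by its value with 32 added to Signal. Folds are treated likewise, and gene positions refer to the mouse genome GRCm38. Differences between the changes of 2 prominences are mostly given without 32 added. Where one of their means lies under 32, their size is uncertain. Gene lists were fixed before the values were read and were tested with camera, with a preset correlation of 0.01 between genes and an adjusted p under 0.05. A result said to be lost with an estimated correlation did not pass when that correlation was measured from the arrays instead. The log2 ratio of the spiked hybridization controls bioD and cre separates the 105 arrays into 72 (-3.54 to -3.06) and 33 (-2.35 to -1.95). These are called here a first and a second hybridization lot. The lot is inferred from this ratio, as the sample labels name none. Of the 42 arrays of E11.0 and E12.0, 31 belong to the second lot, against 2 of the 63 arrays of E10.5, E11.5 and E12.5. Comparisons of adjacent time points are therefore also given with the lot as a block, a choice made after the data were seen. In FNP E11.5 replicate 1, 28 probe sets that are at least 4-fold higher in MdP stood at a median share of 0.521 of the way from the FNP to the MdP Signal. The Signal of Hand2 (GeneID: 15111, chromosome 8 from 57320983 to 57324517), a gene of the mandibular arch, was 1968 in this array and at most 76.4 in the other 6 of its group.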

Seven independent biological replicates were used for each sample, which provided very strong statistical power - a false reading should only be obtained at the rate of 0.06%. 

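Among 14 arrays with no difference between groups, all 7 Signals of one group exceed all 7 of the other, in either direction, in 0.0583% of arrangements. This is the smallest p that an exact two-sided permutation test of 7 arrays against 7 can give. Aldh1a3 reached it at E10.5: each of the 7 FNP arrays had a higher Signal than each of the 7 MxP arrays, and each MxP array a higher Signal than each MdP array. This enzyme makes retinoic acid, a signal that patterns the face. The paper reasons from the number of replicates that its statistical power is very strong.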

In the remainder of the results, we first assess the numerical and biological quality of the dataset. We then provide an overview of gene expression profiles for genes involved in key biological processes, such as cell cycle regulation, and transcription. Lastly, we describe the identification of several genes which either: 1) had not been linked with orofacial development previously, but had been studied in the context of other biological systems; or 2) had little or no prior functional information available, but for which the dataset now suggested a role in orofacial development.

### Overview of the Expression Data and Data Quality Assessment

Determination of the number of genes expressed in the dataset was based upon the Detection calls made by the Affymetrix analysis software and any “non-Absent” calls were considered in the expressed category. Using this criterion, more than 20,000 probes were expressed during the period of face formation from E10.5–E12.5. Of 45,101 total probes on the Affymetrix Mouse 430 2.0 microarray, 30% had detectable expression in all 105 samples while 47% were undetectable in any sample. In terms of spatial distribution, 80–82% of the expressed sequences were detected in all three regions of the developing face (Figure 2). A more limited number of probes were expressed in only one prominence or were shared between two of the three prominences (Figure 2). In addition to expression defined by Detection calls, a stringent assessment of prominence-specific expression was obtained by applying the limma package [15] of BioConductor [16] to the Signal values at each time point. 

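Aldh1a3 (GeneID: 56847, chromosome 7 from 66390892 to 66427477), a retinaldehyde dehydrogenase, differed between the prominences. Its Signal at E10.5 was 2391 ± 390.2 in FNP, 328 ± 165 in MxP and 8.90 ± 10.7 in MdP (SD, n = 7), and the gap between MdP and FNP was -8.66 (standard error 0.35, adjusted p = 5.9e-39; -5.91 with 32 added). Pax7, a transcription factor of the neural crest, was lower in MxP than in FNP, with a difference of -7.02 (standard error 0.35, adjusted p = 1.6e-31; -5.03 with 32 added) on its most changed probe set. Htr3b, a serotonin receptor subunit, and Cxcl13, a chemokine, were lower in MdP than in FNP at E10.5, at -5.51 (-2.99 with 32 added) and -4.68. Taking all 15 comparisons together, 1,479 of the probe sets tested passed in at least 1.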

Of 20,234 probes tested, 1,506 displayed at least one statistically significant difference between prominences for a given time point. The minimum observed was 171 differences between the MdP and MxP at E10.5, with a maximum of 646 differences in sequence intensity between MdP and FNP at E12.5 (Figure S2A). 

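Gpr50, an orphan receptor, was higher in MdP than in MxP at E10.5 by 7.15 (standard error 0.37, adjusted p = 1.2e-30; 4.35 with 32 added) on its most changed probe set, and Foxa2, a transcription factor of the pharyngeal endoderm, by 4.05 (standard error 0.58, adjusted p = 7.4e-08; 2.53 with 32 added). Dlx6os1, a noncoding transcript of the Dlx5 and Dlx6 locus, was higher by 4.23 (standard error 0.20, adjusted p = 2.9e-33). At that stage 166 probe sets passed, 102 higher in MdP and 64 higher in MxP. At E12.5 Myl1, a myosin light chain, was higher in MdP than in FNP by 7.80 (standard error 0.61, adjusted p = 1.7e-19; 6.16 with 32 added), and Neb, which encodes nebulin, by 7.75 (standard error 0.59, adjusted p = 4.2e-20; 4.01 with 32 added). Lower in MdP were Otx2, a homeobox gene of the anterior head, at -7.24 (standard error 0.51, adjusted p = 5.4e-22; -4.16 with 32 added), the homeobox gene Uncx at -5.75 (standard error 0.38, adjusted p = 8.7e-24; -3.18 with 32 added) and the sulfotransferase Sult1e1 at -6.04 (standard error 0.47, adjusted p = 1.1e-19; -3.43 with 32 added). In that comparison 632 probe sets passed, 318 higher in MdP and 314 higher in FNP.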

In general, an increasing number of differences occurred between individual prominences at each successive time point consistent with a divergence of function accompanied by greater complexity of gene expression (Figure S2A). 

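Thbs4, a thrombospondin of tendon and muscle, shows MdP moving away from MxP: the difference between them was -0.11 at E10.5 (adjusted p = 0.95), 2.77 (1.46 with 32 added) at E11.5 (adjusted p = 2.3e-08) and 4.63 at E12.5 (adjusted p = 2.3e-17). Meox1, a homeobox gene of muscle precursors, was 784 ± 42.5 in MdP and 49.8 ± 44.9 in MxP at E12.5, a gap of 4.51 (standard error 0.45, adjusted p = 1.1e-13). Between MxP and FNP the gap of Tnn, a tenascin of the matrix around developing bone, was 0.77 at E10.5 (adjusted p = 0.54) and 4.54 (3.27 with 32 added) at E12.5 (adjusted p = 7.6e-11). Other genes drew together, and MdP minus FNP in Aldh1a3 was -2.34 by E12.5. For MdP and MxP the probe sets that passed numbered 290 at E11.0, 338 at E11.5, 421 at E12.0 and 307 at E12.5. For MxP and FNP they numbered 348 at E10.5, 366 at E11.0, 427 at E11.5, 492 at E12.0 and 404 at E12.5. Tested directly, the change from E10.5 to E12.5 differed between MdP and MxP for 249 probe sets, between MdP and FNP for 401 and between MxP and FNP for 224. The paper proposes a divergence of function with a more complex expression of genes.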

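Gbx2, a regulator of the mandibular arch, was higher in MdP than in FNP at E10.5 by 5.15 (standard error 0.58, adjusted p = 4.5e-12; 3.24 with 32 added), and Otx2, of the frontonasal region, lower, at -3.92 (standard error 0.51, adjusted p = 1.2e-09). Lhx6, a LIM homeobox gene, was higher in MxP than in FNP by 4.44 (standard error 0.32, adjusted p = 3.5e-21), and by 3.29 (standard error 0.32, adjusted p = 1.3e-14) in MdP. Between MdP and FNP the passing probe sets were 476 at E10.5, 536 at E11.0, 459 at E11.5 and 575 at E12.0. Without FNP E11.5 replicate 1, the array with raised Signals of genes high in MdP, the count at E11.5 was 494 against MdP and 452 against MxP.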

The greatest number of statistically significant prominence-specific gene expression differences occurred between the MdP and FNP, and the least between the MdP and MxP, at all time points. With respect to temporal changes in gene expression, 1,328 probe sets displayed at least one significant increase or decrease between adjacent time points within a particular prominence. This ranged from a minimum of 44 significant changes for the FNP between E11.5 and E12.0, to 582 differences for the MxP between E11.0 and E11.5 (Figure S2B). 

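Igdcc3 (GeneID: 19289, chromosome 9 from 65141154 to 65187031), an immunoglobulin-family receptor of early embryos, fell by 1.49 (standard error 0.21, adjusted p = 3.1e-07) in MdP from E11.0 to E11.5 and by 1.92 (standard error 0.21, adjusted p = 5.8e-12) in MxP, and with the lot as a block these falls were -1.36 and -1.78. Ogn, a proteoglycan of connective tissue, rose in FNP from E12.0 to E12.5 by 2.05 (standard error 0.30, adjusted p = 5.0e-07), or 1.99 with the block. Krt15, a keratin of the basal epidermis, rose by 3.44 (standard error 0.42, adjusted p = 2.5e-09) in MdP from E10.5 to E11.0, or 3.46 with the block. In each of the 12 comparisons more probe sets rose than fell, such as 39 against 22 in MxP from E10.5 to E11.0 and 259 against 22 in FNP from E12.0 to E12.5. Over all of them 1,311 probe sets passed in at least 1, and 1,015 with the lot as a block.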

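Tnn, an extracellular matrix gene, had a Signal in MxP of 15.4 ± 7.07 at E11.0 and 300.3 ± 89.8 at E11.5 (SD, n = 7), a rise of 4.33 (standard error 0.54, adjusted p = 5.3e-10; 2.77 with 32 added) that was 3.64 with the lot as a block (adjusted p = 5.7e-07). Between these time points 499 probe sets rose and 63 fell in MxP, 562 in all, the highest count of the 12 intervals without the block. With the block it was 305, and E10.5 to E11.0 in MdP came first with 465. The lowest count without the block was that of E11.5 to E12.0 in FNP, with 33 that rose and 10 that fell, 43 in all, or 62 with the block, where E12.0 to E12.5 in FNP had 61. Sall4, a zinc finger gene of pluripotent cells, was among them with a fall of 1.28 (standard error 0.32, adjusted p = 0.0090), and its change was -1.29 with the block (adjusted p = 0.022). Without FNP E11.5 replicate 1 that count was 50, and the count from E11.0 to E11.5 was 232.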

The data potentially illustrate both an earlier onset of significant gene expression changes in the MdP and circadian aspects to the changes that are occurring in the three prominences. 

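Igdcc3 began to fall in every prominence from E10.5 to E11.0, by 1.26 in MxP (adjusted p = 2.2e-05), by 1.10 in FNP (adjusted p = 0.00025) and by 0.77, under 2-fold, in MdP (adjusted p = 0.0086). These falls are given without the lot as a block. In that first interval 206 probe sets passed in MdP, 61 in MxP and 55 in FNP, and with the lot as a block 465, 92 and 104. With only the compared groups in the fit, these counts were 45, 12 and 4. The main fit shares one spread over all groups. In each prominence the median coefficient of variation was highest at E10.5, at 0.375 in MdP, 0.334 in MxP and 0.342 in FNP. From E11.0 to E11.5 the counts were 202 in MdP and 241 in FNP, or 91 and 72 with the block. From E11.5 to E12.0 they were 63 in MdP and 72 in MxP, or 80 and 80. From E12.0 to E12.5 they were 189, 202 and 281 in MdP, MxP and FNP, or 76, 78 and 61. Each interval compares arrays that are mostly of different lots and, by the paper's methods, mice of different light cycles. With the block the last interval no longer exceeds the one before it in any prominence. The paper proposes an earlier onset of change in MdP and a circadian part in the changes of all 3 prominences.

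**Figure D1:**
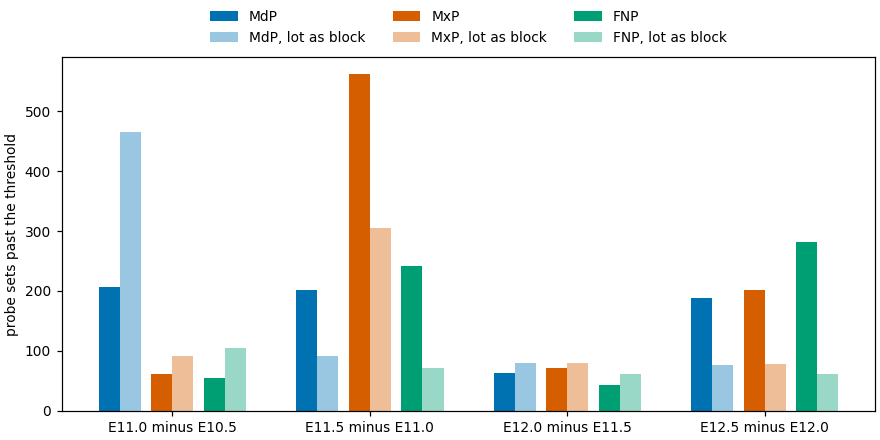
Number of probe sets that passed (adjusted p under 0.01, at least 2-fold) for each pair of adjacent time points in each prominence, from the fit without the lot (dark bars) and with the hybridization lot as a block (light bars). In MxP from E11.0 to E11.5 the bars stand at 562 and 305.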

A more in-depth characterization of genes differentially expressed over the entire time series is given later in this section.

**Figure 2:**
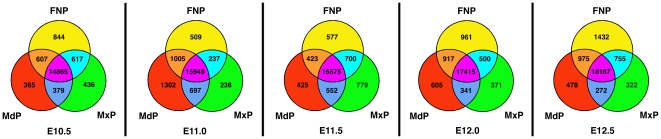
Gene expression during mouse facial development. Venn diagrams showing the number of genes expressed (called Present or Marginal) in the three facial prominences at the five developmental time points analyzed. Values represent the number of probes on the Affymetrix Mouse 430 2.0 array detected by the software in all seven replicates, i.e., called Present or Marginal using the GeneChip Operating Software.

Reproducibility of the qualitative Detection calls, namely Absent, Marginal and Present, were assessed using the kappa statistic which measures agreement among categorical variables [22] with excellent reproducibility denoted by kappa values >0.75. The median kappa value among replicates was 0.7938 (min = 0.65, max = 0.84). Relatively high kappa values also occurred among non-replicates (median = 0.7649, min = 0.58, max = 0.83) indicative of considerable similarity in global gene expression across the three prominences at all time points. This latter finding suggested that there were unlikely to be widespread radical differences in gene expression between the prominences over the time course of the analyses. Instead, the data was more consistent with subtle alterations in the expression of multiple genes potentially coupled with extensive differences in a limited set of transcripts.

Reproducibility of the quantitative Signal values was assessed using the coefficient of variation (CV), defined as the ratio of the standard deviation to the mean [22]. The CV is zero for perfect reproducibility while higher values indicate poorer reproducibility. If the CV is close to 1, the variability of measurement is on the same scale as the signal and no meaningful analysis is possible [23]. In our dataset the median CV was 0.30 among replicates (min = 0.01, max = 2.59), calculated over all probes in all prominence- and time-specific replicate groups (Figure 3). 

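The median coefficient of variation among 7 replicates, over 45,037 probe sets and 15 groups, was 0.300. Its group medians ran from 0.257 in FNP at E12.5 to 0.375 in MdP at E10.5. Bright transcripts varied less than dim ones: with the probe sets sorted by mean Signal into 3 equal classes, the median was 0.582 in the lowest, 0.290 in the middle and 0.147 in the highest. Lhx8, a bright developmental regulator, had 4219 ± 939 in MxP at E10.5 (SD, n = 7), while the dim Nfix had 21.0 ± 15.1 in the same arrays.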

Much of the high variability was attributable to probes called Absent in all 105 samples (Figure 3, inset), an important distinction since data for all-Absent probes were removed in any further analyses. Disregarding those probes called Absent in all samples, the median CV dropped from 0.30 to 0.24, versus CV = 0.59 among all-Absent probes. The dramatic effect seen when distinguishing among probes based on Absent calls highlights not only the benefits of incorporating the Detection information, but also the importance of utilizing the kappa statistic to assess the quality of that Detection information. High quality of replication in terms of the mean and standard deviation among replicates for each sample was also observed (Figure S3).

**Figure 3:**
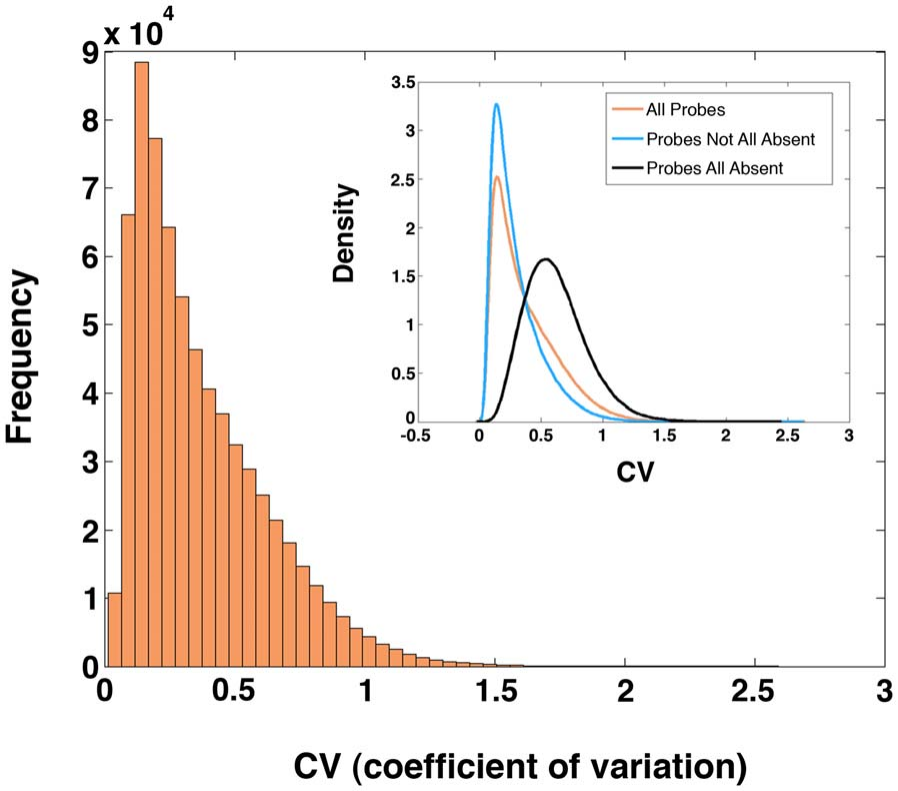
Coefficient of variation (CV) analysis demonstrates high quality of the dataset. The main graph illustrates the CV distribution for all probes tested. In the inset graph, the data are represented by the brown line. Removal of the “probes all absent” calls (black line), which show greater signal variation, indicates that the “Present” and “Marginal” probes have even greater reproducibility, illustrated by the shift in the CV curve.

### Biological Verification of the Dataset

For initial biological verification we focused on genes with established prominence-specific expression patterns such as *Hand2* (GeneID: 15111), *Lhx8* (GeneID: 16875), *Elavl4* (GeneID: 15572) and members of the *Dlx* family [24], [25], [26], [27]. There was excellent agreement between our microarray data (Figure 4A and B) and the expression patterns of these genes as previously determined by whole mount *in situ* hybridization analysis (WMISH). Thus, the microarray data demonstrated that *Dlx1* (GeneID: 13390), *Dlx2* and *Lhx8* (also known as *Lhx7*) were preferentially expressed in the MdP and MxP (Figure 4A and B) in agreement with published WMISH results [25], [26]. 

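Dlx1 (GeneID: 13390, chromosome 2 from 71528113 to 71533981) and Dlx2, homeobox genes of branchial arch mesenchyme, were higher in MdP and MxP than in FNP at E10.5. Dlx1 was 952 ± 276 in MdP, 1284 ± 358 in MxP and 67.8 ± 26.8 in FNP (SD, n = 7), with gaps to FNP of 3.91 (standard error 0.40, adjusted p = 1.3e-13) and 4.35 (standard error 0.40, adjusted p = 1.8e-15). The gaps of Dlx2 to FNP were 1.55 (standard error 0.20, adjusted p = 4.6e-10) for MdP and 1.96 (standard error 0.20, adjusted p = 6.5e-14) for MxP. By E12.5 they were 1.13 for MxP (adjusted p = 5.7e-06) and 0.42 for MdP, which did not pass (adjusted p = 0.23). Lhx8 (GeneID: 16875, chromosome 3 from 154306288 to 154330560), a LIM homeobox gene of the jaw, exceeded FNP by 4.03 (standard error 0.16, adjusted p = 3.2e-39) in MdP and 4.79 (standard error 0.16, adjusted p = 4.0e-45) in MxP at E10.5, and at E12.5 by 2.60 and 3.20. MxP held more of it than MdP at E10.5, under 2-fold, by -0.76 for MdP minus MxP (adjusted p = 0.00056).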

Previous data had also documented that *Dlx3* (GeneID: 13393), *Dlx4* (GeneID: 13394), *Dlx5* (GeneID: 13395) and *Dlx6* (GeneID: 13396) were expressed most highly in the MdP, and this was again reflected at the earlier time points in our microarray data (Figure 4A and B). 

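At E10.5 Dlx5 and Dlx6, homeobox genes of the distal arch, were highest in MdP. Dlx5 exceeded MxP by 2.47 (standard error 0.17, adjusted p = 1.2e-22) and FNP by 1.31 (standard error 0.17, adjusted p = 7.6e-10), and Dlx6 by 3.32 (standard error 0.23, adjusted p = 1.2e-22) and 1.10 (standard error 0.23, adjusted p = 0.00013). Dlx3 exceeded MxP by 1.18 (standard error 0.12, adjusted p = 4.4e-13) and FNP, under 2-fold, by 0.62 (adjusted p = 6.9e-05). The same gap for Dlx4 was 0.30 to MxP (adjusted p = 0.73) and 0.62 to FNP (adjusted p = 0.13). By E12.5 Dlx6 alone still exceeded MxP at least 2-fold, by 1.66 (standard error 0.23, adjusted p = 1.4e-08), while Dlx5 stood at 0.40 (adjusted p = 0.21) and Dlx3 at -0.47, now lower in MdP but under 2-fold (adjusted p = 0.0060). Of the 6 Dlx genes, MdP was higher for 3 against MxP and 4 against FNP at E10.5, and for 3 and 4 when adjusted over the list alone. From E10.5 to E12.5, 5 of them fell in MdP, 1 in MxP and 0 in FNP, and 5, 1 and 0 when adjusted over the list alone.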

Of note, signal levels were also detectible for these latter four *Dlx* genes in the FNP and MxP, a finding that was consistent with *in situ* hybridization data ([26] and data not shown). A similar concordance was found between our data and the WMISH expression patterns for *Hand2* (also known as *dHand*) a gene that was expressed strongly in the MdP, but not in the MxP and FNP (Figure 4A and B). 

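The Signal of Hand2, a basic helix-loop-helix gene, was 3737 ± 1115 in MdP, 101 ± 115 in MxP and 60.9 ± 55.7 in FNP at E10.5 (SD, n = 7). Its gap was 5.71 (standard error 0.59, adjusted p = 4.9e-13) to MxP and 6.59 (standard error 0.59, adjusted p = 1.7e-16) to FNP, and at E12.5 it was 4.30 and 6.90. MxP was not without it at E12.5, with 254 ± 65.3 against 44.6 ± 19.9 in FNP, a gap of 2.60 (standard error 0.59, adjusted p = 0.00095). At E11.5 the mean of FNP was 313 ± 730.4 over 7 arrays and 36.8 ± 25.3 without replicate 1, the array with raised Signals of genes high in MdP.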

We chose *Elavl4* (*Hud*) as a marker that should be enriched in the FNP as this gene is associated with neurogenesis and is expressed in the developing olfactory epithelium of the nasal pit [27]. 

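Elavl4 (GeneID: 15572, chromosome 4 from 110203737 to 110351939) encodes an RNA-binding protein of postmitotic neurons. At E10.5 its Signal was 689 ± 96.8 in FNP, 188 ± 60.2 in MxP and 172 ± 84.1 in MdP (SD, n = 7), and FNP exceeded MdP by -2.14 for MdP minus FNP (adjusted p = 7.2e-12) and MxP by -1.92 for MxP minus FNP (adjusted p = 7.3e-10). At E12.5 the Signal in FNP was 996 ± 238.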

The microarray data again reflected appropriate FNP-specific expression for *Elavl4* (Figure 4A and B). 

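Signals of Elavl4 in MdP were 188 ± 63.8 at E11.5, 152 ± 23.4 at E12.0 and 190.4 ± 43.7 at E12.5 (SD, n = 7). In MxP they were 171 ± 40.5, 269 ± 172 and 223 ± 192, and a single array reached 649 at E12.0 and a single array 656 at E12.5. From E10.5 to E12.5 the change was 0.27 (standard error 0.24, adjusted p = 0.36) in MdP and 0.03 (standard error 0.24, adjusted p = 0.92) in MxP.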

*Elavl4* is also strongly expressed in the developing peripheral nervous system, including the trigeminal ganglia, but we did not detect significant levels of *Elavl4* expression in our MdP and MxP samples until E12. This finding provided additional evidence that our prominence samples were not heavily contaminated with surrounding craniofacial tissue. Thus, our dissections produced prominence specific material, and there was an excellent correspondence between our microarray findings and established differential gene expression patterns.

**Figure 4:**
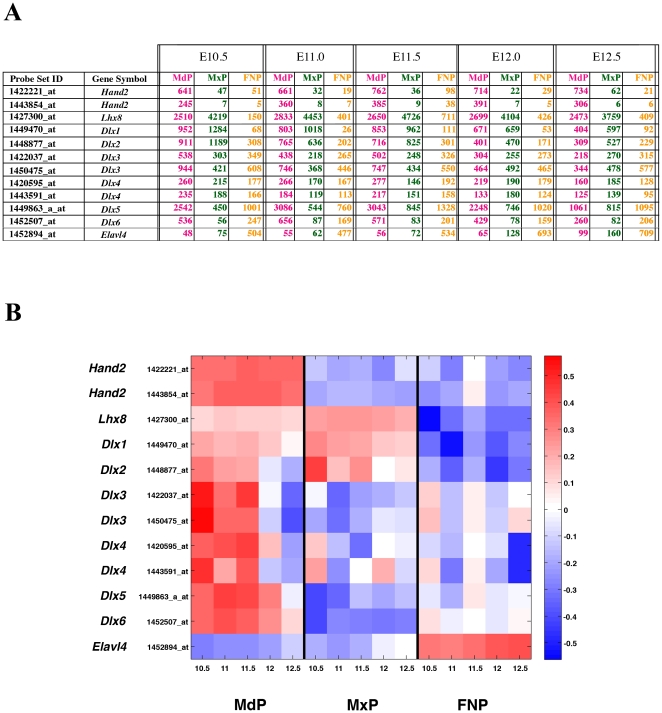
Biological verification of the dataset. (**A**). Raw data for the prominence-specific genes and associated probe sets (left) indicated at the five time points in the three prominences. (**B**). Corresponding heatmap for the prominence-specific genes and associated probe sets. The heatmaps show the expression data for each probe scaled such that the vector of log_2_ expression values for a probe (averaged among replicate samples per time point) has a mean of zero and a magnitude of one. Red and blue indicate high and low expression, respectively.

### Functional Category Analysis of the Temporal Expression Differences

Analysis of over-represented terms among probes with temporal expression differences supported a model in which processes such as cell metabolism and cell growth were declining while differentiation was increasing. Alterations in expression between adjacent time points across the entire time series were characterized using the trajectory clustering algorithm [14]. This approach generates a set of direction change labels between adjacent time points, namely increased, flat, or decreased expression, that can then be extended into a more informative matrix by including all time points. Data collection at five time points generated a total of 81 possible trajectories for each prominence (Table S2). The majority of probes, 15,510 out of 20,234 tested, exhibited consistently flat profiles (no changes) across all five time points in the three prominences. 

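Nfix, a transcription factor of the NFI family, rose over the time course: its Signal in MdP was 12.4 ± 8.32 at E10.5, 554 ± 155 at E11.5 and 1964 ± 835 at E12.5 (SD, n = 7). In contrast, the proliferation marker Mki67 stood at 0.01 in MdP, 0.11 in MxP and 0.05 in FNP from E10.5 to E12.5, and none of these passed. Over all pairs of time points, 2,870 probe sets changed in MdP, 3,066 in MxP and 2,801 in FNP, and 4,284 changed in at least 1 prominence. The paper's own trajectory labels come from a clustering method that is not repeated here.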

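Lin28a (GeneID: 83557, chromosome 4 from 134003330 to 134019196), an RNA-binding protein of embryonic cells, changed by -5.75 (standard error 0.39, adjusted p = 2.2e-23; -4.12 with 32 added) in MdP from E10.5 to E12.5, -4.35 in MxP and -5.78 (-4.14 with 32 added) in FNP. Agtr2, a receptor for angiotensin, rose by 7.84 (standard error 0.61, adjusted p = 3.7e-20; 5.03 with 32 added) in MdP, which exceeded its rise in MxP by 3.57 (adjusted p = 0.0055) and in FNP by 4.23 (adjusted p = 0.00027). Between these 2 time points 2156 probe sets rose and 280 fell in MdP, 1968 rose and 298 fell in MxP, and 2151 rose and 272 fell in FNP. With quantile normalization 1756, 1675 and 1644 rose and 449, 514 and 460 fell.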

The remaining set of 4,724 probes showing differential expression over time in at least one prominence was much larger than the set of 1,323 probes found using limma alone on adjacent time points, since trajectory clustering captures changes that unfold over longer periods of time.

Our initial analysis concentrated on trajectories with predominantly upward or downward trends. Examination of the trajectories showing at least two decreases and no increases over the time course revealed a broad and statistically significant down-regulation of genes involved in cell division and general metabolism in all three prominences between E10.5–E12.5 (Figure 5 and Tables S3A-J). 

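Orc1, which marks replication origins, fell by 1.37 (standard error 0.13, adjusted p = 1.6e-15) in MdP, 1.04 in MxP and 1.25 in FNP, and Mcm10 by 1.32 (standard error 0.09, adjusted p = 5.3e-23), 1.14 and 1.20. The bright Pcna, the sliding clamp of DNA polymerase, fell by under 2-fold: its change was -0.47 (standard error 0.08, adjusted p = 4.9e-07) in MdP, -0.37 in MxP and -0.43 in FNP. Of 43 tested genes of DNA replication, those lower at least 2-fold were 4 in MdP, 3 in MxP and 4 in FNP (4, 3 and 4 when adjusted over the list alone), and those lower by any amount 35 in MdP, 35 in MxP and 40 in FNP (35, 37 and 40 when adjusted over the list alone). The list was lower as a whole, at adjusted p = 6.2e-17 in MdP, 2.2e-13 in MxP and 1.0e-21 in FNP. Of 36 tested genes of mitosis, those lower by any amount were 28 in MdP, 18 in MxP and 29 in FNP (28, 18 and 32 when adjusted over the list alone), the spindle checkpoint gene Mad2l1 among them at -1.02, -0.75 and -0.95. The mitosis list passed at adjusted p = 7.2e-15 in MdP, 6.8e-08 in MxP and 8.0e-17 in FNP, a call lost in MxP with adjusted p = 0.066 with an estimated correlation. Among 13 tested cyclins and kinases of G1, Ccne1 fell by 1.18 (standard error 0.14, adjusted p = 8.7e-12) in MxP and 1.28 in FNP, and those lower at least 2-fold were 0 in MdP, 1 in MxP and 1 in FNP (0, 1 and 1 when adjusted over the list alone). For these the list test gave adjusted p = 0.16 in MdP, 0.017 in MxP and 0.013 in FNP, and adjusted p = 0.021 in MxP and 0.017 in FNP with an estimated correlation.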

Seven functional categories associated with cell motility, amino acid metabolism, and other metabolic processes showed a consistent 2-fold reduction in expression during the time course while genes involved with cell cycle, splicing, and translation showed analogous declines in the expression, although less than 2-fold (Figure 5).

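Umps and Ppat, enzymes of pyrimidine and purine synthesis, fell by 1.21 (standard error 0.18, adjusted p = 9.3e-09) and 1.17 (standard error 0.09, adjusted p = 1.3e-19) in MdP, by 1.22 and 1.26 in MxP, and by 1.44 and 1.37 in FNP. Nolc1, a nucleolar protein, fell by 1.17 in MxP and 1.18 in FNP, and its change in MdP was -0.95, under 2-fold. Of 21 tested genes of nucleotide metabolism, those lower at least 2-fold were 3 in MdP, 3 in MxP and 2 in FNP (3, 3 and 2 when adjusted over the list alone), and the list passed at adjusted p = 5.4e-13 in MdP, 4.1e-13 in MxP and 1.2e-16 in FNP. Of 32 genes of ribosome biogenesis they were 1 in MdP, 5 in MxP and 4 in FNP (1, 5 and 4 when adjusted over the list alone), with adjusted p = 3.6e-15 in MdP, 1.0e-20 in MxP and 1.4e-20 in FNP for the list. Smaller declines spread over other lists, where most members were lower by under 2-fold. Among 19 tRNA synthetases, of which Kars stood at -0.60, -0.64 and -0.71, lower by any amount were 14 in MdP, 18 in MxP and 17 in FNP (15, 18 and 17 when adjusted over the list alone). Their test gave adjusted p = 4.2e-07 in MdP, 4.3e-09 in MxP and 2.2e-10 in FNP, lost in MdP with adjusted p = 0.073 with an estimated correlation. Among 38 genes of the nuclear pore, of which Nup43 stood at -1.15, -0.82 and -1.15, they were 23 in MdP, 24 in MxP and 23 in FNP (23, 25 and 25 when adjusted over the list alone), with adjusted p = 9.6e-10 in MdP, 8.2e-09 in MxP and 1.8e-10 in FNP for the list. Among 27 core genes of the spliceosome they were 16 in MdP, 16 in MxP and 17 in FNP (16, 17 and 17 when adjusted over the list alone), with adjusted p = 1.4e-06 in MdP, 4.5e-06 in MxP and 5.8e-07 in FNP, and none of these genes fell by 2-fold. For stress genes and hypoxia genes the picture was mixed. The early response gene Egr1 rose by 2.11 (standard error 0.26, adjusted p = 4.5e-11) in MdP while the chaperone Hsph1 stood at -0.85, under 2-fold, and the list of 9 stress genes did not pass (adjusted p = 0.25 in MdP, 0.71 in MxP and 0.72 in FNP). Glycolytic Ldha stood at -0.87 in MdP, under 2-fold, and the list of 11 hypoxia genes passed only in MdP, downward, with adjusted p = 0.013, or adjusted p = 0.10 with an estimated correlation. From these and other categories the paper states that cell division and general metabolism went down in all 3 prominences.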

**Figure 5:**
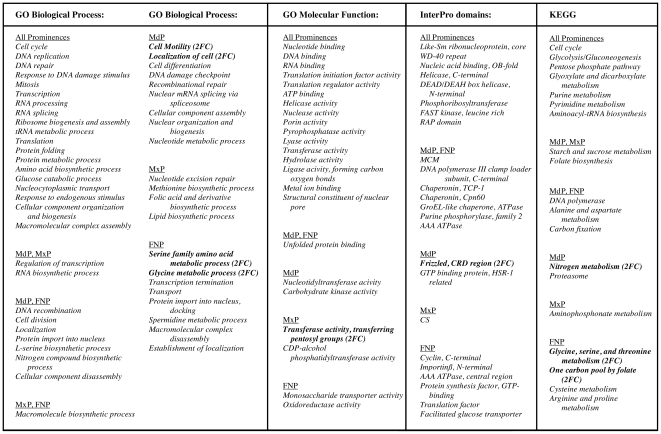
Functional analysis of trajectories: selected categories showing at least two decreases and no increases over the time course. Over-represented terms, reaching significance at fdr  = 0.5 for the binomial distribution, were based on probes achieving limma statistical significance. Those shown in bold and labeled “(2FC)” reach the additional criterion of a 2-fold change in gene expression.

Across the prominences, ∼28% of the down-regulated genes were involved in protein metabolic processes, 16% in biosynthetic processes, 18% in transcription, 10% in RNA processing, 8% in translation, 11% in the cell cycle, and 3% in nucleocytoplasmic transport. With respect to individual categories, 25–35% of the genes assigned to glucose metabolism, nucleotide metabolism, DNA replication, DNA repair, RNA processing, amino acid activation, and nucleocytoplasmic transport were found to decrease in expression in the three prominences. Certain terms, including DNA replication initiation, did show a wider range of the percentage of affected genes (Table S3E). The variation in the number of down-regulated genes within such categories may indicate subtle differences in developmental programs among the prominences. Similarly, the assignment of particular terms to individual prominences - or to two of the three prominences - highlights further pathways that may contribute to differential development (Figure 5). In general, though, the relatively small magnitude of the observed gene expression decreases, and the broad range of metabolic functions involved likely reflect an equivalent slowing of growth across all three prominences rather than a drastic change in basic cellular processes.

Conversely, for genes showing an upward trend in expression for at least two of the four intervals and no decreases, the over-represented terms reflected differentiation (Figure 6 and Tables S3K-U). These increases were more robust, and consistently exceeded the criterion of a 2–fold change in the level of expression. 

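Alcam, a cell adhesion molecule, rose on its most changed probe set by 5.96 (standard error 0.41, adjusted p = 2.5e-23; 3.80 with 32 added) in MdP, 6.01 (4.36 with 32 added) in MxP and 7.69 (5.18 with 32 added) in FNP. Nfix rose by 7.45 (standard error 0.49, adjusted p = 2.2e-24; 5.40 with 32 added), 6.41 (4.85 with 32 added) and 7.19 (4.92 with 32 added). The endothelial gene Erg rose by 2.71 (standard error 0.31, adjusted p = 4.5e-12) in MdP, 2.60 in MxP and 2.39 in FNP, and the macrophage gene C1qa by 2.82 (standard error 0.42, adjusted p = 2.1e-08), 2.65 (1.57 with 32 added) and 2.90 (1.78 with 32 added). Of 15 tested endothelial genes, those higher at least 2-fold were 4 in MdP, 2 in MxP and 2 in FNP (4, 2 and 2 when adjusted over the list alone). That list gave adjusted p = 0.00094 in MdP, 0.11 in MxP and 0.13 in FNP, or adjusted p = 0.13 in MdP, 0.51 in MxP and 0.52 in FNP with an estimated correlation. Of 12 macrophage genes they were 6 in MdP, 3 in MxP and 2 in FNP (6, 3 and 2 when adjusted over the list alone), with adjusted p = 1.1e-05 in MdP, 0.00082 in MxP and 0.021 in FNP for the list, or adjusted p = 0.032 in MdP, 0.12 in MxP and 0.29 in FNP with an estimated correlation. Hbb-bh1, an embryonic globin, fell by 1.86 (standard error 0.24, adjusted p = 3.3e-10) in MdP, 1.34 in MxP and 1.53 in FNP. Of 11 erythroid genes those lower were 2 in MdP, 2 in MxP and 3 in FNP (2, 2 and 3 when adjusted over the list alone), and their test gave adjusted p = 0.12 in MdP, 0.39 in MxP and 0.0057 in FNP, or adjusted p = 0.15 in FNP with an estimated correlation.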

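Pcdh9, a protocadherin, rose by 2.00 (standard error 0.17, adjusted p = 2.2e-18) in MdP, 2.38 in MxP and 2.12 in FNP, and Cdh2, N-cadherin, by 1.26 (standard error 0.14, adjusted p = 2.8e-12) in MdP, with 0.89 in MxP and 0.66 in FNP, both under 2-fold. Cdh15, a cadherin of muscle, rose by 2.97 (standard error 0.28, adjusted p = 5.2e-16) in MdP only, ahead of MxP by 2.35 (adjusted p = 1.0e-05) and of FNP by 2.85 (adjusted p = 2.7e-08). Of 18 tested cadherins and protocadherins those higher were 7 in MdP, 7 in MxP and 6 in FNP (7, 7 and 6 when adjusted over the list alone). The list passed at adjusted p = 0.00015 in MdP, 1.6e-05 in MxP and 0.0012 in FNP, and gave adjusted p = 0.056 in MdP, 0.032 in MxP and 0.11 in FNP with an estimated correlation. Osr2, a zinc finger gene of the palate, rose by 2.36 (standard error 0.28, adjusted p = 6.8e-12) in MdP, 4.24 in MxP and 5.43 (4.24 with 32 added) in FNP, while Msx2 fell by 2.08 (standard error 0.12, adjusted p = 9.1e-29) in MdP and 1.73 in MxP and stood at -0.41 in FNP, under 2-fold. Of 21 genes of crest-derived mesenchyme those higher were 4 in MdP, 5 in MxP and 6 in FNP (4, 5 and 6 when adjusted over the list alone) and those lower 4 in MdP, 5 in MxP and 0 in FNP (4, 5 and 0 when adjusted over the list alone). This list gave adjusted p = 0.42 in MdP, 0.55 in MxP and 0.00044 in FNP, upward, and adjusted p = 0.091 in FNP with an estimated correlation.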

Prominent categories displaying expression increases in all three prominences included cell adhesion, cell migration, and cell morphogenesis. Categories for transcription factors, cell signaling, protein interaction domains, calcium-dependent processes, and the extracellular matrix were also highlighted in the various prominences. Notably, ∼50% of the genes associated with phosphate transport showed increasing expression in all prominences (Table S3Q), many by more than 2-fold (Table S3K).

**Figure 6:**
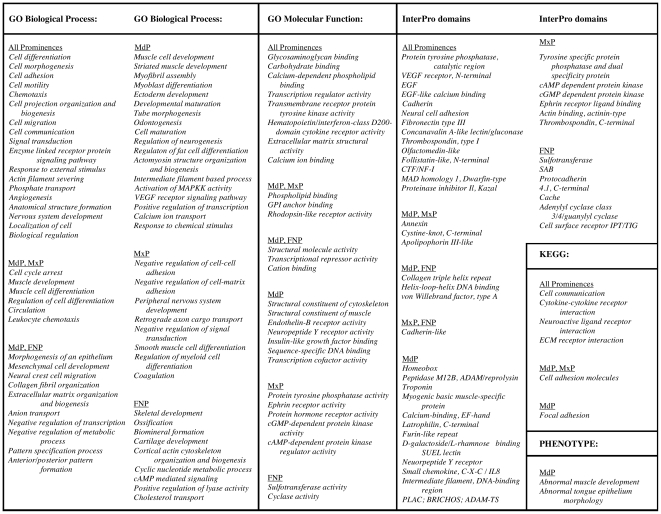
Functional analysis of trajectories: selected categories showing at least two increases and no decreases over the time course. Over-represented terms, reaching significance at fdr  = 0.5 for the binomial distribution, were based on probes achieving limma statistical significance. All reach the additional criterion of a 2-fold change in gene expression.

Genes showing an upward trend in expression reflected tissue specialization into teeth, cartilage, and nervous system components with prominence-specific categories more evident than in the gene sets showing decreased expression (Figure 6 compared with 5). In particular, the MdP exhibited increased expression of genes associated with various muscle differentiation categories, reflecting tongue development. 

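The Signal of Actc1 (GeneID: 11464, chromosome 2 from 114047282 to 114052875), cardiac alpha-actin of embryonic muscle, was 155 ± 63.2 at E10.5 and 11069.9 ± 2737 at E12.5 (SD, n = 7) in MdP, a rise of 6.26 (standard error 0.43, adjusted p = 2.9e-23), and 2044 ± 1352 in MxP and 102 ± 25.1 in FNP at E12.5. Its rise in MdP exceeded that in MxP by 3.55 (adjusted p = 1.7e-05) and in FNP by 5.96 (adjusted p = 4.0e-13). Myl1 rose by 6.74 (standard error 0.61, adjusted p = 7.8e-17) in MdP and 2.85 in MxP, and Neb by 7.15 (standard error 0.59, adjusted p = 6.5e-19; 3.92 with 32 added) and 3.42 (1.20 with 32 added). Of 25 tested genes of skeletal muscle those higher were 25 in MdP, 16 in MxP and 1 in FNP (25, 16 and 1 when adjusted over the list alone). The list gave adjusted p = 6.9e-22 in MdP, 9.8e-05 in MxP and 0.38 in FNP, and in MxP it had adjusted p = 0.16 with an estimated correlation. At E12.5 its members higher than elsewhere numbered 22 MdP against MxP, 22 MdP against FNP and 15 MxP against FNP (22, 22 and 18 when adjusted over the list alone). Acta2, an actin of smooth muscle, rose by 3.22 (standard error 0.36, adjusted p = 1.5e-12) in MdP, ahead of MxP by 2.19 (adjusted p = 0.0036). The pericyte gene Rgs5 fell by 2.16 (standard error 0.18, adjusted p = 1.2e-18) in MdP but rose by 1.14 (standard error 0.18, adjusted p = 8.0e-08) in MxP and 1.20 (standard error 0.18, adjusted p = 2.1e-08) in FNP. Of 8 genes of pericytes and smooth muscle those higher were 5 in MdP, 2 in MxP and 3 in FNP (5, 2 and 3 when adjusted over the list alone), with adjusted p = 0.054 in MdP, 0.12 in MxP and 0.15 in FNP and adjusted p = 0.21 in MdP, 0.36 in MxP and 0.37 in FNP with an estimated correlation. The paper reasons that the muscle categories of MdP reflect the development of the tongue.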

The MdP was also over-represented for terms associated with tube morphogenesis and epithelial cell differentiation, presumably reflecting development of the taste buds, teeth, and salivary glands (Figure 6). In contrast, genes associated with the peripheral nervous system and with cyclic nucleotide dependent protein kinase signaling were apparent in the MxP. 

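Stmn2, a stathmin of growing neurites, rose by 3.50 (standard error 0.19, adjusted p = 2.4e-29) in MxP and Dcx, doublecortin of young neurons, by 2.85 (standard error 0.28, adjusted p = 2.2e-15). Of 20 tested pan-neuronal genes those higher were 5 in MdP, 6 in MxP and 3 in FNP (5, 6 and 3 when adjusted over the list alone), and the list passed at adjusted p = 0.037 in MdP, 0.00082 in MxP and 0.0058 in FNP. With an estimated correlation it gave adjusted p = 0.42 in MdP, 0.22 in MxP and 0.29 in FNP. Six4, a homeobox gene of the cranial placodes, fell by 1.09 (standard error 0.12, adjusted p = 7.9e-14) in MxP, and the 5 tested genes of sensory ganglia gave adjusted p = 0.22 as a list. Ednrb, an endothelin receptor of glial precursors, rose by 2.57 (standard error 0.21, adjusted p = 1.5e-19) in MdP and 1.38 in MxP. Of 7 genes of Schwann cell and melanocyte precursors those higher were 3 in MdP, 2 in MxP and 3 in FNP (3, 2 and 3 when adjusted over the list alone), with adjusted p = 0.013 in MdP, 0.13 in MxP and 0.050 in FNP for the list and adjusted p = 0.16 in MdP, 0.46 in MxP and 0.29 in FNP with an estimated correlation.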

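Sult1e1 (GeneID: 20860, chromosome 5 from 87575968 to 87591611), an estrogen sulfotransferase, rose in FNP by 2.79 (standard error 0.47, adjusted p = 3.2e-07) from E10.5 to E12.5, and its change was -0.58 in MxP (adjusted p = 0.31) and -0.41 in MdP (adjusted p = 0.48). Papss2, which makes the sulfate donor of cartilage matrix, rose in each, by 1.73 (standard error 0.36, adjusted p = 3.6e-05) in FNP, 2.04 in MxP and 1.85 in MdP. The cartilage gene Cnmd, chondromodulin, rose by 6.42 (standard error 0.53, adjusted p = 5.0e-19; 4.60 with 32 added) in FNP, ahead of MxP by -4.14 for MxP minus FNP (adjusted p = 4.1e-05). Of 14 tested chondrocyte and skeletal genes those higher at E12.5 than at E10.5 were 4 in MdP, 4 in MxP and 8 in FNP (4, 4 and 8 when adjusted over the list alone), and those lower 4 in MdP, 6 in MxP and 0 in FNP (4, 6 and 0 when adjusted over the list alone). Only FNP passed in the list test, at adjusted p = 0.35 in MdP, 0.42 in MxP and 7.8e-07 in FNP.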

The FNP was enriched for genes associated with sulfotransferase activity and skeletal development. The MdP, MxP, and FNP were also distinguished by the different protein motifs and protein:protein interaction domains that the trajectory clustering analysis highlighted in the three prominences (Figure 6). We present a further analysis of prominence specific differences in the next section.

In addition to the generally upward or downward gene expression profiles, the trajectory clustering analysis also highlighted several other terms that were over-represented in specific trajectories within a given prominence (Table S2). Two broad themes can be identified from these additional profiles. First, categories in GO Molecular Function, and Biological Process ontologies associated with oxidative phosphorylation showed fluctuating trajectories (up and down) in all three prominences. This finding suggests that energy generation during this period of embryogenesis displays periodicity, consistent with a circadian rhythm that may reflect the nocturnal activity of the mother. 

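The alternation of a gene, higher at E11.0 and E12.0 than at E10.5, E11.5 and E12.5 or the reverse, is measured by a contrast with weights of -1, 4, -6, 4 and -1 eighths over the time points. It is positive where E11.0 and E12.0 are higher, and a size of 0.5 counts here as passing. By the paper's methods, mice for E11 and E12 lived under a reverse light cycle. The contrast therefore also compares light cycles. Ndufb7 (GeneID: 66916, chromosome 8 from 83566758 to 83571623), a subunit of complex I, alternated by 0.54 in FNP (adjusted p = 0.00080), 0.49 in MxP (adjusted p = 0.00091) and 0.26 in MdP (adjusted p = 0.13). With the hybridization lot as a block these values were 0.29, 0.25 and 9.0e-04, and no member of the oxidative phosphorylation list passed. This does not show that the lot accounts for a shift of lists. At the preset correlation, all gene lists with an upward alternation numbered 9 in MdP, 13 in MxP and 8 in FNP with the block. Without it they were 9, 10 and 8. Of 67 tested genes of oxidative phosphorylation those positive at an adjusted p under 0.01 were 0 in MdP, 26 in MxP and 26 in FNP (0, 46 and 52 when adjusted over the list alone). The list passed as a whole, at adjusted p = 1.1e-13 in MdP, 2.6e-26 in MxP and 4.6e-37 in FNP, but its calls were lost with an estimated correlation, at adjusted p = 0.67 in MdP, 0.19 in MxP and 0.13 in FNP. Over all genes, 12 probe sets passed upward and 52 downward in MdP, 50 and 244 in MxP, and 32 and 77 in FNP. Without FNP E11.0 replicate 6 they were 56 and 156 in FNP. With the lot as a block the totals were 0 in MdP, 6 in MxP and 0 in FNP. Foxc2, a forkhead gene, was among the few that stayed, with 1.51 in MxP (adjusted p = 3.8e-05) and 1.70 with the block (adjusted p = 0.00025).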

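Per1, a core repressor of the clock, had an alternation of -0.04 in MdP (adjusted p = 0.88), 0.14 in MxP (adjusted p = 0.45) and 0.05 in FNP (adjusted p = 0.84). Dbp, an output gene of the clock, had -0.0023, -0.05 and -0.02. Of 11 tested clock genes, 0 passed in any prominence, 0 when adjusted over the list alone, and the list test gave adjusted p = 0.88 in MdP, 0.74 in MxP and 0.52 in FNP. Since only 64, 294 and 109 of 20,217 probe sets passed, 0 of 11 is likely for any genes. It cannot decide on a circadian source. The paper proposes that energy generation is periodic, as under a circadian rhythm that may come from the mother's activity at night.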

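H1f2, a linker histone, had the highest Signal of the histone genes tested. Its alternation was 0.29 in MdP (adjusted p = 0.13), 0.44 in MxP (adjusted p = 0.0070, under the size of 0.5) and 0.36 in FNP (adjusted p = 0.035). Of 7 tested histone genes those positive at an adjusted p under 0.01 were 0 in MdP, 1 in MxP and 1 in FNP (1, 2 and 1 when adjusted over the list alone), and the list gave adjusted p = 0.40 in MdP, 0.057 in MxP and 0.10 in FNP. Rps19, a ribosomal protein, had 0.30 in MxP and 0.26 in FNP, with 0.19 and 0.15 when the hybridization lot was a block. Of 47 ribosomal protein genes those positive were 0 in MdP, 10 in MxP and 10 in FNP (0, 24 and 28 when adjusted over the list alone). Their list passed at adjusted p = 3.4e-06 in MdP, 8.8e-18 in MxP and 3.0e-17 in FNP and was lost with an estimated correlation, at adjusted p = 0.78 in MdP, 0.19 in MxP and 0.20 in FNP.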

Second, ontological terms containing the words “histones” or “chromatin” also had fluctuating trajectories, potentially indicating dynamic changes in transcription and DNA packaging.

### Functional Category Analysis of Prominence-Specific Expression

While trajectory clustering analysis highlights dynamic changes in gene expression, this method is not well suited to visualizing instances in which expression may be higher in one of the prominences, but is not increasing or decreasing over the time course. Therefore, to obtain a prominence-specific view of expression changes we studied the set of 1,506 probe sets showing at least one significant (2-fold) difference among prominences at a given time point. This set was further divided into MdP (705 probes), MxP (495 probes), and FNP (760 probes) groups based upon differences in expression from at least one other prominence for the same time point.

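Groups were formed from probe sets higher in a prominence than in at least 1 other at the same time point. Hand2 and Gbx2 belong to the MdP group, Lhx6 to both MdP and MxP, and Otx2 to FNP. The MdP group held 696 probe sets, the MxP group 489 and the FNP group 743. Of these, 390 were only in the MdP group, 177 only in MxP and 477 only in FNP. MdP and MxP shared 169, MxP and FNP 129, and MdP and FNP 123, and 14 were in all 3 groups.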

These probe set groups were then analyzed with respect to GO, InterPro, MGI Phenotype, and KEGG terms to determine over-represented categories (Figure 7 and Tables S4A-E).

**Figure 7:**
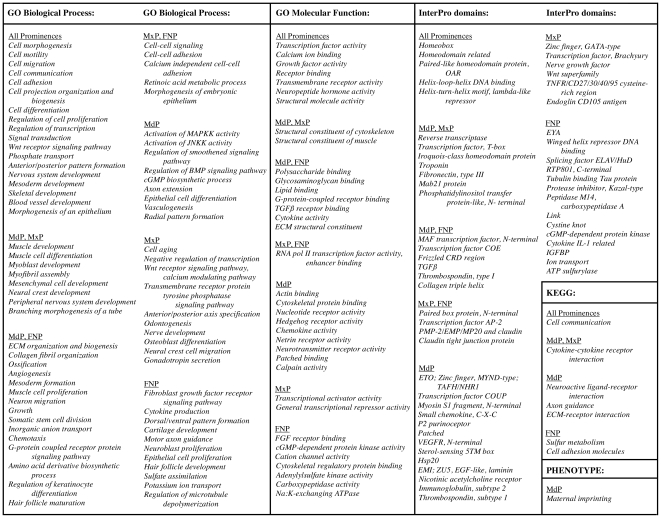
Selected categories showing increased expression in the facial prominences. Prominence-specific groups were created among probes achieving limma statistical significance, with the additional criterion of a 2-fold change in gene expression, by assigning a probe to a group if expression was increased in the group over at least one other prominence at a specific time point.

Consistent with the data presented in Figure 2, in which we observed significant overlap of detectable expression among the three prominences, the functional characterization again revealed that the prominences had very similar gene expression dynamics since many of the categories observed were seen in the MdP, MxP and FNP. The data also supported our conclusions from the trajectory clustering analysis that significant changes were occurring in growth and differentiation. Alterations in RNA expression levels of transcription factors, signaling molecules, cell adhesion components, and structural proteins were apparent (Figure 7). Cell fate determination, morphogenesis, motility, migration, and adhesion were also prominent categories with ∼30% of the up-regulated genes assigned to cell differentiation, 30% to cell communication, and 10% to cell motility in each of the prominences. There were also notable prominence-specific differences in the distribution of expressed genes within particular categories that may help distinguish the ultimate fate of these separate facial regions. In this regard, 36% of all genes increasing by >2-fold within the MxP were associated with transcriptional regulation, whereas this figure was 29% and 25% for the MdP and FNP, respectively. Similarly, 16% of genes in the FNP were categorized as cell adhesion, 13% in the MxP, and only 10% in the MdP.

Progressive specialization of tissues in the prominences was highlighted by the distribution of over-represented categories associated with development of muscle, bone, cartilage, dentition, vasculature, glands, epithelia, and the nervous system between the MdP, MxP, and FNP (Figure 7). Among probes in the MdP-specific group, the over-represented terms were associated with signal transduction via MAPK and JNK second messenger pathways, as well as with Hedgehog, VEGF, BMP, chemokine, netrin, and neurotransmitter signaling. The MxP group was enriched for terms associated with development of teeth, nerves, and the endocrine system, correlating with formation of the dentition, the trigeminal ganglion, and part of the pituitary system from Rathke's pouch in the oral epithelium. Also prominent in the MxP were genes involved in Wnt signaling and transcriptional control, particularly the negative regulation of transcription. 

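Dkk4, a secreted antagonist of Wnt signals, separated MxP from MdP at E12.5: its Signal was 194 ± 75.1 in MxP and 65.4 ± 11.1 in MdP (SD, n = 7), a difference of -1.48 (standard error 0.24, adjusted p = 2.1e-06) for MdP minus MxP. For Wnt9b, a ligand of the facial epithelium, it was -1.10 (standard error 0.15, adjusted p = 8.5e-09). Frzb, an antagonist with a bright Signal, was higher in MxP than in FNP by 1.20 (standard error 0.11, adjusted p = 2.6e-16), and lower in MdP than in MxP by under 2-fold, at -0.66. Of 18 tested Wnt ligands and antagonists, 2 were higher in MxP than in MdP at least 2-fold and 7 by any amount, 2 and 7 when adjusted over the list alone. The list was higher in MxP than in MdP (adjusted p = 1.7e-06). Against FNP it had adjusted p = 0.0016, lost with adjusted p = 0.13 with an estimated correlation.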

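Fgf8 (GeneID: 14179, chromosome 19 from 45736491 to 45742941), a growth factor of the nasal pits, was lower in MxP than in FNP at E12.5, at -2.70 (standard error 0.37, adjusted p = 1.6e-08; -1.09 with 32 added), and lower in MdP, at -2.23 (standard error 0.37, adjusted p = 1.8e-06; -0.99 with 32 added). Most other FGF ligands did not share this: of 8 tested, 1 was lower in MdP and 1 in MxP, 2 and 1 when adjusted over the list alone, and the list gave adjusted p = 0.90 for MdP against FNP and 0.31 for MxP against FNP. Genes of the olfactory placode were largely those of FNP. At E10.5 Eya2, a placodal cofactor, stood at -3.34 (standard error 0.37, adjusted p = 2.7e-12) in MdP against FNP, and Pax6 at -3.43 (standard error 0.35, adjusted p = 8.2e-14). Of 26 tested olfactory genes those lower than in FNP at E10.5 were 14 MdP against FNP and 16 MxP against FNP (14 and 16 when adjusted over the list alone), with adjusted p = 1.8e-21 for MdP against FNP and 9.9e-28 for MxP against FNP, and at E12.5 19 MdP against FNP and 16 MxP against FNP (19 and 17 when adjusted over the list alone), with adjusted p = 3.4e-48 for MdP against FNP and 1.4e-42 for MxP against FNP. Genes of pan-neuronal type lower than in FNP were 12 MdP against FNP (12 when adjusted over the list alone) at E10.5 and 12 MdP against FNP (12 when adjusted over the list alone) at E12.5. Of the 4 tested forebrain genes, 2 were lower in MdP than in FNP at E10.5, Pax6 and Lhx2, and the list gave adjusted p = 2.3e-05 with adjusted p = 0.039 with an estimated correlation.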

The FNP group was over-represented for categories associated with fibroblast growth factor receptor signaling, sulfate assimilation, ion transport, cell adhesion, cartilage formation, and nerve development, some of which likely reflect development of the specialized olfactory epithelium.

Over-represented categories shared between two of the three prominence groups included muscle, neural crest cell, and peripheral nervous system development in the MdP and MxP. With respect to muscle development, 6.5% and 9.5% of genes were assigned to this category in the MdP and MxP, respectively, but only 2.5% in the FNP group. TGFβ signaling, chemotaxis, angiogenesis, the extracellular matrix, and skeletal formation were highlighted in the MdP and FNP groups. In these two prominences, 3% of genes were in the ECM organization and biogenesis category, whereas the equivalent MxP dataset contained less than 1% of such genes. The MxP and FNP groups shared the categories of transcription factors, retinoic acid, cell adhesion, and claudins. 

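Stra6, a receptor that takes up retinol, was 846 ± 237 in FNP, 386 ± 114 in MxP and 191 ± 46.8 in MdP at E10.5 (SD, n = 7), with differences from FNP of -1.15 (standard error 0.19, adjusted p = 2.3e-06) for MxP and -2.14 (standard error 0.19, adjusted p = 1.5e-16) for MdP. Crabp1, a binding protein of retinoic acid, stood at -1.21 (standard error 0.11, adjusted p = 3.0e-15) and -1.86 (standard error 0.11, adjusted p = 2.3e-26). Aldh1a2 went the other way and was higher in MdP than in FNP by 3.14 (standard error 0.37, adjusted p = 5.4e-11) and than in MxP by 2.46 (standard error 0.37, adjusted p = 4.9e-07). Of 11 tested retinoid genes those lower at E10.5 were 1 MdP against MxP, 5 MdP against FNP and 3 MxP against FNP (1, 5 and 3 when adjusted over the list alone). The list was lower in these comparisons, at adjusted p = 3.1e-09 for MdP against MxP, 8.8e-15 for MdP against FNP and 7.8e-06 for MxP against FNP. Cldn9, a claudin of tight junctions, was lower than in FNP at E12.5, at -3.14 (standard error 0.39, adjusted p = 2.3e-10) in MdP and -3.99 (standard error 0.39, adjusted p = 2.5e-14) in MxP, and Cldn6 at -1.57 (standard error 0.17, adjusted p = 8.2e-13) and -1.05 (standard error 0.17, adjusted p = 9.1e-07). Of 11 tested claudins those lower were 4 MdP against FNP and 3 MxP against FNP (4 and 3 when adjusted over the list alone) at E10.5 and 6 MdP against FNP and 5 MxP against FNP (6 and 5 when adjusted over the list alone) at E12.5. The list gave adjusted p = 4.5e-05 for MdP against FNP and 9.7e-05 for MxP against FNP at E12.5, and adjusted p = 0.042 for MdP against FNP and 0.056 for MxP against FNP with an estimated correlation. In MxP against FNP its median was 0.01 and its mean -0.44, on opposite sides of 0.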

Overall, these findings reflect the widespread importance of signal transduction, transcriptional regulation, and cell:extracellular matrix contacts in growth and morphogenesis of the developing face. With respect to pattern formation, it was noticeable that gene categories associated with different axes of polarity were highlighted in the three prominences. The apparent segregation of radial (MdP), anterior/posterior (MxP), and dorsal/ventral (FNP) patterning in these prominences could represent one important developmental mechanism whereby their individual identities are determined. A further point of interest is that maternally imprinted genes were clearly over-represented in the MdP compared with the MxP and FNP (Figure 7 and Table S4E). 

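Dlk1, a paternally expressed inhibitor of differentiation, and Meg3, the noncoding transcript beside it, were both higher in MdP at E12.5. Dlk1 was 16358 ± 1924 in MdP, 3763 ± 2222 in MxP and 1868 ± 983 in FNP (SD, n = 7), with gaps of 2.31 (standard error 0.23, adjusted p = 7.4e-14) to MxP and 3.28 (standard error 0.23, adjusted p = 2.5e-22) to FNP. For Meg3 the gaps were 1.21 (standard error 0.13, adjusted p = 2.1e-12) and 1.52 (standard error 0.13, adjusted p = 9.3e-18). The 3 bright genes Gnas, Mest and Nnat differed little between MdP and MxP, by 0.25, 0.40 and 0.34. Of 23 tested imprinted genes those higher at E12.5 were 10 MdP against MxP, 12 MdP against FNP and 2 MxP against FNP (10, 12 and 2 when adjusted over the list alone), and at E10.5 2 MdP against MxP, 7 MdP against FNP and 0 MxP against FNP (3, 7 and 0 when adjusted over the list alone). The list was higher in MdP at E12.5 with adjusted p = 3.4e-43 for MdP against MxP and 3.2e-47 for MdP against FNP, and in MxP against FNP with adjusted p = 0.00028, or adjusted p = 0.056 with an estimated correlation. This list takes imprinted genes together, while the paper's statement is on maternally imprinted genes.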

Finally, as expected, many genes we identified as expressed in our dataset were linked with the MGI Phenotype categories “cleft palate”, “midline facial cleft” “abnormal cartilage morphology” and “abnormal myogenesis” (Table S4E).

### Detailed Examination of Facial Prominence Expression by Functional Category

The assignment of prominence expression changes to particular GO, InterPro, KEGG or MGI Phenotype categories identified some tissue-specific differences, but these were relatively limited compared with the commonalities in cell metabolism, cell growth, and differentiation. Therefore it was necessary to study gene expression changes within a particular category, such as transcription and cell adhesion, in greater detail to identify critical prominence-specific differences. Accordingly, we examined individual genes involved in cell cycle progression, general metabolism, the cytoskeleton and cell adhesion, the extracellular matrix, transcription, and chromatin dynamics. In each category, genes were divided into those that were coordinately regulated in all three prominences (level, increasing, or decreasing) and those that were differentially regulated. With the exception of genes in the “level” group that were coordinately regulated, all the examples presented were identified as differentially expressed by our statistical analyses. Moreover, we concentrated on genes that displayed at least a 2-fold expression difference between the first and last time point. The exceptions, genes and probe sets that are classified as increasing, decreasing, or prominence-specific, but which failed to fulfill this additional 2-fold expression difference criterion, are marked in Figures 8–[Fig pone-0008066-g009] [Fig pone-0008066-g010] [Fig pone-0008066-g011] [Fig pone-0008066-g012] [Fig pone-0008066-g013] [Fig pone-0008066-g014] [Fig pone-0008066-g015] [Fig pone-0008066-g016] [Fig pone-0008066-g017] [Fig pone-0008066-g018] 19 with an asterisk.

**Figure 8:**
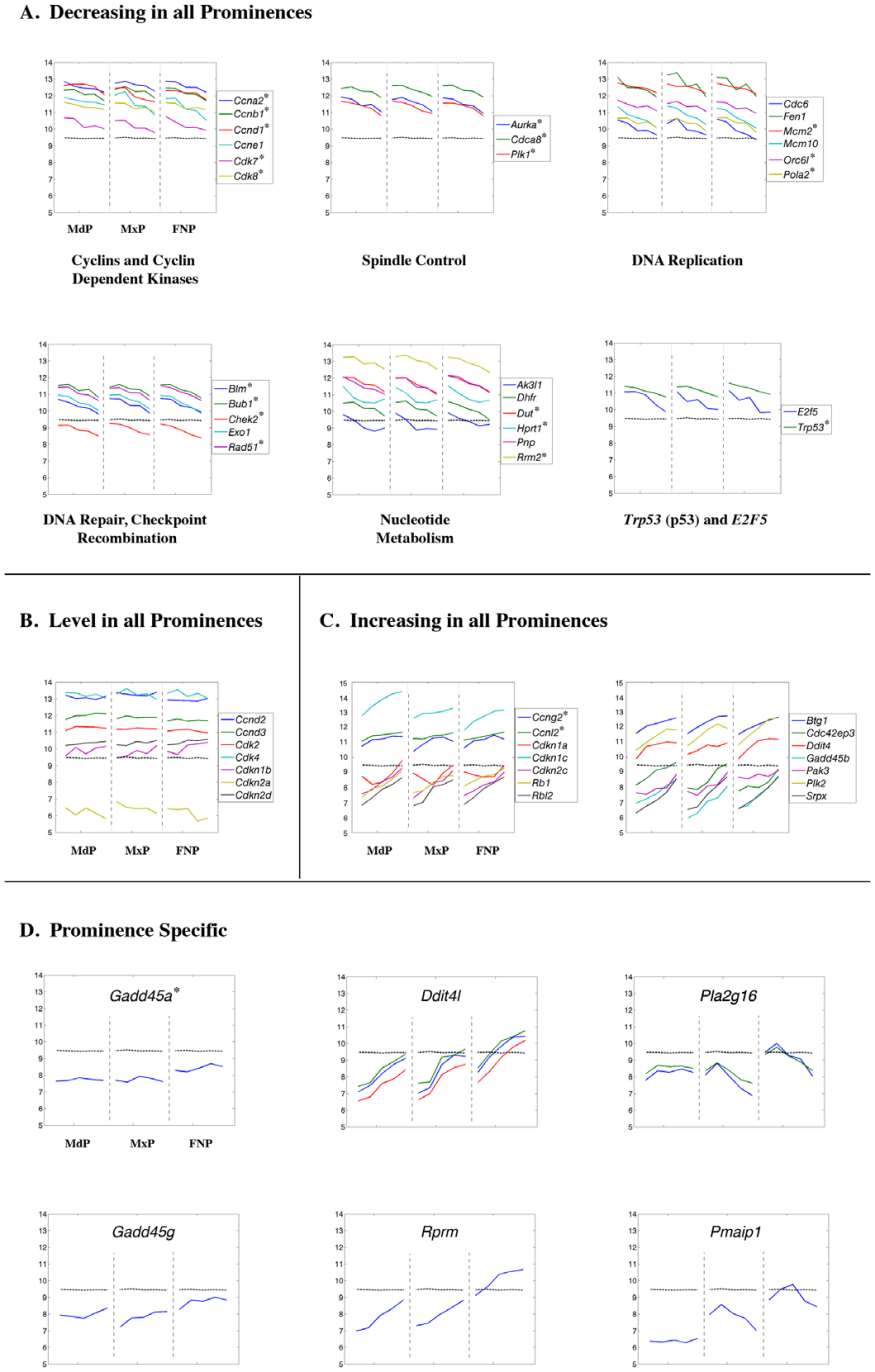
Expression profiles of cell cycle regulatory genes. Each panel shows the expression profile for the gene or genes indicated. The x-axis represents the five time points for each prominence (MdP, MxP, and FNP). The y-axis shows the relative expression level on a log_2_ scale – i.e. every integer represents a doubling in the level of expression from the preceding number. The dashed black line indicates the average expression level for all probes. The lines of other colors illustrate the data obtained for the indicated gene shown in the key at the right. If only one gene is shown in a panel the various colors indicate the data obtained from different probes corresponding to that gene. Genes marked by an asterisk in the increasing, decreasing, or prominence-specific categories have statistically significant differences in expression over the time course or between prominences but fail to satisfy the additional criterion of a 2-fold change in gene expression.

**Figure 9 pone-0008066-g009:**
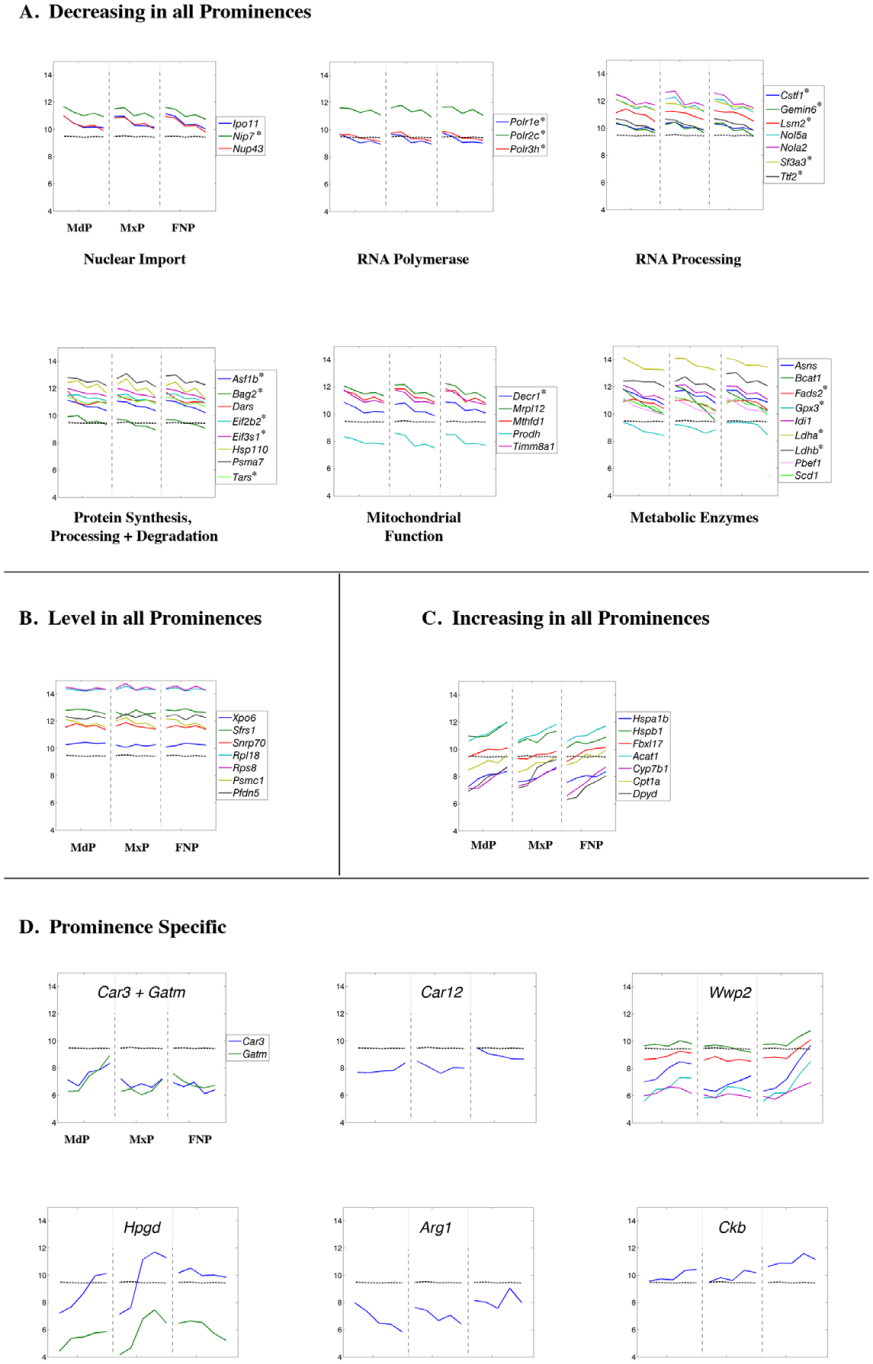
Expression profiles of genes involved in general cellular metabolism. Legend as in Figure 8.

**Figure 10 pone-0008066-g010:**
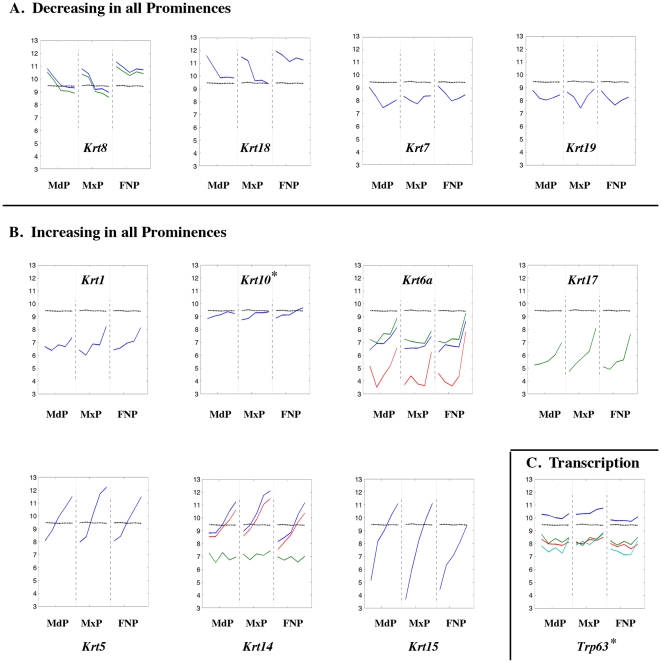
Expression profiles of keratin genes. Legend as in Figure 8.

**Figure 11 pone-0008066-g011:**
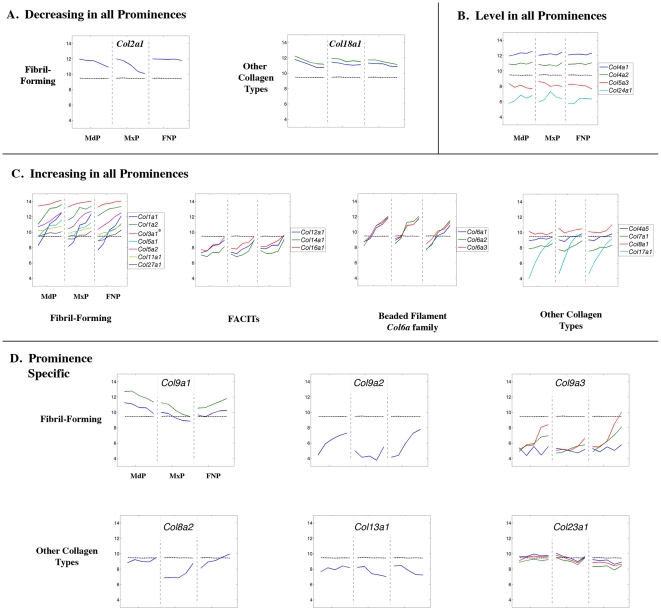
Expression profiles of collagen genes. Legend as in Figure 8.

**Figure 12 pone-0008066-g012:**
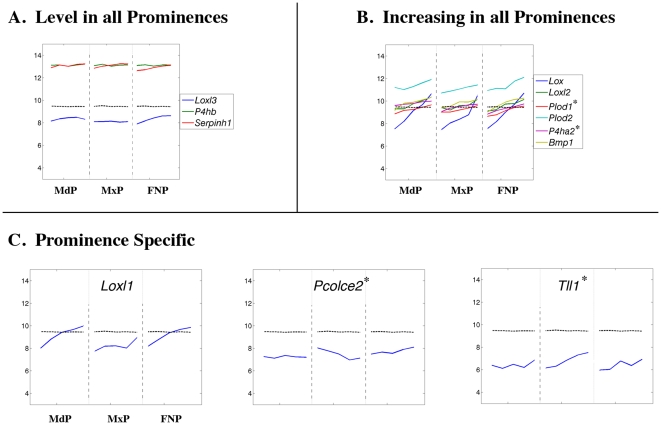
Expression profiles of genes encoding collagen processing enzymes and chaperones. Legend as in Figure 8.

**Figure 13 pone-0008066-g013:**
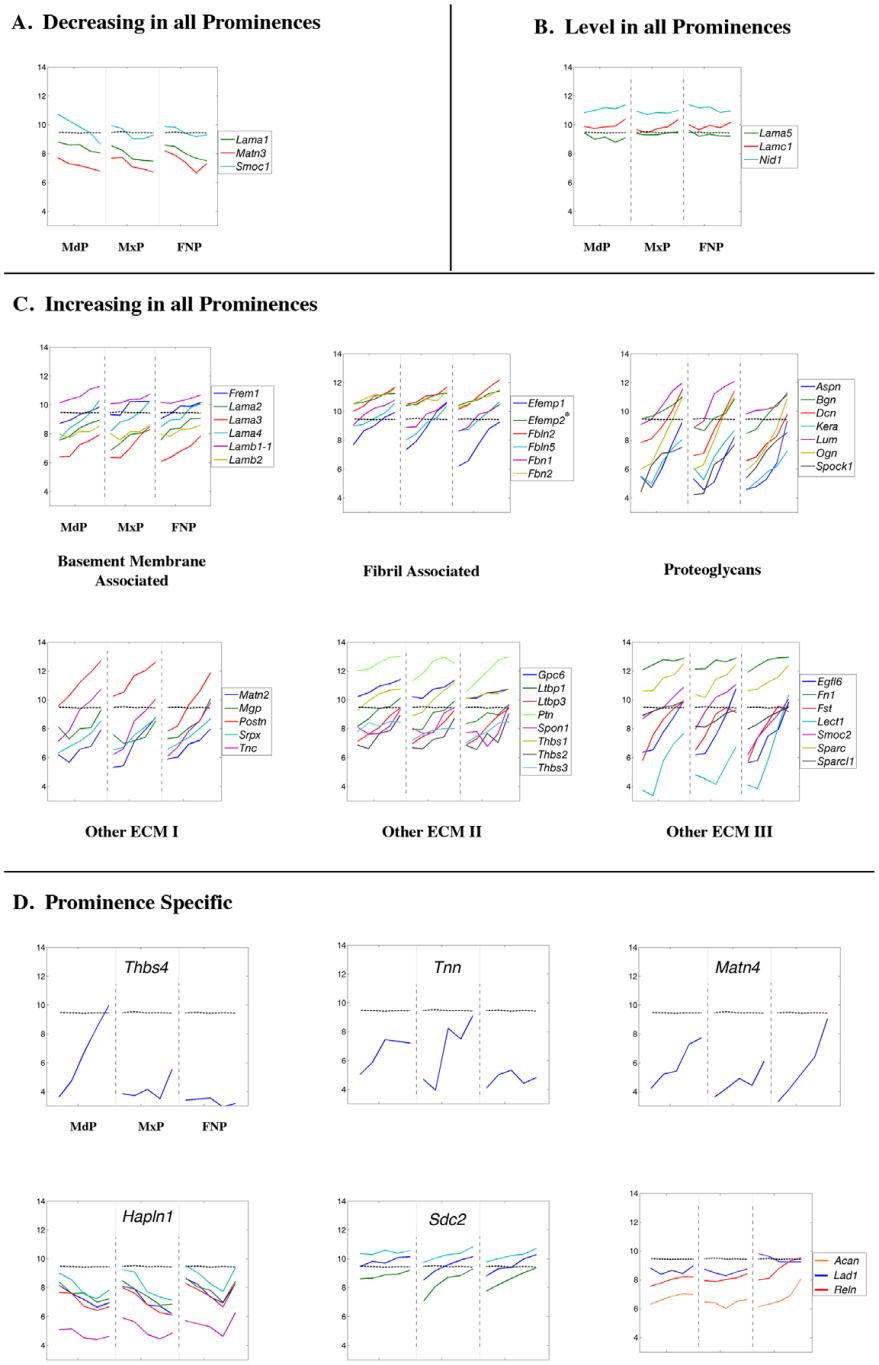
Expression profiles of structural genes of the extracellular matrix. Legend as in Figure 8.

**Figure 14 pone-0008066-g014:**
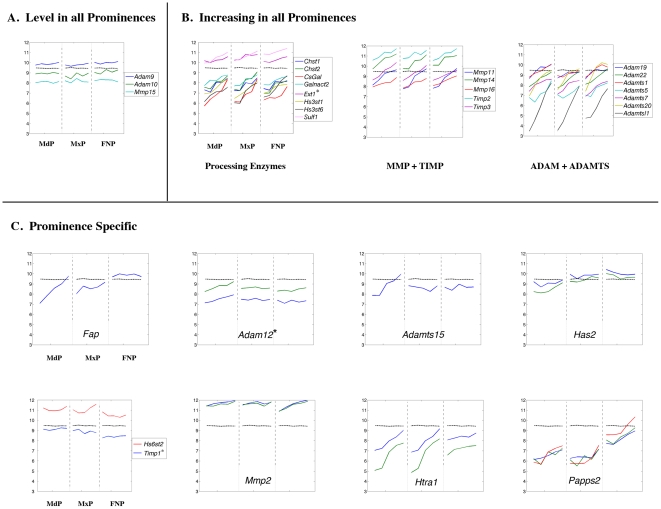
Expression profiles of genes encoding extracellular matrix modifying components. Legend as in Figure 8.

**Figure 15 pone-0008066-g015:**
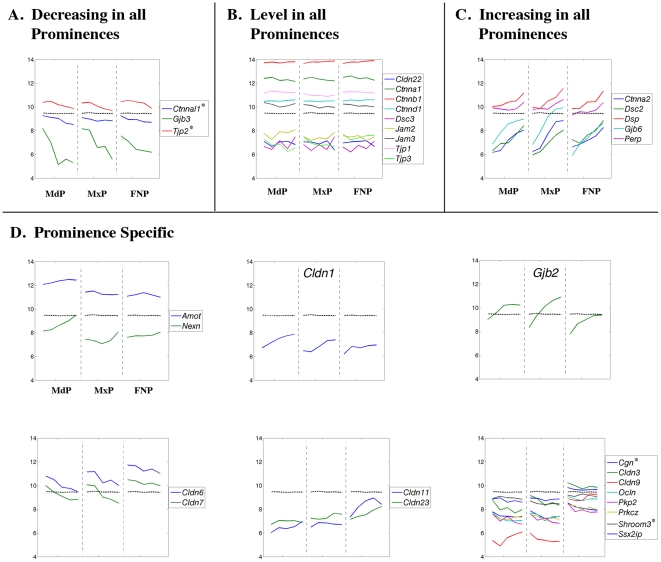
Expression profiles of genes encoding junctional complex proteins. Legend as in Figure 8.

**Figure 16 pone-0008066-g016:**
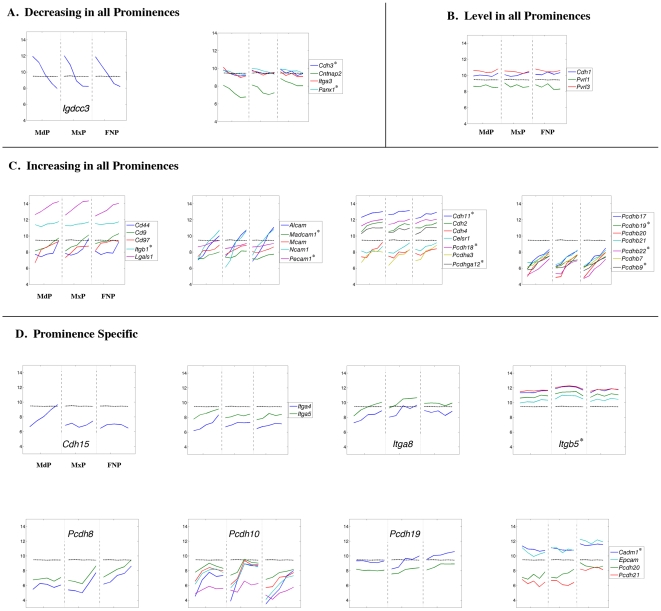
Expression profiles of genes encoding cell adhesion molecules. Legend as in Figure 8.

**Figure 17 pone-0008066-g017:**
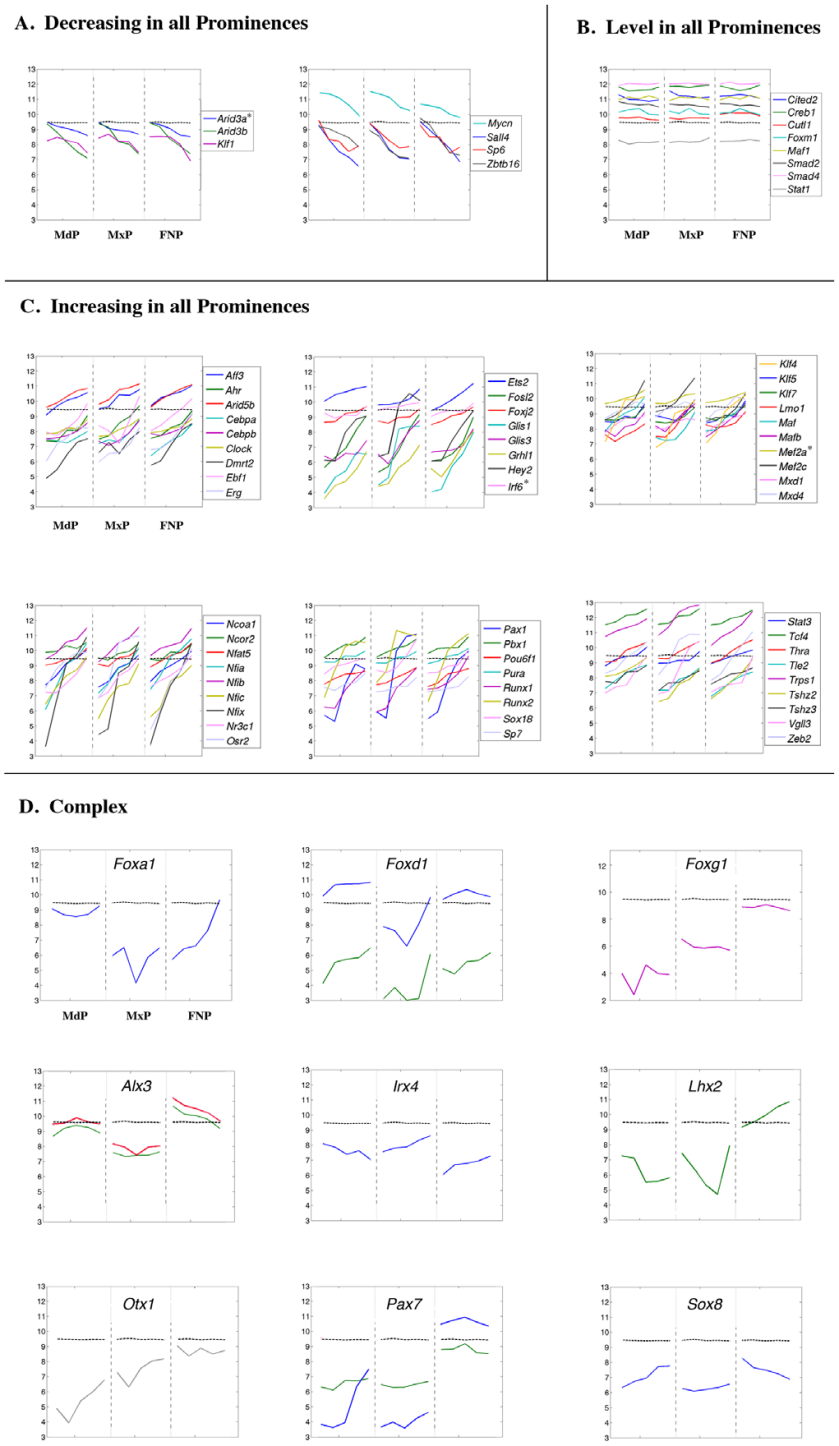
Expression profiles of genes encoding transcription factors with coordinately regulated (A–C) or complex (D) patterns. Legend as in Figure 8.

**Figure 18 pone-0008066-g018:**
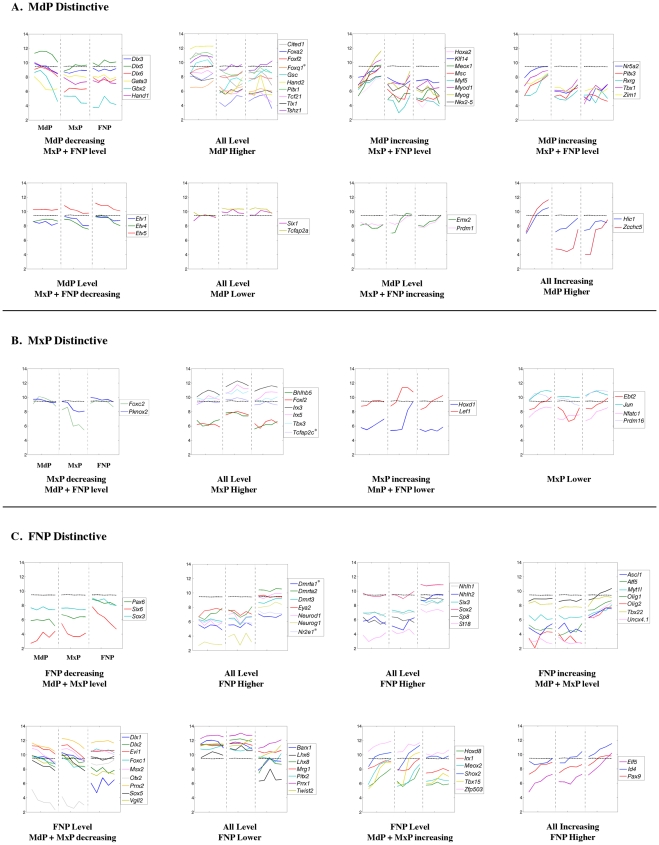
Expression profiles of genes encoding transcription factors with coordinate regulation in two of the three prominences. Legend as in Figure 8.

**Figure 19:**
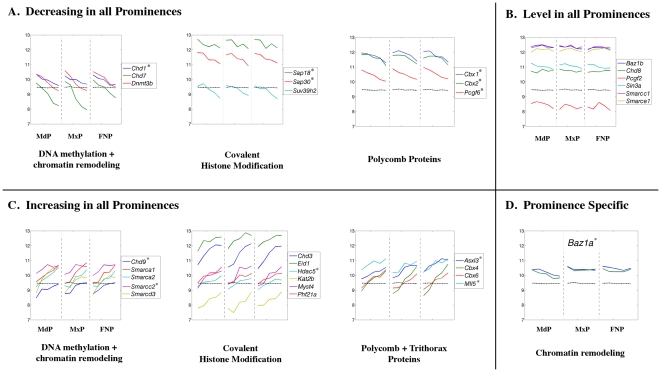
Expression profiles of genes encoding chromatin binding and remodeling factors. Legend as in Figure 8.

### Genes involved in Cell Cycle Progression and General Metabolism

Analysis of genes involved in replication and cell division is shown in Figure 8A–D. In agreement with the Gene Ontology analysis there was an ∼2-fold reduction in the transcript levels of multiple genes involved in promoting cell cycle progression in all prominences (Figure 8A). Such genes included many cyclins and cyclin dependent kinases as well as genes required for nucleotide metabolism, DNA replication, DNA repair, and cell division. 

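Fen1, the flap endonuclease of DNA replication, fell by 1.26 in MdP (adjusted p = 0.00021), 1.30 in MxP (adjusted p = 0.00014) and 1.10 in FNP (adjusted p = 0.0012) from E10.5 to E12.5. Its Signal in MdP was 8825 ± 2282 at E10.5 and 3845 ± 1591 at E12.5 (SD, n = 7). Cdc45 of the replicative helicase and the licensing factor Cdc6 had changes in MdP of -1.09 (standard error 0.11, adjusted p = 1.2e-14) and -0.93 (standard error 0.16, adjusted p = 1.1e-06), the second under 2-fold. The mitotic kinase Plk1 stood at -0.88 in MdP, -0.78 in MxP and -0.76 in FNP, under 2-fold in each.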

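Reprimo, encoded by Rprm, arrests cells at G2 and was low at E10.5, with 127 ± 61.2 in MdP, 158 ± 29.7 in MxP and 558 ± 94.7 in FNP (SD, n = 7). It rose by 2.00 in MdP (adjusted p = 9.4e-14), 1.52 in MxP (adjusted p = 2.0e-09) and 1.54 in FNP (adjusted p = 1.2e-09). Rbl2, a relative of the retinoblastoma protein, rose by 1.89 in MdP, 1.74 in MxP and 1.86 in FNP, and the antiproliferative Btg1 by 1.04 in MdP, 1.24 in MxP and 1.19 in FNP. Of 18 tested inhibitors of the cell cycle those higher at least 2-fold were 10 in MdP, 7 in MxP and 9 in FNP (10, 7 and 9 when adjusted over the list alone), and the list was higher at adjusted p = 2.9e-10 in MdP, 1.7e-10 in MxP and 2.3e-10 in FNP. With an estimated correlation it gave adjusted p = 0.00020 in MdP, 0.00014 in MxP and 0.00021 in FNP.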

Concurrently, transcript levels for genes involved in the negative regulation of cell cycle progression showed a tendency to increase (Figure 8C). Transcripts encoding Rb1 (GeneID: 19645), the G2 checkpoint kinase Plk2 (GeneID: 20620), and several cyclin dependent kinase inhibitors (cdki/cdkn), rose 2 to 4-fold in the prominences. 

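Rb1 (GeneID: 19645, chromosome 14 from 73192858 to 73325951), the retinoblastoma gene, rose by 1.76 in MdP (adjusted p = 1.7e-10), 1.18 in MxP (adjusted p = 7.3e-06) and 1.28 in FNP (adjusted p = 1.2e-06), a fold of 3.39 in MdP. Plk2 rose by 1.33 in MdP (adjusted p = 9.4e-26), 1.18 in MxP (adjusted p = 7.8e-23) and 1.83 in FNP (adjusted p = 3.3e-35). The rise of Plk2 in FNP was larger than in MxP, by -0.65 for MxP minus FNP (adjusted p = 4.5e-05), and than in MdP, by -0.51 (adjusted p = 0.0019), both under 2-fold. Cdkn2c, which encodes the inhibitor p18, rose by 1.76 in MdP, 1.92 in MxP and 1.54 in FNP.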

A general increase in expression was also noted for the DNA damage response gene *Gadd45b* (GeneID: 17873), for *cdc42ep3* (GeneID: 260409), a negative regulator of *cdc42*, (GeneID: 12540) and for *Cdkn1c* (GeneID: 12577), which encodes p57 cdki. 

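The stress gene Gadd45b rose by 1.53 in MdP (adjusted p = 1.8e-07), 2.25 in MxP (adjusted p = 6.9e-13) and 2.18 in FNP (adjusted p = 2.2e-12), from 61.1 ± 34.3 to 275 ± 119.8 in MxP (SD, n = 7). Cdc42ep3, an effector of the small GTPase Cdc42, rose by 1.50 in MdP (adjusted p = 1.5e-17), 1.61 in MxP (adjusted p = 3.2e-19) and 1.50 in FNP (adjusted p = 1.5e-17). For Cdkn1c (GeneID: 12577, chromosome 7 from 143458339 to 143461059), whose product p57 halts cycling cells, the rise was 1.65 (standard error 0.13, adjusted p = 1.1e-20) in MdP and 1.40 (standard error 0.13, adjusted p = 7.4e-17) in FNP, and the change in MxP was 0.68, under 2-fold (adjusted p = 3.5e-06).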

There were some modest prominence-specific differences in *Cdkn1c* expression, though, with the FNP displaying ∼2-fold lower transcript levels at E10.5 and the MdP having 3 to 4-fold higher levels by E12.5. Nevertheless, the overall similarity of the expression profiles for multiple cell cycle associated genes in the three prominences is striking and suggests coordinate regulation. 

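At E10.5 Cdkn1c was 6958 ± 1630.2 in MdP, 6109 ± 845 in MxP and 3492 ± 835 in FNP (SD, n = 7). FNP was lower by under 2-fold, with 0.99 (standard error 0.13, adjusted p = 5.7e-10) for MdP minus FNP and 0.83 (standard error 0.13, adjusted p = 2.2e-07) for MxP minus FNP. At E12.5 MdP held 21237 ± 1554 and exceeded MxP by 1.12 (standard error 0.13, adjusted p = 1.6e-11) and FNP by 1.24 (standard error 0.13, adjusted p = 6.3e-14), folds of 2.18 and 2.37. The rise in MdP exceeded that in MxP by 0.97, under 2-fold (adjusted p = 6.8e-05).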

We note that there was a small subset of such genes that displayed prominence-specific gene expression (Figure 8D). In the FNP, transcripts for *DDit4l* (GeneID: 73284), *Pla2g16* (GeneID: 225845), *Rprm* (GeneID: 67874), *Gadd45a* (GeneID: 13197), and *Gadd45g* (GeneID: 23882) were found at 2 to 4-fold higher levels than in the other prominences. Moreover, expression of *Pmaip1* (GeneID: 58801), a gene involved in the induction of apoptosis that is also termed *Noxa* [28], was 4 to 8-fold lower in the MdP and remained relatively constant throughout the analysis, whereas in the MxP and FNP the *Pmaip1* expression profiles were more dynamic, peaking and then decreasing.

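FNP exceeded the other prominences most clearly for Rprm, at -2.29 (standard error 0.21, adjusted p = 6.9e-16) for MdP minus FNP and -1.82 (standard error 0.21, adjusted p = 3.2e-11) for MxP minus FNP at E10.5, and at -1.84 and -1.84 at E12.5. Ddit4l, an inhibitor of mTOR signaling, was lower than in FNP at E12.5, at -1.39 (standard error 0.17, adjusted p = 1.9e-10) in MdP and -1.08 (standard error 0.17, adjusted p = 7.9e-07) in MxP. Pla2g16, a phospholipase listed under the symbol Plaat3, was lower at E10.5, at -1.16 (standard error 0.14, adjusted p = 4.2e-11) in MdP and, under 2-fold, -0.96 (standard error 0.14, adjusted p = 5.2e-08) in MxP. By E12.5 MdP minus FNP was 0.12 (adjusted p = 0.84), as its change in MdP exceeded that in FNP by 1.29 (adjusted p = 3.2e-07). Gadd45a was lower than in FNP by under 2-fold at E12.5, at -0.83 (standard error 0.13, adjusted p = 3.6e-07) in MdP and -0.91 (standard error 0.13, adjusted p = 5.3e-08) in MxP. Gadd45g was lower in MxP than in FNP at E10.5, at -1.03 (standard error 0.16, adjusted p = 2.4e-07), while MdP minus FNP was -0.28 (adjusted p = 0.45).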

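Pmaip1 (GeneID: 58801, chromosome 18 from 66458604 to 66465558) in MdP stayed between 82.7 ± 12.1 at E10.5 and 93.6 ± 21.8 at E12.5 (SD, n = 7), a change of 0.16 (standard error 0.19, adjusted p = 0.52). In FNP it was 459 ± 172 at E10.5, 874 ± 246 at E11.5 and 351 ± 32.8 at E12.5, and in MxP 249 ± 61.2, 380.1 ± 83.0 at E11.0 and 125 ± 31.9. MdP was lower than FNP at -2.40 (standard error 0.19, adjusted p = 2.7e-19) at E10.5, -3.34 at E11.5 and -1.94 at E12.5. It was lower than MxP at -1.57 (standard error 0.19, adjusted p = 3.8e-10) at E10.5, but at E12.5 the difference was -0.42 and did not pass (adjusted p = 0.28). The change in MdP and that in MxP differed by 1.15 (adjusted p = 0.0034).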

Concurrent with decreased expression of genes involved with replication, we also observed ∼2-fold reductions in the expression of multiple genes associated with basic cellular processes, including nuclear import/export, transcription, RNA processing, and RNA degradation, in all three prominences between E10.5 and E12.5 (Figure 9A). 

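Among factors of nuclear transport, Rcc1, the exchange factor of Ran, fell by 1.07 in MdP (adjusted p = 4.4e-13), 1.23 in MxP (adjusted p = 1.0e-15) and 1.15 in FNP (adjusted p = 2.1e-14). Nup43 of the nuclear pore was 2084 ± 366 in MdP at E10.5 and 942 ± 169 at E12.5 (SD, n = 7). Polr1b, a subunit of RNA polymerase I, fell by 1.03 (standard error 0.21, adjusted p = 1.7e-05) in MdP and 1.13 in FNP, with -0.96 in MxP, under 2-fold. Sf3a3, a splicing factor, stood at -0.83 in MdP (adjusted p = 3.6e-07), -0.50 in MxP (adjusted p = 0.0019) and -0.66 in FNP (adjusted p = 3.7e-05), under 2-fold in all.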

Similar transcript reductions were observed for several genes required for ribosome biogenesis, protein synthesis, protein folding, protein degradation, and aspects of mitochondrial function (Figure 9A). 

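Gnl3, the nucleolar protein nucleostemin, fell by 1.05 (standard error 0.10, adjusted p = 3.6e-16) in MxP and 1.20 (standard error 0.10, adjusted p = 4.7e-19) in FNP, and its change was -0.82 in MdP, under 2-fold (adjusted p = 1.1e-11). The bright nucleolar gene Npm1 stood at -0.34 in MdP (adjusted p = 0.00068), -0.31 in MxP (adjusted p = 0.0022) and -0.26 in FNP (adjusted p = 0.0095). Gars, the glycine tRNA synthetase, had -0.66 in MdP (adjusted p = 6.3e-07), -0.78 in MxP (adjusted p = 7.8e-09) and -0.82 in FNP (adjusted p = 2.0e-09), and the chaperone Hsp90aa1 -0.39 in MdP, -0.30 in MxP and -0.37 in FNP, all of them under 2-fold.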

Transcripts for many other genes involved in these basic processes remain essentially level during this developmental period (Figure 9B). Only a few genes displayed a slight increase in transcript levels, including several involved in ubiquitination, as well as the catabolism of nucleotides, fatty acids and cholesterol (Figure 9C). There was also an MdP-specific increase in transcript levels for enzymes associated with skeletal muscle function, including *Car3* (GeneID: 12350) and *Gatm* (GeneID: 67092) (Figure 9D), reflecting the development of the tongue and masticatory muscles from this prominence [29]. 

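Gatm (GeneID: 67092, chromosome 2 from 122594473 to 122611277), an enzyme of creatine synthesis, rose in MdP from 78.2 ± 38.9 at E10.5 to 496 ± 146 at E12.5 (SD, n = 7), by 2.78 (standard error 0.32, adjusted p = 2.3e-12). Its change was 0.97 in MxP, under 2-fold, and -0.89 in FNP (adjusted p = 0.015). The change in MdP exceeded that in MxP by 1.81 (adjusted p = 0.0068) and in FNP by 3.67 (adjusted p = 4.4e-10). Car3, a carbonic anhydrase of muscle, rose by 1.24 (standard error 0.26, adjusted p = 4.6e-05) in MdP and stood at -0.01 in MxP (adjusted p = 0.98) and -0.44 in FNP (adjusted p = 0.16). MdP and FNP differed in this change by 1.68 (adjusted p = 0.0010), while MdP and MxP differed by 1.25, which did not pass (adjusted p = 0.043). The paper relates the rise in MdP to the tongue and masticatory muscles that form from it.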

Taken together, though, these observations indicate that there is a simultaneous overall reduction in the rate of growth and in many aspects of metabolism in all three facial prominences from E10.5–E12.5.

### Keratin Genes

We next examined whether expression of genes involved in differentiation were activated to counter-balance the decreased expression of those associated with replication. Several classes of genes were chosen to study the process of differentiation, including intermediate filament proteins (Figure 10), extracellular matrix molecules (Figures 11–[Fig pone-0008066-g012] [Fig pone-0008066-g013] 14), cell adhesion molecules (Figures 15, 16), and transcription factors (Figures 17, 18). As described in detail below, these studies demonstrated that the three sets of prominences exhibited striking commonalities in the onset and progression of differentiation. We focused initially on keratin genes (Figure 10A, B) because their expression provides an excellent readout of development of the surface ectoderm from a simple to multilayered epithelium [30]. Over the time course, there was a 3 to 4-fold reduction in *Krt8* (GeneID: 16691) and *Krt18* (GeneID: 16668) transcripts, which are associated with simple embryonic epithelia, and the levels of *Krt7* (GeneID: 110310) and *Krt19* (GeneID: 16669) transcripts also dropped initially before recovering (Figure 10A). 

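Krt8 (GeneID: 16691, chromosome 15 from 101996711 to 102004342) and Krt18 encode the paired filaments of single-layered epithelium. Krt8 fell by 1.43 (standard error 0.15, adjusted p = 2.8e-13) in MdP and 1.80 (standard error 0.15, adjusted p = 5.8e-18) in MxP, from 1779 ± 605 to 495 ± 90.5 in MxP (SD, n = 7), while its change in FNP was -0.61 (standard error 0.15, adjusted p = 0.00058), under 2-fold. Krt18 fell by 1.69 (standard error 0.16, adjusted p = 3.9e-16) in MdP and 2.03 (standard error 0.16, adjusted p = 2.7e-20) in MxP, folds of 3.23 and 4.10, and stood at -0.68 in FNP, under 2-fold (adjusted p = 0.00018). Krt7 was 533 ± 258 in MdP at E10.5, 176 ± 48.4 at E11.5 and 269 ± 32.3 at E12.5, a change of -0.85 under 2-fold (adjusted p = 0.00038). In MxP it was 329 ± 163, 215 ± 68.5 and 335 ± 63.3, and its change of 0.14 (adjusted p = 0.59) became -0.07 with quantile normalization. Krt19 was 449 ± 210.1, 266 ± 63.0 and 349 ± 55.8 in MdP at the same time points, and its change from E10.5 to E12.5 was -0.25 in MdP (adjusted p = 0.38), 0.41 in MxP (adjusted p = 0.14) and -0.49 in FNP (adjusted p = 0.068). Of 4 tested simple keratins those lower were 2 in MdP, 2 in MxP and 0 in FNP (2, 2 and 0 when adjusted over the list alone), and the list gave adjusted p = 0.0040 in MdP, 0.031 in MxP and 0.043 in FNP. With an estimated correlation these became adjusted p = 0.11 in MdP, 0.26 in MxP and 0.29 in FNP.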

Concurrently, there was a rise in the transcript levels for keratins associated with more mature stratified epithelia (Figure 10B). Transcripts derived from *Krt5* (GeneID: 110308), *Krt14* (GeneID: 16664), and *Krt15* (GeneID: 16665), which are expressed in the basal epithelial layers, rose exponentially from E10.5 onwards. 

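Krt15 (GeneID: 16665, chromosome 11 from 100131759 to 100135949) climbed at each step in MdP, from 35.0 ± 39.3 at E10.5 to 285 ± 128 at E11.0, 534 ± 139 at E11.5, 1187 ± 288 at E12.0 and 2267 ± 925 at E12.5 (SD, n = 7). Over the whole period it rose by 6.43 in MdP (adjusted p = 7.0e-25), 7.58 in MxP (adjusted p = 1.3e-29; 5.62 with 32 added) and 4.92 in FNP (adjusted p = 2.7e-18; 3.47 with 32 added). Krt5 rose by 3.49 in MdP (adjusted p = 3.6e-29), 4.31 in MxP (adjusted p = 8.8e-36) and 3.47 in FNP (adjusted p = 3.3e-29) and its partner Krt14 by 2.48 in MdP (adjusted p = 5.3e-22), 3.18 in MxP (adjusted p = 1.1e-28) and 3.05 in FNP (adjusted p = 1.8e-27). Of 7 tested keratins of stratified epithelium those higher were 5 in MdP, 5 in MxP and 6 in FNP (5, 5 and 6 when adjusted over the list alone). The list was higher at adjusted p = 0.00019 in MdP, 4.5e-06 in MxP and 2.0e-05 in FNP, and at adjusted p = 0.030 in MdP, 0.010 in MxP and 0.012 in FNP with an estimated correlation.

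**Figure D2:**
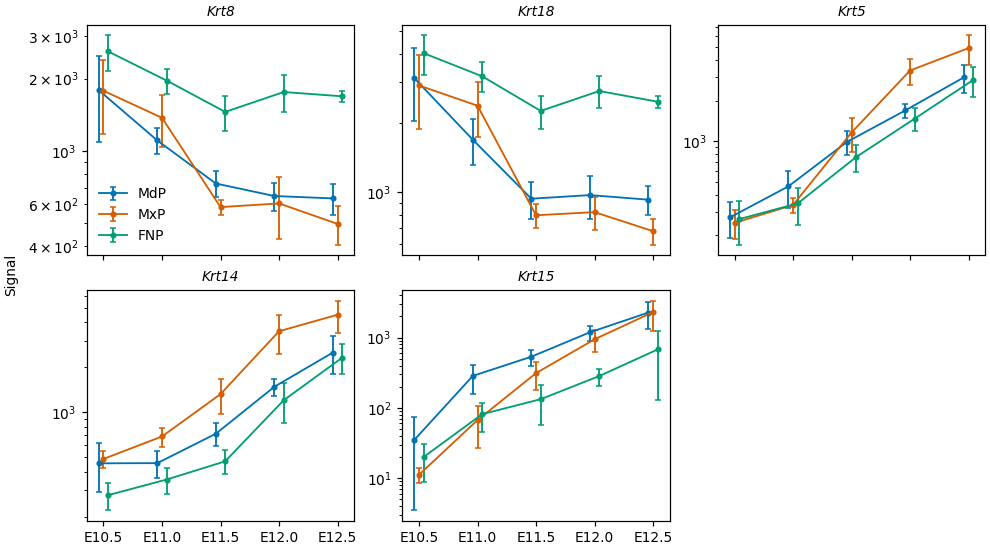
Mean Signal (log axis, arbitrary units scaled to 500) of Krt8, Krt18, Krt5, Krt14 and Krt15 in MdP, MxP and FNP from E10.5 to E12.5, where bars give the SD over 7 arrays. Krt15 starts at 35.0 ± 39.3 in MdP and ends at 2267 ± 925.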

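Krt1, a keratin of the suprabasal epidermis, rose by 1.72 (standard error 0.35, adjusted p = 1.7e-05) in MxP and 1.70 (standard error 0.35, adjusted p = 1.8e-05) in FNP, and its change in MdP was 0.69 (adjusted p = 0.088). Its partner Krt10 stood at 0.73 (standard error 0.14, adjusted p = 7.2e-06) in FNP and 0.57 (standard error 0.14, adjusted p = 0.00038) in MxP, both under 2-fold, and at 0.40 in MdP (adjusted p = 0.013).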

*Krt1* (GeneID: 16678) and *Krt10* (GeneID: 16661) transcripts, associated with the suprabasal epidermal layers, were increasing more slowly during the same period. Lastly, *Krt6a* (GeneID: 16687) and *Krt17* (GeneID: 16667), which are expressed in the suprabasal layers of epithelia of the oral cavity, including the tongue [30], began to rise at the later time points.

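Krt6a, a keratin of the oral lining, rose by 1.84 (standard error 0.33, adjusted p = 2.2e-06) in MdP and 2.04 (standard error 0.33, adjusted p = 1.9e-07) in FNP, with 0.73 in MxP (adjusted p = 0.061). Krt17 rose in all, by 1.67 in MdP (adjusted p = 0.00044), 3.59 in MxP (adjusted p = 3.7e-12; 2.28 with 32 added) and 2.67 in FNP (adjusted p = 5.2e-08). From E11.5 to E12.0 the step of Krt17 was 0.42 (standard error 0.42, adjusted p = 0.61) in MdP, or 0.60 with the hybridization lot as a block, and from E12.0 to E12.5 it was 0.82 (standard error 0.42, adjusted p = 0.18), or 0.65.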

The switch from keratin genes expressed in simple epithelia to those present in stratified epithelia occurred simultaneously in the three prominences. Nevertheless, evident differences in the three prominences were superimposed on this overall pattern (Figure 10A, B). 

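Krt8 and Krt18, of simple epithelium, changed less in FNP than in the other prominences from E10.5 to E12.5. For Krt18 the change in MdP minus that in FNP was -1.02 (adjusted p = 0.00087) and the change in MxP minus that in FNP -1.36 (adjusted p = 5.9e-06). For Krt8 they were -0.82, under 2-fold (adjusted p = 0.0100), and -1.19 (adjusted p = 6.5e-05). The rise of Krt15, of basal epidermis, was larger in MxP than in FNP by 2.66 (adjusted p = 0.0016), and between MdP and FNP the difference of 1.51 did not pass (adjusted p = 0.18). At E12.5 FNP held 679 ± 547 of Krt15, against 2299 ± 1059 in MxP (SD, n = 7).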

In the FNP the switch between keratins associated with simple (*Krt8* and *Krt18*) versus complex (*Krt15*) epithelia progressed at a much slower rate. 

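At E12.5 Krt5 was 4915 ± 1209 in MxP, 2982 ± 694 in MdP and 2855 ± 732 in FNP (SD, n = 7). MxP exceeded the others by under 2-fold, with -0.71 (standard error 0.19, adjusted p = 0.0099) for MdP minus MxP and 0.78 (standard error 0.19, adjusted p = 0.0029) for MxP minus FNP. Krt14 gave -0.86 (standard error 0.18, adjusted p = 0.00032) and 0.95 (standard error 0.18, adjusted p = 4.4e-05), under 2-fold as well. Differences between prominences in the change of Krt6a and Krt7 did not pass: MdP minus MxP was 1.11 for Krt6a (adjusted p = 0.30) and -0.99 for Krt7 (adjusted p = 0.041).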

The MxP also displayed differences from the other prominences, especially in the levels of *Krt5* and *Krt14* expression, which were higher, and the expression profiles of *Krt6a* and *Krt7*, which were less dynamic. MdP specific differences were less pronounced. Overall, though, each prominence exhibited a unique molecular fingerprint of keratin gene expression. These prominence-specific differences were also reflected in the expression of *Trp63* (GeneID: 22061), encoding the p63 transcription factor that promotes the commitment to epithelial stratification [31]. Transcripts encoding p63 were lowest in the FNP reflecting the slower rate of change between keratins characteristic of simple versus stratified epithelia in this prominence (Figure 10C).

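Trp63 (GeneID: 22061, chromosome 16 from 25683763 to 25892088), the master regulator of stratified epithelium, was 1077 ± 83.3 in FNP, 1293 ± 153 in MdP and 1737 ± 187 in MxP at E12.5 (SD, n = 7). MxP exceeded FNP by 0.69 (standard error 0.13, adjusted p = 2.8e-05), under 2-fold, and MdP minus FNP was 0.26, which did not pass (adjusted p = 0.29). At E10.5 MdP minus FNP was 0.38 (adjusted p = 0.045) and MxP minus FNP 0.40 (adjusted p = 0.039). Of 20 tested genes of surface epithelium those higher at E12.5 than at E10.5 were 3 in MdP, 4 in MxP and 5 in FNP (3, 4 and 5 when adjusted over the list alone) and those lower 4 in MdP, 4 in MxP and 0 in FNP (4, 4 and 0 when adjusted over the list alone), and the list did not pass (adjusted p = 0.75 in MdP, 0.21 in MxP and 0.078 in FNP). In MdP and MxP its median was -0.11 and -0.05 while its mean was 0.28 and 0.58, on opposite sides of 0. The paper relates the low level of p63 in FNP to its slower change of keratins.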

### Genes Encoding Components of the Extracellular Matrix

#### Collagens and the Collagen Processing Machinery

Transcripts encoding many components of a differentiated extracellular matrix were rapidly increasing during the same period in all prominences, typified by many collagen gene family members [32], [33]. 

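Col1a1, the main collagen of bone, rose by 4.21 in MdP, 4.28 in MxP and 4.31 in FNP and Col6a1 by 3.12 in MdP, 2.98 in MxP and 3.32 in FNP from E10.5 to E12.5. Of 33 tested collagens those higher at least 2-fold were 15 in MdP, 17 in MxP and 19 in FNP (15, 17 and 19 when adjusted over the list alone), and those lower 3 in MdP, 3 in MxP and 1 in FNP (3, 3 and 1 when adjusted over the list alone). The list was higher at adjusted p = 4.8e-09 in MdP, 3.0e-08 in MxP and 3.1e-12 in FNP, and at adjusted p = 0.012 in MdP, 0.020 in MxP and 0.0028 in FNP with an estimated correlation.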

Though expression of a small number of collagen genes decreased over time, or remained level (Figure 11A, B), a majority of these genes displayed co-ordinate up-regulation of transcript levels in the three prominences (Figure 11C and Figure S4). Several of these genes, including *Col1a2* (GeneID: 12843), *Col3a1* (GeneID: 12825), and *Col5a2* (GeneID: 12832), encoding fibril-forming collagens, already had high transcript levels in all prominences by E10.5, and their expression continued to increase by up to 6-fold by E12.5. 

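Col1a2 (GeneID: 12843, chromosome 6 from 4505618 to 4541543) rose by 2.65 in MdP (adjusted p = 2.2e-23), 1.83 in MxP (adjusted p = 5.1e-15) and 1.28 in FNP (adjusted p = 3.8e-09), which is 6.26-fold in MdP. At E10.5 it was 2095 ± 739 in MdP, 3025 ± 932 in MxP and 4378 ± 1239.9 in FNP (SD, n = 7). Its rise in MdP exceeded that in FNP by 1.37 (adjusted p = 5.4e-05). Col5a2 rose by 1.88 in MdP (adjusted p = 6.7e-30), 2.32 in MxP (adjusted p = 1.9e-36) and 2.18 in FNP (adjusted p = 1.9e-34), folds of 3.69, 4.98 and 4.54. Col3a1, already at 10895 ± 671 in MdP at E10.5, changed by under 2-fold: 0.76 in MdP (adjusted p = 6.9e-17), 0.77 in MxP (adjusted p = 4.6e-17) and 0.79 in FNP (adjusted p = 1.4e-17).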

Another set of collagen genes had lower expression at the outset of the time course, but then transcript levels rose coordinately through E12.5 in the MdP, MxP, and FNP. These genes include those encoding fibril-forming collagens (*Col1a1*, GeneID: 12842; *Col5a1*, GeneID: 12831; *Col27a1*, GeneID: 373864), fibril associated collagen (*Col16a1*, GeneID: 107581), and structural “beaded filament” collagens (*Col6a 1*, GeneID: 12833; *Col6a2*, GeneID: 12834; *Col6a3*, GeneID: 12835). This increase was most dramatic for the membrane associated collagen *Col17a1* (GeneID: 12821), for which levels rose >30-fold between E10.5–E12.5. 

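Col6a3 of the beaded filaments rose by 3.47 in MdP (adjusted p = 3.9e-23), 2.67 in MxP (adjusted p = 5.2e-17) and 2.90 in FNP (adjusted p = 8.8e-19) and Col6a2 by 2.39 in MdP, 2.27 in MxP and 2.00 in FNP. Col1a1 was 315 ± 111 at E10.5 and 6093 ± 3221 at E12.5 in MdP (SD, n = 7). Col5a1 rose by 2.12 in MdP, 1.74 in MxP and 2.14 in FNP and Col16a1 by 1.68 in MdP, 1.46 in MxP and 1.47 in FNP. Col27a1 rose by 1.03 (standard error 0.17, adjusted p = 4.0e-07) in MxP and 1.40 (standard error 0.17, adjusted p = 4.5e-11) in FNP, and its change in MdP was 0.66, under 2-fold (adjusted p = 0.00081).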

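Col17a1 (GeneID: 12821, chromosome 19 from 47646341 to 47692042), a hemidesmosome collagen of basal keratinocytes, was 15.7 ± 9.24 in MdP, 22.4 ± 10.7 in MxP and 21.6 ± 16.4 in FNP at E10.5 (SD, n = 7). At E12.5 it was 558 ± 138, 810.2 ± 160.3 and 579 ± 257. These rises were 5.32 in MdP (adjusted p = 1.6e-24; 3.61 with 32 added), 5.31 in MxP (adjusted p = 1.3e-24; 3.95 with 32 added) and 4.95 in FNP (adjusted p = 9.9e-23; 3.47 with 32 added), folds of 39.8, 39.8 and 31.0, or 12.2, 15.5 and 11.1 with 32 added.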

The rapid increase in transcript levels for this type XVII collagen is presumably indicative of desmosome formation associated with the development of the stratified epithelia of the skin and oral cavity [32], [33].

A subset of collagen genes, particularly *Col4a1* (GeneID: 12826) and *Col4a2* (GeneID: 12827), encoding fibril-forming collagens, were expressed at high but generally flat levels in all prominences throughout this period of orofacial development (Figure 11B). 

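Col4a2, of basement membranes, was 1916 ± 376 in MdP at E10.5 and 2270.1 ± 519 at E12.5 (SD, n = 7), and its change was 0.23 in MdP (adjusted p = 0.19), 0.16 in MxP (adjusted p = 0.38) and 0.14 in FNP (adjusted p = 0.45). Col4a1 went up by under 2-fold in MdP, at 0.60 (standard error 0.12, adjusted p = 2.6e-05), and in MxP, at 0.37 (standard error 0.12, adjusted p = 0.0096), and stood at 0.23 in FNP (adjusted p = 0.12).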

Only two collagens, *Col2a1* (GeneID: 12824) and *Col18a1* (GeneID: 12822), showed a downward trend of expression in all prominences (Figure 11A). 

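Col18a1, a collagen of basement membranes, fell by 1.04 (standard error 0.08, adjusted p = 1.0e-19) in MdP, with -0.39 in MxP (adjusted p = 5.2e-05) and -0.58 in FNP (adjusted p = 5.5e-09), both under 2-fold. Its change in MdP was lower than in MxP by -0.66 (adjusted p = 3.8e-05) and than in FNP by -0.47 (adjusted p = 0.0056), under 2-fold.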

*Col2a1* transcript levels started high and then dropped up to 4-fold during this developmental period, although this reduction was less pronounced in the FNP. This observation reflects down-regulation of *Col2a1* during the transition from chondrocyte precursors to differentiated cells. 

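Col2a1 (GeneID: 12824, chromosome 15 from 97975602 to 98004724), the main collagen of cartilage, was 4122 ± 666 in MxP at E10.5 and 1062 ± 374 at E12.5 (SD, n = 7), a fall of 2.01 (standard error 0.17, adjusted p = 5.7e-19). In MdP it fell by 1.12 (standard error 0.17, adjusted p = 1.4e-08), and in FNP the change was -0.20 and did not pass (adjusted p = 0.32). The change in MxP minus that in FNP was -1.81 (adjusted p = 7.3e-09), and the change in MdP minus that in FNP -0.92, under 2-fold (adjusted p = 0.0060).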

Collagen type XVIII is a component of some basement membranes, but also generates the peptide endostatin that inhibits endothelial proliferation [32], [33]. A reduction in *Col18a1* expression would affect both functions, and potentially stimulate angiogenesis in the prominences.

Although there was considerable evident coordinate regulation of collagen gene expression, there were also clear prominence-specific differences (Figure 11D). 

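Col9a1 (GeneID: 12839, chromosome 1 from 24177589 to 24252738), a cartilage collagen, rose by 1.22 (standard error 0.11, adjusted p = 8.3e-18) in FNP from E10.5 to E12.5 and fell by 1.41 (standard error 0.11, adjusted p = 4.4e-21) in MdP and 1.80 (standard error 0.11, adjusted p = 1.3e-27) in MxP. These changes differed from that in FNP by -2.63 for MdP (adjusted p = 6.1e-27) and -3.02 for MxP (adjusted p = 1.1e-31). Its Signal at E12.5 was 3586 ± 920.1 in FNP, 2580.4 ± 552 in MdP and 707 ± 98.6 in MxP (SD, n = 7).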

The FNP was distinguished by increasing *Col9a1* (GeneID: 12839) transcript levels, compared with decreasing levels in the MdP and MxP. 

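Col9a3, the partner of Col9a1, rose by 3.38 in MdP (adjusted p = 1.7e-13), 1.30 in MxP (adjusted p = 0.0018) and 4.52 in FNP (adjusted p = 1.3e-19). At E12.5 MdP exceeded MxP by 2.02 (standard error 0.36, adjusted p = 1.7e-05), and FNP exceeded both, at -1.54 (standard error 0.36, adjusted p = 0.0011) for MdP minus FNP and -3.56 (standard error 0.36, adjusted p = 1.4e-13) for MxP minus FNP. At that time chondrocyte genes lower than in FNP were 5 MdP against FNP and 9 MxP against FNP (5 and 9 when adjusted over the list alone), and that list was lower in MxP than in FNP with adjusted p = 3.7e-28.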

The FNP also had the highest *Col9a3* (GeneID: 12841) transcripts levels by E12.5, with intermediate levels seen in the MdP and low levels in the MxP. Distinctive expression profiles in each prominence were also observed for *Col8a2* (GeneID: 329941), and *Col23a1* (GeneID: 237759) (Figure 11D). In the MxP, *Col9a2* (GeneID: 12840) transcript levels remained relatively flat throughout the time course, whilst this gene showed increasing levels in the other prominences (Figure 11D). 

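In MxP Col9a2 was 33.2 ± 23.3 at E10.5 and 47.3 ± 34.5 at E12.5 (SD, n = 7), with a change of 0.39 (adjusted p = 0.54). It rose by 3.24 (standard error 0.50, adjusted p = 4.4e-08; 1.85 with 32 added) in MdP and 3.82 (standard error 0.50, adjusted p = 3.1e-10; 2.32 with 32 added) in FNP. Against MxP these rises were larger, by 2.85 for MdP (adjusted p = 0.0067) and by -3.43 for MxP minus FNP (adjusted p = 0.00052).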

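For Col13a1, a collagen that spans the cell membrane, the change was 0.47 in MdP (adjusted p = 0.016). It fell by 1.20 (standard error 0.17, adjusted p = 5.4e-09) in MxP and 1.17 (standard error 0.17, adjusted p = 1.1e-08) in FNP, folds of 2.30 and 2.24. MdP differed in this change from MxP by 1.67 (adjusted p = 2.4e-07) and from FNP by 1.64 (adjusted p = 2.0e-07).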

For the MdP, there was a slight increase in *Col13a1* (GeneID: 12817) levels, whereas they decreased ∼3-fold in the MxP and FNP (Figure 11D). The significant prominence-specific differences in expression apparent for this group of collagen genes, coupled with more subtle expression differences for *Col4a5* (GeneID: 12830), *Col6a1*, *Col8a1* (GeneID: 12837), *Col11a1* (GeneID: 12814), *Col12a1* (GeneID: 12816), and *Col14a1* (GeneID: 12818) (Figure 11C), will likely generate a specific extracellular matrix in each facial prominence.

The production of mature collagen proteins also requires several processing enzymes and specific chaperones [32], [33]. 

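Lox (GeneID: 16948, chromosome 18 from 52516060 to 52529867), which crosslinks collagen fibres, rose by 3.05 in MdP (adjusted p = 6.8e-24), 3.11 in MxP (adjusted p = 1.6e-24) and 3.07 in FNP (adjusted p = 4.8e-24). Bmp1, the protease that trims procollagen, rose by 1.16 (standard error 0.14, adjusted p = 7.7e-12) in MdP and 1.28 (standard error 0.14, adjusted p = 1.6e-13) in FNP, and its change in MxP was 0.75, under 2-fold (adjusted p = 2.5e-06). Plod2, a lysyl hydroxylase, rose by 1.17 (standard error 0.12, adjusted p = 4.3e-14) in FNP, with 0.70 in MdP and 0.72 in MxP, both under 2-fold. The bright P4hb was 8862 ± 237 in MdP at E10.5 and 9544 ± 499 at E12.5 (SD, n = 7), with changes of 0.11 in MdP (adjusted p = 0.079), 0.06 in MxP (adjusted p = 0.31) and 0.04 in FNP (adjusted p = 0.56). Serpinh1, a collagen chaperone, stood at 0.33 in MdP, 0.39 in MxP and 0.47 in FNP, under 2-fold. Of 18 tested genes of collagen processing those higher were 5 in MdP, 4 in MxP and 6 in FNP (5, 4 and 6 when adjusted over the list alone), and the list gave adjusted p = 8.4e-06 in MdP, 4.3e-05 in MxP and 2.2e-10 in FNP, with adjusted p = 0.010 in MdP, 0.020 in MxP and 0.00057 in FNP with an estimated correlation.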

We observed high but relatively constant expression levels for several genes necessary for collagen modification and assembly (Figure 12A; *P4hb*, GeneID: 18453; *Serpinh1*, GeneID: 12406), while expression of others increased 2 to 8-fold (Figure 12B; *Bmp1*, GeneID: 12153; *Lox*, GeneID: 16948; *Loxl2*, GeneID: 94392; *Plod2*, GeneID: 26432) in concert with collagen gene expression. Limited prominence-specific expression was apparent for *Loxl1* (GeneID: 16949), *Tll1* (GeneID: 21892), and *Pcolce2* (GeneID: 76477) (Figure 12C). Thus, in each prominence there will be a unique combination of collagens, collagen chaperones and processing enzymes that together will generate specific extracellular matrix environments.

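Loxl1, a relative of Lox, rose by 1.95 in MdP (adjusted p = 6.2e-17), 1.14 in MxP (adjusted p = 4.8e-08) and 1.62 in FNP (adjusted p = 3.4e-13). At E12.5 MdP exceeded MxP by 1.09 (standard error 0.18, adjusted p = 1.7e-06), FNP exceeded MxP by under 2-fold, at -0.94 (standard error 0.18, adjusted p = 3.6e-05) for MxP minus FNP, and MdP minus FNP was 0.15 (adjusted p = 0.86). The dim genes Tll1 and Pcolce2 were untested. Their Signals at E12.5 were 117 ± 35.5 and 148 ± 39.1 in MdP, 185 ± 44.8 and 141 ± 45.8 in MxP, and 122 ± 49.5 and 276 ± 54.5 in FNP. In the fit of all probe sets MxP minus FNP was 0.66 for Tll1 (adjusted p = 0.70) and -1.02 for Pcolce2 (adjusted p = 3.1e-05).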

#### Other ECM Components

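Lama1, a laminin of early basement membranes, fell by 1.12 (standard error 0.18, adjusted p = 6.7e-08) in MxP and 1.05 (standard error 0.18, adjusted p = 3.8e-07) in FNP, and its change in MdP was -0.75, under 2-fold (adjusted p = 0.00018). Smoc1, a matrix protein that binds calcium, fell by 2.10 (standard error 0.17, adjusted p = 8.2e-20) in MdP, with -0.67 in MxP and -0.60 in FNP, both under 2-fold. Its fall was deeper in MdP than in MxP, by -1.43 (adjusted p = 6.2e-06), and than in FNP, by -1.50 (adjusted p = 9.1e-07). Matn3, a cartilage matrilin, fell by 1.02 (standard error 0.34, adjusted p = 0.0092) in MxP, while -0.93 in MdP (adjusted p = 0.018) and -0.88 in FNP (adjusted p = 0.024) did not pass. Level in comparison was the bright Fbln1, at 0.30 in MdP (adjusted p = 0.0047), 0.20 in MxP (adjusted p = 0.058) and 0.16 in FNP (adjusted p = 0.15).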

A small number of genes encoding other structural proteins associated with the extracellular matrix were down-regulated in all prominences including alpha 1 laminin (*Lama1*, GeneID: 16772), *Smoc1* (GeneID: 64075), and *Matn3* (GeneID: 17182) (Figure 13A), or else displayed relatively level expression profiles (Figure 13B). However, many other genes encoding components of the nascent skeleton and extracellular matrix showed significant and coordinate expression increases in all prominences from E10.5–E12.5 (Figure 13C). Expression levels of genes encoding several laminins as well as other proteins involved in microfibril formation increased 2 to 6-fold. Similarly, transcripts of genes encoding proteoglycans, including decorin (*Dcn*, GeneID: 13179), biglycan (*Bgn*, GeneID: 12111), asporin (*Aspn*, GeneID: 66695), and osteoglycin (*Ogn*, GeneID: 18295), were also increasing up to 30-fold during this period. 

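Lama4, a laminin of vessels and muscle, rose by 2.96 in MdP (adjusted p = 5.4e-17), 2.17 in MxP (adjusted p = 3.3e-11) and 1.66 in FNP (adjusted p = 1.1e-07). Fbln5, of elastic fibres, rose by 1.56 in MdP (adjusted p = 1.1e-17), 2.38 in MxP (adjusted p = 1.7e-28) and 1.99 in FNP (adjusted p = 1.4e-23), and Ltbp3, which stores latent TGF-beta, by 2.26 in MdP (adjusted p = 1.1e-16), 2.28 in MxP (adjusted p = 6.5e-17) and 2.44 in FNP (adjusted p = 2.6e-18). Of 8 tested laminins those higher were 4 in MdP, 3 in MxP and 3 in FNP (4, 3 and 3 when adjusted over the list alone), and the list gave adjusted p = 0.0054 in MdP, 0.0012 in MxP and 0.075 in FNP, with adjusted p = 0.030 in MdP, 0.016 in MxP and 0.18 in FNP with an estimated correlation. Of 13 microfibril genes they were 7 in MdP, 6 in MxP and 9 in FNP (7, 6 and 9 when adjusted over the list alone), with adjusted p = 4.2e-07 in MdP, 4.7e-06 in MxP and 5.7e-07 in FNP for the list and adjusted p = 0.0052 in MdP, 0.012 in MxP and 0.0044 in FNP with an estimated correlation.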

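Ogn (GeneID: 18295, chromosome 13 from 49608015 to 49624501) rose by 5.21 in MdP (adjusted p = 1.9e-28), 5.24 in MxP (adjusted p = 9.7e-29) and 5.01 in FNP (adjusted p = 2.0e-27), folds of 37.0, 37.7 and 32.3. In FNP it was 59.1 ± 17.2 at E10.5 and 1884 ± 481 at E12.5 (SD, n = 7). Aspn rose by 4.01 in MdP (adjusted p = 2.6e-13), 3.05 in MxP (adjusted p = 4.3e-09) and 4.93 in FNP (adjusted p = 2.0e-17; 3.51 with 32 added) and Dcn by 3.69 in MdP (adjusted p = 1.1e-17), 4.66 in MxP (adjusted p = 2.1e-23) and 3.45 in FNP (adjusted p = 2.9e-16). The brighter Bgn rose by 1.13 (standard error 0.19, adjusted p = 2.6e-07) in MxP and 1.59 (standard error 0.19, adjusted p = 7.9e-12) in FNP, and stood at 0.69 in MdP, under 2-fold (adjusted p = 0.0012). Of 7 tested proteoglycans of this family those higher were 5 in MdP, 6 in MxP and 6 in FNP (5, 6 and 6 when adjusted over the list alone), and the list gave adjusted p = 2.5e-06 in MdP, 3.6e-08 in MxP and 3.1e-08 in FNP, with adjusted p = 0.010 in MdP, 0.0036 in MxP and 0.0026 in FNP with an estimated correlation.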

We note that some genes such as *Spon1* (GeneID: 233744) (Figure 13C) and *Emilin2* (GeneID: 246707) (Figure S5) exhibited more complex expression profiles, but were still coordinately regulated.

The coordinate regulation of genes encoding various ECM components was nevertheless associated with prominence-specific differences in the rate or degree of change over the time course of our analysis. Such differences are likely to yield some prominence-specific variation in extracellular matrix composition. More profound differences may originate from a subset of genes that displayed more distinctive prominence-specific expression patterns (Figures 13D). The MdP was distinguished by a dramatic increase in the expression levels of *Thbs4* (GeneID: 21828) compared with the other prominences, but relatively flat expression of *Sdc2* (GeneID: 15529). 

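In MdP Thbs4 (GeneID: 21828, chromosome 13 from 92751586 to 92794818) was 12.4 ± 4.12 at E10.5 and 1057 ± 626 at E12.5 (SD, n = 7), a rise of 6.23 (standard error 0.39, adjusted p = 5.5e-26; 4.40 with 32 added). It rose by 1.48 (standard error 0.39, adjusted p = 0.00082; 0.70 with 32 added) in MxP and its change in FNP was -0.40 (adjusted p = 0.40). The rise in MdP was larger by 4.75 than in MxP (adjusted p = 1.3e-10) and by 6.64 than in FNP (adjusted p = 1.0e-17). Sdc2, a syndecan, had 0.24 in MdP (adjusted p = 0.15), rose by 1.15 (standard error 0.14, adjusted p = 3.1e-11) in MxP and stood at 0.96 in FNP, under 2-fold (adjusted p = 8.1e-09). MdP and MxP differed in this change by -0.91, under 2-fold (adjusted p = 0.0013).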

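Tnn in FNP stood at 16.5 ± 8.52 at E10.5 and 28.1 ± 26.0 at E12.5 (SD, n = 7), a change of 0.59 (standard error 0.54, adjusted p = 0.38). It rose by 2.41 (standard error 0.54, adjusted p = 9.4e-05) in MdP and 4.36 (standard error 0.54, adjusted p = 3.9e-11; 3.24 with 32 added) in MxP. The rise in MxP exceeded the change in FNP by 3.78 (adjusted p = 0.00035), while the change in MdP minus that in FNP, 1.82, did not pass (adjusted p = 0.25).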

In the FNP, expression levels for *Tnn* (GeneID: 329278) remained stable whereas expression of this gene was changing in the MdP and MxP. In contrast, expression of *Acan* (GeneID: 11595), *Reln* (GeneID: 19699), and *Matn4* (GeneID: 17183), increased more in the FNP than in the other two prominences. 

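Reln, a large signaling protein of the matrix, rose by 1.57 (standard error 0.20, adjusted p = 1.1e-10) in FNP, and stood at 0.68 in MdP, under 2-fold (adjusted p = 0.0026), and 0.53 in MxP (adjusted p = 0.021). The differences between these changes did not pass, at -0.89 for MdP minus FNP (adjusted p = 0.049) and -1.04 for MxP minus FNP (adjusted p = 0.019). With quantile normalization the second passed, at -1.07 (adjusted p = 0.00096). The dim Acan, which encodes aggrecan, was untested. Its Signal in FNP was 69.7 ± 30.9 at E10.5 and 273 ± 116 at E12.5 (SD, n = 7), and in the fit of all probe sets its change was 0.77 in MdP (adjusted p = 0.065), 0.19 in MxP (adjusted p = 0.73) and 2.03 in FNP (adjusted p = 2.2e-07).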

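Matn4 (GeneID: 17183, chromosome 2 from 164389393 to 164405160), a matrilin, rose by 5.48 (standard error 0.54, adjusted p = 3.4e-15; 3.40 with 32 added) in FNP, 2.70 (standard error 0.54, adjusted p = 1.4e-05; 1.19 with 32 added) in MxP and 3.73 (standard error 0.54, adjusted p = 5.9e-09; 2.22 with 32 added) in MdP, folds of 44.5, 6.50 and 13.3, or 10.5, 2.28 and 4.65 with 32 added. Its Signal at E10.5 was 9.29 ± 3.27 in FNP and 12.1 ± 8.98 in MxP, and at E12.5 525 ± 445 and 71.6 ± 37.6 (SD, n = 7). The rise in MxP minus that in FNP was -2.78 and did not pass (adjusted p = 0.020), but with 32 added to Signal it did, at -2.21 (adjusted p = 1.1e-05).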

Of note, *Matn4* expression rose ∼60-fold in the FNP over the time course of the analysis, compared with a 4-fold rise in the MxP. *Lad1* (GeneID: 16763) and *Hapln1* (GeneID: 12950) also showed FNP specific gene expression profiles.

In parallel with changes in expression of genes encoding structural components of the ECM, there were corresponding changes in transcript levels for those encoding modifying enzymes and inhibitors (Figure 14A–C). We did not observe decreases in the expression of such genes, and only a small subset displayed relatively constant transcript levels (Figure 14A). Instead, a majority of these genes including *Sulf1* (GeneID: 240725), *Mmp11* (GeneID: 17385), *Timp3* (GeneID: 21859), *Adam22* (GeneID: 11496), *Adamts20* (GeneID: 223838), and *Adamtsl1* (GeneID: 77739) showed a coordinate increase in expression in the three prominences (Figure 14B). Nevertheless, a number of genes had prominence-specific expression patterns, particularly *Fap* with a unique expression profile in each prominence (Figure 14C). In addition, rising levels of *Adam12* (GeneID: 11489) and *Adamts15* (GeneID: 235130) transcripts, as well as lower levels of *Has2* (GeneID: 15117) expression, distinguished the MdP from the MxP and FNP. 

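Adamtsl1, a matrix protein, rose by 3.48 in MdP (adjusted p = 8.3e-13), 3.22 in MxP (adjusted p = 1.7e-11; 2.04 with 32 added) and 2.67 in FNP (adjusted p = 7.7e-09) and the protease Adamts20 by 2.55 in MdP (adjusted p = 1.0e-17), 2.16 in MxP (adjusted p = 2.6e-14) and 2.79 in FNP (adjusted p = 9.0e-20). Mmp11 rose by 1.51 in MdP, 1.98 in MxP and 1.97 in FNP and Adam22 by 1.44 in MdP, 1.63 in MxP and 1.54 in FNP. Timp3, an inhibitor of metalloproteinases, rose by 1.76 (standard error 0.17, adjusted p = 1.2e-15) in MdP and 1.50 in MxP, with 0.95 in FNP, under 2-fold (adjusted p = 1.3e-06). Sulf1, which trims heparan sulfate, rose by 1.09 (standard error 0.10, adjusted p = 3.3e-16) in MdP, and stood at 0.92 in MxP and 0.54 in FNP, both under 2-fold. Of 30 tested metalloproteinases and inhibitors those higher were 13 in MdP, 7 in MxP and 10 in FNP (13, 7 and 10 when adjusted over the list alone). The list gave adjusted p = 0.00016 in MdP, 0.015 in MxP and 0.0083 in FNP, and adjusted p = 0.12 in MdP, 0.37 in MxP and 0.29 in FNP with an estimated correlation.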

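Adamts15 (GeneID: 235130, chromosome 9 from 30899155 to 30922452) rose by 2.13 (standard error 0.17, adjusted p = 5.0e-20) in MdP, while its change in MxP was -0.02 (adjusted p = 0.95) and in FNP 0.05, which became -0.19 with quantile normalization (adjusted p = 0.82). The changes differed by 2.15 between MdP and MxP (adjusted p = 2.5e-11) and 2.08 between MdP and FNP (adjusted p = 3.0e-11). Adam12 was up by under 2-fold in MdP, at 0.96 (standard error 0.17, adjusted p = 8.9e-07), and its change in MdP exceeded that in MxP by 0.95, under 2-fold (adjusted p = 0.0075). Has2, which makes hyaluronan, was 596 ± 141 in MdP, 997 ± 127 in MxP and 1381 ± 192 in FNP at E10.5 (SD, n = 7). MdP was lower than FNP at -1.23 (standard error 0.11, adjusted p = 4.3e-16) and, by under 2-fold, than MxP at -0.77 (standard error 0.11, adjusted p = 1.8e-07).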

The FNP itself had a different pattern of *Timp1* (GeneID: 21857), *Hs6st2* (GeneID: 50786), *Htra1* (GeneID: 56213), *Mmp2* (GeneID: 17390), and *Papss2* (GeneID: 23972) expression from the other two prominences. 

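Htra1, a secreted protease, started higher in FNP, at -1.21 (standard error 0.23, adjusted p = 4.2e-05) for MdP minus FNP and -1.25 for MxP minus FNP at E10.5. It then rose by 2.20 (standard error 0.23, adjusted p = 7.9e-14) in MdP and 2.36 (standard error 0.23, adjusted p = 3.4e-15) in MxP, more than in FNP by 1.49 (adjusted p = 0.00088) and 1.64 (adjusted p = 0.00029). Papss2, which makes the donor of sulfate, was lower than in FNP at E12.5, at -2.86 (standard error 0.36, adjusted p = 5.7e-10) in MdP and -2.76 (standard error 0.36, adjusted p = 3.4e-09) in MxP. Hs6st2 was higher in MxP than in FNP at E12.5, at 1.07 (standard error 0.08, adjusted p = 5.1e-19), and Mmp2 rose by 1.13 (standard error 0.10, adjusted p = 1.7e-16) in FNP, more than in MxP by -0.89 for MxP minus FNP, under 2-fold (adjusted p = 6.3e-06). Timp1 was higher than in FNP by under 2-fold at E10.5, at 0.89 (standard error 0.14, adjusted p = 4.3e-07) in MdP and 0.72 (standard error 0.14, adjusted p = 6.6e-05) in MxP.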

Overall, for all aspects of the ECM and its processing enzymes, the MxP showed fewer unique expression profiles than the MdP and FNP. Instead, it tended to have an intermediate profile, sharing some expression profiles with the FNP and others with the MdP.

### Genes Encoding Cell:Cell Communication and Cell Adhesion Molecules

The Gene Ontology and InterPro analyses shown in Figures 6 and 7 and Tables S3 and S4 highlighted gene categories associated with cell:cell adhesion as increasing in all prominences, and also suggested that claudin family members were differentially expressed in the FNP. Examination of individual genes associated with gap junctions, tight junctions, and desmosomes confirmed these dynamic and tissue-specific expression changes (Figure 15A–D). 

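Ctnna2, the neural alpha-catenin, rose by 1.90 in MdP (adjusted p = 2.5e-13), 2.63 in MxP (adjusted p = 3.5e-20) and 1.78 in FNP (adjusted p = 3.8e-12). Ctnnal1, a relative of alpha-catenin, was down by under 2-fold at -0.72 (standard error 0.15, adjusted p = 2.1e-05) in MdP and -0.54 (standard error 0.15, adjusted p = 0.0012) in FNP, with -0.33 in MxP (adjusted p = 0.055). The bright Ctnnb1, which encodes beta-catenin, was 13439.8 ± 749 in MdP at E10.5 and 14275 ± 1202 at E12.5 (SD, n = 7), with changes of 0.08 in MdP, 0.20 in MxP and 0.24 in FNP. Ctnna1 stood at -0.26 in MdP and -0.25 in FNP, and at -0.15 in MxP, which became 0.02 with quantile normalization. Ctnnd1 stood at 0.12 in MdP and 0.11 in FNP.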

Genes encoding catenin proteins, which link the cytoskeleton with adherens junctions [34], showed coordinate decreasing (*Ctnnal1*, GeneID: 54366; Fig 15A), level (*Ctnna1*, GeneID: 12385; *Ctnnb1*, GeneID: 12387; and *Ctnnd1*, GeneID: 12388: Fig 15B), or increasing (*Ctnna2*, GeneID: 12386; Fig. 15C) expression profiles in the three prominences. Similarly, expression of the gap junction protein gene *Gjb3* (GeneID: 14620, connexin 31) was decreasing in all prominences, while there was a concomitant rise in *Gjb2* (GeneID: 14619, connexin 26) and *Gjb6* (GeneID: 14623, connexin 30) expression. 

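Gjb2 (GeneID: 14619, chromosome 14 from 57098602 to 57104702) rose by 1.31 in MdP (adjusted p = 1.0e-07), 2.69 in MxP (adjusted p = 2.3e-20) and 1.83 in FNP (adjusted p = 2.1e-12), and Gjb6, 117 ± 35.5 in MdP at E10.5 and 506 ± 85.2 at E12.5 (SD, n = 7), by 2.15 in MdP (adjusted p = 1.4e-15), 3.17 in MxP (adjusted p = 9.0e-25) and 2.79 in FNP (adjusted p = 2.0e-21). The rise of Gjb2 was larger in MxP than in MdP, at -1.38 for MdP minus MxP (adjusted p = 0.00092). Of 4 tested connexins those higher were 2 in MdP, 2 in MxP and 2 in FNP (2, 2 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.15 in MdP, 0.32 in MxP and 0.78 in FNP).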

Genes encoding desmosomal proteins, including *Dsc2* (GeneID: 13506), *Dsp* (GeneID: 109620), and *Perp* (GeneID: 64058), were also increasing in expression within in the MdP, MxP, and FNP between E10.5 and E12.5. These findings reflect increased adhesion, cell communication, and differentiation within epithelial sheets shared by the three facial prominences. 

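Dsc2, a desmosomal cadherin, rose by 2.52 in MdP (adjusted p = 4.1e-08), 2.30 in MxP (adjusted p = 4.3e-07) and 1.61 in FNP (adjusted p = 0.00028) and desmoplakin, encoded by Dsp, by 1.17 in MdP (adjusted p = 1.6e-08), 1.69 in MxP (adjusted p = 3.3e-14) and 1.47 in FNP (adjusted p = 9.6e-12). Perp rose by 1.06 (standard error 0.13, adjusted p = 7.5e-12) in FNP and was up by under 2-fold in MxP, at 0.89 (standard error 0.13, adjusted p = 3.7e-09), and MdP, at 0.49 (standard error 0.13, adjusted p = 0.00055). Of 8 tested desmosome genes those higher were 3 in MdP, 3 in MxP and 4 in FNP (3, 3 and 4 when adjusted over the list alone), with adjusted p = 0.0062 in MdP, 0.00082 in MxP and 0.0058 in FNP for the list. With an estimated correlation these became adjusted p = 0.10 in MdP, 0.044 in MxP and 0.10 in FNP.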

Several genes associated with tight junctions, including *Tjp1* (GeneID: 21872), *Tjp2* (GeneID: 21873), and *Tjp3* (GeneID: 27375), had slightly decreasing or essentially level expression in the facial prominences. In contrast, the expression profiles for many other genes encoding adherens and tight junction proteins [35], [36] displayed markedly different dynamics in the FNP from the other two prominences (Figure 15D). 

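Tjp1, which encodes the scaffold ZO-1, was 2285 ± 341 in MdP at E10.5 and 2341 ± 239.6 at E12.5 (SD, n = 7). Its change was 0.04 in MdP (adjusted p = 0.72), -0.14 in MxP (adjusted p = 0.17) and -0.07 in FNP, which became 0.02 with quantile normalization (adjusted p = 0.54). Tjp3 was dim and untested, at 157 ± 29.3 and 93.8 ± 14.9 in MdP, and in the fit of all probe sets its change was -0.73 in MdP (adjusted p = 0.0026), -0.88 in MxP (adjusted p = 0.00026) and -0.18 in FNP (adjusted p = 0.57).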

With respect to adherens junctions, *Pkp2* (GeneID: 67451), *Ssx2ip* (GeneID: 99167) and *Shroom3* (GeneID: 27428) all showed higher expression in the FNP, as did the tight junction genes *Cgn* (GeneID: 70737) and *Ocln* (GeneID: 18260). 

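Ocln (GeneID: 18260, chromosome 13 from 100496504 to 100552718) was 540.3 ± 87.1 in FNP, 212 ± 49.9 in MdP and 206 ± 51.4 in MxP at E10.5 (SD, n = 7). MdP was lower than FNP at -1.36 (standard error 0.16, adjusted p = 2.9e-11) then and -1.82 at E12.5, and MxP at -1.41 (standard error 0.16, adjusted p = 1.4e-11) and -1.51. Ssx2ip was lower than in FNP at -1.01 (standard error 0.15, adjusted p = 6.2e-08) in MdP, and Pkp2 at -0.93 (standard error 0.17, adjusted p = 2.5e-05), under 2-fold. For Cgn the difference at E10.5 was under 2-fold, at -0.79 (standard error 0.16, adjusted p = 0.00012) for MdP minus FNP, and did not pass at E12.5, at -0.52 (adjusted p = 0.024). Shroom3 was lower in MxP than in FNP at E12.5 by under 2-fold, at -0.58 (standard error 0.15, adjusted p = 0.0043), while MdP minus FNP was -0.21 (adjusted p = 0.59).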

Higher expression of the tight junction gene *Cldn1* (GeneID: 12737) was characteristic of the MdP and MxP, whereas *Cldn3* (GeneID: 12739), *Cldn6* (GeneID: 54419), *Cldn7* (GeneID: 53624), *Cldn9* (GeneID: 56863) were expressed at greater levels in the FNP throughout this developmental window. 

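Cldn9 (GeneID: 56863, chromosome 17 from 23682584 to 23684026) set FNP apart most, with 474 ± 92.2 at E10.5 against 41.0 ± 13.6 in MdP and 63.8 ± 25.6 in MxP (SD, n = 7). MdP minus FNP was then -3.58 (standard error 0.39, adjusted p = 1.5e-12) and MxP minus FNP -2.97 (standard error 0.39, adjusted p = 3.3e-09). Cldn3 was lower than in FNP at -1.59 (standard error 0.26, adjusted p = 1.0e-06) in MdP and -1.11 (standard error 0.26, adjusted p = 0.0014) in MxP at E10.5, and at -1.92 and -1.54 at E12.5. Cldn7 was lower by under 2-fold at E10.5, at -0.53 (standard error 0.13, adjusted p = 0.0012) in MdP, and at -1.14 (standard error 0.13, adjusted p = 1.8e-12) at E12.5. Cldn6 was lower by under 2-fold in MdP at E10.5, at -0.96 (standard error 0.17, adjusted p = 5.4e-06), and MxP minus FNP was -0.58 (adjusted p = 0.017). The dim Cldn1 was untested on its probe set with the highest mean Signal, at 235 ± 80.3 in MdP, 169 ± 66.3 in MxP and 126 ± 25.7 in FNP at E12.5. In the fit of all probe sets MdP minus FNP was 0.84 (adjusted p = 0.13) and MxP minus FNP 0.33 (adjusted p = 0.89). On its tested probe set, chosen after the values were seen, MdP minus FNP was 1.59 (standard error 0.32, adjusted p = 7.9e-05) and MxP minus FNP 0.82 (adjusted p = 0.14).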

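The tight junction gene Cldn11 rose by 1.09 (standard error 0.22, adjusted p = 1.5e-05) in FNP from E10.5 to E12.5, was up by under 2-fold in MdP, at 0.96 (standard error 0.22, adjusted p = 0.00014), and stood at 0.26 in MxP (adjusted p = 0.33). Cldn23 rose by 1.06 (standard error 0.20, adjusted p = 3.6e-06) in FNP, with 0.15 in MdP (adjusted p = 0.54) and 0.32 in MxP (adjusted p = 0.17). The changes did not differ between prominences at the level used, at -0.14 and -0.83 for Cldn11 against FNP (adjusted p = 1.00 and 0.18) and -0.91 and -0.74 for Cldn23 (adjusted p = 0.039 and 0.19). Of 11 tested claudins those higher were 0 in MdP, 0 in MxP and 2 in FNP (0, 0 and 2 when adjusted over the list alone) and those lower 2 in MdP, 2 in MxP and 1 in FNP (2, 2 and 1 when adjusted over the list alone).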

*Cldn11* (GeneID: 18417) and *Cldn23* (GeneID: 71908) expression also rose more rapidly in the FNP than in the other two prominences. Overall, these findings support a different composition and/or function of the junctional complexes in the FNP compared with the MdP and MxP. In this context, the regulatory molecule protein kinase C zeta (*Prkcz*, GeneID: 18762), which associates with tight junctions [35], [36], is also expressed at a higher level in the FNP. 

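Prkcz stood at 253 ± 30.0 in FNP, 162 ± 19.5 in MdP and 137 ± 14.5 in MxP at E12.5 (SD, n = 7). FNP exceeded both by under 2-fold, at -0.65 (standard error 0.18, adjusted p = 0.0085) for MdP minus FNP and -0.89 (standard error 0.18, adjusted p = 0.00016) for MxP minus FNP.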

The MdP had higher levels of *Amot* (GeneID: 27494) expression, presumably associated with accelerated vasculature development in this prominence, as well as the cell:matrix adherens junction gene *Nexn* (GeneID: 68810).

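Amot (GeneID: 27494, chromosome X from 145446424 to 145505966) was higher in MdP than in FNP at E10.5, at 1.02 (standard error 0.12, adjusted p = 1.0e-11), and than in MxP by under 2-fold, at 0.65 (standard error 0.12, adjusted p = 2.1e-05). At E12.5 the differences were 1.46 (standard error 0.12, adjusted p = 4.5e-19) and 1.24 (standard error 0.12, adjusted p = 7.1e-15). Nexn, an actin-binding gene of muscle, rose by 1.39 (standard error 0.19, adjusted p = 8.7e-10) in MdP, and at E12.5 MdP exceeded MxP by 1.47 (standard error 0.19, adjusted p = 1.8e-09) and FNP by 1.48 (standard error 0.19, adjusted p = 5.0e-10).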

The dynamic changes in the expression of genes encoding cell:cell junction components prompted a more detailed examination of genes involved in intercellular communication and cell adhesion (Figure 16A–D). A subset of these genes was coordinately down-regulated as development progressed (Figure 16A), especially *Igdcc3* (previously known as *Punc*, GeneID: 19289) whose expression decreased by 15 to 30-fold during our analysis. 

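Igdcc3, a mesenchymal gene of the immunoglobulin superfamily at these stages, was 3957 ± 1312 in MdP, 4333 ± 579 in MxP and 3959.9 ± 893 in FNP at E10.5, and 238 ± 85.4, 299 ± 96.7 and 293 ± 43.2 at E12.5 (SD, n = 7). It fell by 4.06 in MdP (adjusted p = 3.4e-31), 3.91 in MxP (adjusted p = 3.2e-30) and 3.74 in FNP (adjusted p = 6.6e-29), folds of 16.7, 15.0 and 13.4.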

In agreement with our findings, previous reports showed that *Igdcc3*, which encodes a neural cell adhesion molecule, has widespread expression in the mesenchyme of the facial prominences at E10.5, but soon after becomes limited to discrete regions of the CNS [37], [38]. Several other genes had relatively stable expression levels (Figure 16B), including *Pvrl1* (GeneID: 58235), a gene that when mutated results in human CL/P [39], [40], [41]. However, consistent with the onset of differentiation, a majority of expression profiles were coordinately up-regulated in the facial prominences, including genes that encode specific cell adhesion molecules, cadherins, and protocadherins, which exhibited 2 to 10-fold increases (Figure 16C).

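Pvrl1 (GeneID: 58235, chromosome 9 from 43737075 to 43807461), listed as Nectin1, was 403 ± 196 in MdP at E10.5 and 358 ± 116 at E12.5 (SD, n = 7). Its change was -0.07 in MdP (adjusted p = 0.86), -0.42 in MxP (adjusted p = 0.20) and -0.39 in FNP (adjusted p = 0.24).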

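Ncam1, the neural cell adhesion molecule, rose by 2.21 in MdP (adjusted p = 2.2e-20), 2.45 in MxP (adjusted p = 4.4e-23) and 2.01 in FNP (adjusted p = 3.4e-18). Cdh13, a cadherin of vessels and mesenchyme, rose by 1.41 in MdP, 1.05 in MxP and 1.24 in FNP. The mesenchymal Cdh11, already 5068 ± 574 in MdP at E10.5 (SD, n = 7), was up by under 2-fold, at 0.74 in MdP, 0.51 in MxP and 0.78 in FNP.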

Prominence specific expression profiles were observed for several additional genes involved in cell adhesion (Figure 16D). In particular, in the MdP expression of *Cdh15* (GeneID: 12555), a gene associated with muscle differentiation [42], showed a sharp increase compared to the other prominences. 

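Cdh15 (GeneID: 12555, chromosome 8 from 122848374 to 122867397), the muscle cadherin, was 102 ± 33.1 at E10.5 and 824 ± 358 at E12.5 in MdP (SD, n = 7). At E12.5 MdP exceeded MxP by 2.22 (standard error 0.28, adjusted p = 1.1e-09) and FNP by 3.16 (standard error 0.28, adjusted p = 9.0e-17). At E10.5 the differences were -0.13 and 0.31 (adjusted p = 0.92 and 0.81).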

Relatively low, stable, levels of *Pcdh8* (GeneID: 18530) and *Pcdh19* (GeneID: 279653) transcripts were also characteristic of the MdP. 

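Pcdh19 rose by 1.77 (standard error 0.17, adjusted p = 3.8e-15) in MxP and 1.11 (standard error 0.17, adjusted p = 6.5e-08) in FNP, more than in MdP, with -1.75 for MdP minus MxP (adjusted p = 8.9e-08) and -1.09 for MdP minus FNP (adjusted p = 0.0012). Its change in MdP was 0.02, which became -0.11 with quantile normalization (adjusted p = 0.94). At E10.5 MdP exceeded MxP by 1.07 (standard error 0.17, adjusted p = 2.8e-06). Pcdh8 rose by 2.11 (standard error 0.39, adjusted p = 3.7e-06) in MxP and 2.34 (standard error 0.39, adjusted p = 3.4e-07) in FNP, and stood at 0.35 in MdP (adjusted p = 0.47). The difference in change between MdP and FNP was -1.99 and did not pass (adjusted p = 0.016). MdP was lower than FNP at E12.5, at -2.41 (standard error 0.39, adjusted p = 8.3e-07).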

Distinctive expression profiles were not observed for the MxP, a finding in common with the data obtained from extracellular matrix gene analysis (see above). However, transcript levels for *Itga8* (GeneID: 241226) and *Itgb5* (GeneID: 16419) were slightly higher in the MxP compared to the other prominences. 

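Itga8 in MxP exceeded MdP at E10.5, at -1.07 (standard error 0.13, adjusted p = 1.3e-10) for MdP minus MxP, but was under FNP by less than 2-fold, at -0.64 (standard error 0.13, adjusted p = 9.0e-05) for MxP minus FNP. At E12.5 MxP exceeded FNP by 0.72 (standard error 0.13, adjusted p = 7.6e-06) and MdP by -0.61 for MdP minus MxP, both under 2-fold. It rose by 1.86 (standard error 0.13, adjusted p = 9.7e-24) in MdP and 1.41 (standard error 0.13, adjusted p = 3.8e-17) in MxP, and stood at 0.05 in FNP, which became -0.02 with quantile normalization. Itgb5 at E10.5 was higher in MxP by under 2-fold, at -0.56 (standard error 0.08, adjusted p = 1.6e-08) for MdP minus MxP and 0.52 (standard error 0.08, adjusted p = 1.1e-07) for MxP minus FNP. At E12.5 its differences of -0.17 and 0.06 did not pass (adjusted p = 0.28 and 0.87).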

Several genes showed higher basal expression levels in the FNP, including those encoding the cell adhesion molecules *Pcdh20* (GeneID: 219257), *Pcdh21* (GeneID: 170677), *Cadm1* (GeneID: 54725), and *Epcam* (GeneID: 17075). In this context, *Pcdh21* is associated with olfactory function [43], and it is likely that some of the differences between the FNP and the two other prominences reflect the specialized function of the olfactory epithelium.

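Epcam, a marker of epithelium, was lower than in FNP at E10.5, at -1.17 (standard error 0.19, adjusted p = 9.9e-07) in MdP and -1.21 (standard error 0.19, adjusted p = 6.5e-07) in MxP, and still at E12.5, at -1.46 and -1.20. Pcdh20 was 552 ± 74.6 in FNP at E10.5, and lower at -2.05 (standard error 0.19, adjusted p = 4.5e-16) in MdP and -2.13 (standard error 0.19, adjusted p = 1.6e-16) in MxP. At E12.5 the difference in MdP was -0.79, under 2-fold. Cadm1 was lower in MxP than in FNP at E10.5 by under 2-fold, at -0.55 (standard error 0.10, adjusted p = 1.2e-05), with -0.31 for MdP minus FNP (adjusted p = 0.030). Pcdh21, listed as Cdhr1, was lower in MxP than in FNP at E12.5, at -2.22 (standard error 0.47, adjusted p = 0.00030). Its differences at E10.5 were -1.58 and -1.70 and did not pass (adjusted p = 0.017 and 0.010).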

### Transcription Factors

Although we observed significant changes in the expression of genes involved in cell cycle, cell adhesion, cell structure, and the extracellular matrix, by far the most dramatic molecular signatures of the prominences were provided by genes encoding sequence-specific DNA binding transcription factors (Figures 17A–D, 18A–C). Multiple transcription factors displayed coordinated gene expression in the three prominences over the time course of this analysis (Figure 17A–C and Figure S6). 

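Sp6, a zinc finger factor of ectoderm, fell by 1.61 in MdP (adjusted p = 4.4e-09), 1.50 in MxP (adjusted p = 3.6e-08) and 1.51 in FNP (adjusted p = 2.6e-08), folds of 3.06, 2.83 and 2.86. For E2f5, a partner of pocket proteins, the most intense probe set gave -0.64 in MdP (adjusted p = 0.55), -1.46 in MxP (adjusted p = 0.15) and 0.21 in FNP (adjusted p = 0.86), none of which passed. The mean of all its probe sets gave -0.93 in MdP (adjusted p = 0.0040), -1.17 in MxP (adjusted p = 0.00030) and -0.74 in FNP (adjusted p = 0.024).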

A small number of genes were down-regulated (Figures 8A and 17A) including those encoding p53 (GeneID: 22059), E2F5 (GeneID: 13559), and Sp6 (GeneID: 83395) whose expression dropped 2 to 4-fold correlating with the reduction in cell proliferation and general cellular metabolism noted above. 

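Sall4 (GeneID: 99377, chromosome 2 from 168748332 to 168767201), a regulator of stem cells, was 1274 ± 348 in MdP, 1369 ± 221 in MxP and 1595 ± 377 in FNP at E10.5 (SD, n = 7). By E12.5 it was 50.1 ± 42.5, 95.6 ± 31.1 and 90.8 ± 20.3. It fell in each, at -5.36 in MdP (adjusted p = 3.5e-27), -3.92 in MxP (adjusted p = 2.8e-19) and -4.14 in FNP (adjusted p = 1.7e-20). Zbtb16 fell by 1.38 in MdP (adjusted p = 1.1e-07), 1.87 in MxP (adjusted p = 8.1e-12) and 2.44 in FNP (adjusted p = 8.0e-17) and Arid3b by 2.29 in MdP (adjusted p = 4.9e-22), 2.05 in MxP (adjusted p = 2.3e-19) and 2.07 in FNP (adjusted p = 1.3e-19), folds of 2.60 and 4.89 in MdP. Of 12 tested genes associated with progenitors those lower were 8 in MdP, 8 in MxP and 7 in FNP (8, 8 and 7 when adjusted over the list alone). The list was lower at adjusted p = 1.3e-13 in MdP, 3.8e-13 in MxP and 2.7e-14 in FNP, and at adjusted p = 0.00014 in MdP, 0.00014 in MxP and 8.2e-05 in FNP with an estimated correlation. Of 12 oncofetal targets of let-7 those lower were 4 in MdP, 4 in MxP and 4 in FNP (4, 4 and 4 when adjusted over the list alone), with adjusted p = 1.9e-09 in MdP, 1.8e-09 in MxP and 3.2e-09 in FNP for the list and adjusted p = 0.00035 in MdP, 0.00047 in MxP and 0.00057 in FNP with an estimated correlation.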

Transcription factors implicated in maintenance of stem cell function, including *Sall4* (GeneID: 99377) and *Zbtb16* (*Plzf*, GeneID: 235320) [44], [45], [46], or in the expansion of precursor populations, such as *Arid3b* (GeneID: 56380) [*47*], were also down-regulated ∼5-fold. 

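The bright modulator Cited2 was 2509 ± 73.8 in MdP at E10.5 and 1999 ± 189 at E12.5 (SD, n = 7). Its change was under 2-fold in MdP, at -0.33 (standard error 0.09, adjusted p = 0.00092), and MxP, at -0.42 (standard error 0.09, adjusted p = 3.2e-05), and stood at -0.13 in FNP (adjusted p = 0.22).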

Several genes were expressed at relatively stable levels in the three prominences, including members of the Stat and Smad transcription factor families and *Cited2* (GeneID: 17684), which encodes a transcriptional modulator (Figure 17B). The expression of a much larger group of genes was up-regulated in all prominences (Figure 17C). This class of genes includes *Fosl2* (GeneID: 14284), *Runx2* (GeneID: 12393), and *Sp7* (*osterix*, GeneID: 170574), which are required for development of skeletal elements [48], [49], [50], and whose transcript levels rose 5 to 15-fold during this developmental window. Similarly, expression of *Klf4* (GeneID: 16600), a gene responsible for skin barrier function in the differentiating epidermis [51], was increased ∼4 to 8-fold in all three prominences. 

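Sp7 (GeneID: 170574, chromosome 15 from 102356603 to 102367035), a factor of osteoblasts, was 153 ± 56.1 in MxP at E10.5 and 304 ± 90.1 at E12.5 (SD, n = 7). It rose by 1.02 (standard error 0.20, adjusted p = 1.1e-05) in MxP and 1.13 (standard error 0.20, adjusted p = 1.1e-06) in FNP, and was up by under 2-fold in MdP, at 0.99 (standard error 0.20, adjusted p = 1.6e-05). Fosl2 was dim and untested on its probe set with the highest mean Signal, at 176 ± 71.6 and 186 ± 27.3 in MdP. In the fit of all probe sets its change was 0.57 in MxP (adjusted p = 0.24), -0.07 in FNP (adjusted p = 0.92) and 0.20 in MdP, which became -0.04 with quantile normalization (adjusted p = 0.73). On its tested probe set, chosen after the values were seen, Fosl2 rose by 3.53 (standard error 0.38, adjusted p = 3.6e-13) in MdP, 4.15 (standard error 0.38, adjusted p = 2.4e-16) in MxP and 3.08 (standard error 0.38, adjusted p = 6.3e-11) in FNP.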

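Klf4 (GeneID: 16600, chromosome 4 from 55527137 to 55532475) was 136 ± 30.0 in MdP, 105 ± 25.5 in MxP and 123 ± 25.2 in FNP at E10.5 (SD, n = 7) and rose by 3.06 in MdP (adjusted p = 2.1e-21), 3.23 in MxP (adjusted p = 7.5e-23) and 3.29 in FNP (adjusted p = 3.1e-23). These are folds of 8.32, 9.39 and 9.77.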

*Irf6* (GeneID: 54139), a gene expressed in facial ectoderm and critical for patterning mouse orofacial development as well as mutated in human CL/P [52], [53], [54], was also present in this category. Several genes that encode components of signal transduction pathways in many cell types, including *Stat3* (GeneID: 20848), and the nuclear hormone receptors, corepressors, and coactivators *Ncoa1* (GeneID: 17977), *Ncor2* (GeneID: 20602), *Nr3c1* (GeneID: 14815) and *Thra* (GeneID: 21833), were also coordinately up-regulated. In addition, all members of the NFI transcription factor gene family demonstrated coordinate 10 to 50-fold increases in expression over this time period in the facial prominences. 

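Nr3c1, the glucocorticoid receptor, rose by 2.28 in MdP (adjusted p = 2.4e-18), 2.80 in MxP (adjusted p = 2.1e-23) and 2.06 in FNP (adjusted p = 4.0e-16), and the coactivator Ncoa1 by 2.32 in MdP (adjusted p = 3.5e-23), 2.18 in MxP (adjusted p = 1.2e-21) and 2.07 in FNP (adjusted p = 2.5e-20). Thra, a thyroid hormone receptor, rose by 1.28 in MdP, 1.15 in MxP and 1.50 in FNP. Stat3 rose by 1.27 (standard error 0.14, adjusted p = 4.0e-13) in MdP and was up by under 2-fold in MxP, at 0.75, and in FNP, at 0.90.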

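Nfia (GeneID: 18027, chromosome 4 from 97578066 to 98118876) rose by 4.54 in MdP (adjusted p = 2.4e-23), 3.28 in MxP (adjusted p = 8.3e-16) and 3.55 in FNP (adjusted p = 2.0e-17), Nfic by 3.56 in MdP (adjusted p = 9.2e-09), 3.42 in MxP (adjusted p = 3.0e-08) and 3.61 in FNP (adjusted p = 5.8e-09) and Nfib by 2.08 in MdP (adjusted p = 7.9e-18), 2.38 in MxP (adjusted p = 4.7e-21) and 1.82 in FNP (adjusted p = 5.4e-15). In MdP their folds were 23.3, 11.8 and 4.22, and Nfix, 12.2 ± 11.7 in FNP at E10.5 and 1412 ± 746 at E12.5 (SD, n = 7), rose 146-fold there, or 30.2-fold with 32 added. Nfib was the brightest at E10.5, at 687 ± 180.0 in MdP. Each of the 4 members was higher in each prominence, with adjusted p = 3.2e-08 in MdP, 8.1e-08 in MxP and 2.5e-07 in FNP for the family and adjusted p = 0.00035 in MdP, 0.00072 in MxP and 0.00086 in FNP with an estimated correlation.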

A further group of transcription factor genes displayed distinctive patterns of expression in each of the three prominences that did not fall into the simple categories noted above (Figure 17D). This group was quite small and included genes such as *Sox8* (GeneID: 20681) and *Irx4* (GeneID: 50916), which had transcript levels rising and falling in different prominences. 

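Irx4 rose by 1.08 (standard error 0.26, adjusted p = 0.00022) in MxP and 1.54 (standard error 0.26, adjusted p = 2.4e-07) in FNP and was down by under 2-fold in MdP, at -0.95 (standard error 0.26, adjusted p = 0.0011). MdP differed from MxP by -2.03 (adjusted p = 3.2e-05) and from FNP by -2.49 (adjusted p = 1.0e-07). Sox8 rose by 1.51 (standard error 0.30, adjusted p = 1.2e-05) in MdP and fell by 1.30 (standard error 0.30, adjusted p = 0.00014) in FNP, with 0.36 in MxP (adjusted p = 0.33). MdP and FNP differed by 2.81 (adjusted p = 2.8e-07). At E10.5 Sox8 was lower than in FNP, at -1.94 (standard error 0.30, adjusted p = 2.5e-07) in MdP and -1.99 (standard error 0.30, adjusted p = 2.0e-07) in MxP.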

Another example was *Foxg1* (GeneID: 15228), with stable expression in each prominence, but with a low, intermediate, and high level of expression in the MdP, MxP and FNP respectively.

The microarray data were also processed to ascertain those transcription factor genes that exhibited prominence-specific expression or were coordinately regulated in any two of the three prominences (Figure 18, and Figures S7 and S8). This analysis revealed a complex series of expression profiles for each prominence, with the MdP and FNP showing the greatest differences. 

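At E12.5 the muscle factor Myog was 3187 ± 1079 in MdP, 474 ± 241 in MxP and 38.0 ± 26.9 in FNP (SD, n = 7), and MdP exceeded MxP by 2.89 (standard error 0.50, adjusted p = 6.8e-06) and FNP by 6.69 (standard error 0.50, adjusted p = 1.1e-20). Myod1 was higher in MdP than in MxP by 2.04 (standard error 0.37, adjusted p = 2.5e-05) and than in FNP by 3.85 (standard error 0.37, adjusted p = 8.0e-15). Myf5 gave 2.93 (standard error 0.61, adjusted p = 0.00028) and 4.35 (standard error 0.61, adjusted p = 1.1e-08; 2.66 with 32 added), and Msc 3.12 (standard error 0.46, adjusted p = 1.2e-07) and 4.44 (standard error 0.46, adjusted p = 1.3e-13). MxP exceeded FNP as well, by 3.80 (standard error 0.50, adjusted p = 2.3e-09) for Myog and 1.81 (standard error 0.37, adjusted p = 0.00021) for Myod1. At E10.5 of these genes only Msc differed from FNP, by 2.00 (standard error 0.46, adjusted p = 0.00082; 1.08 with 32 added) in MdP and 1.76 (standard error 0.46, adjusted p = 0.0053; 0.92 with 32 added) in MxP, and it was level between MdP and MxP, at 0.23 (adjusted p = 0.90).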

With respect to the MdP, our analysis showed that several genes required for muscle differentiation [29] including *Tcf21* (*capsulin*, GeneID: 21412), *Myf5* (GeneID: 17877), *Myod1* (GeneID: 17927), *Myog* (GeneID: 17928) and *Msc* (GeneID: 17681), were expressed at higher levels in this prominence (Figure 18A). 

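Tcf21 was dim and untested on its probe set with the highest mean Signal. In MdP it was 155 ± 62.0 at E10.5, 174 ± 29.3 at E11.5 and 123 ± 45.0 at E12.5, in MxP 148 ± 39.9, 123 ± 50.1 and 98.7 ± 68.0, and in FNP 127 ± 58.4, 112 ± 36.0 and 66.6 ± 21.7 (SD, n = 7). In the fit of all probe sets MdP minus MxP was 0.54 (adjusted p = 0.60) and MdP minus FNP 0.89 (adjusted p = 0.051) at E12.5. On its tested probe set, chosen after the values were seen, MdP then exceeded MxP by 2.30 (standard error 0.43, adjusted p = 5.1e-05) and FNP by 4.34 (standard error 0.43, adjusted p = 3.7e-14; 2.83 with 32 added).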

Expression of *Tcf21* was essentially level throughout the time course, with levels 2 to 3-fold higher than in the MxP and FNP. Expression of the other genes increased between 4 to 30-fold between E10.5–E12.5, presumably reflecting development of the tongue and the muscles of mastication [55]. 

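Myog (GeneID: 17928, chromosome 1 from 134290004 to 134292548), 85.4 ± 47.9 in MdP at E10.5 (SD, n = 7), rose there by 5.36 (standard error 0.50, adjusted p = 2.4e-16), a fold of 41.1. Myod1 rose by 3.57 (standard error 0.37, adjusted p = 5.8e-14), Msc by 2.99 (standard error 0.46, adjusted p = 3.4e-08) and Myf5 by 1.88 (standard error 0.61, adjusted p = 0.0068), folds of 11.9, 7.94 and 3.67. In MxP smaller rises of Myog, by 1.97 (standard error 0.50, adjusted p = 0.00054), and Myod1, by 1.43 (standard error 0.37, adjusted p = 0.00078), were seen, and in FNP Myog stood at -1.02 (adjusted p = 0.077). The rise of Myog in MdP exceeded that in MxP by 3.39 (adjusted p = 0.00055), and that of Myod1 by 2.13 (adjusted p = 0.0065). For Myf5 the difference between MdP and FNP, 3.04, did not pass (adjusted p = 0.018).

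**Figure D3:**
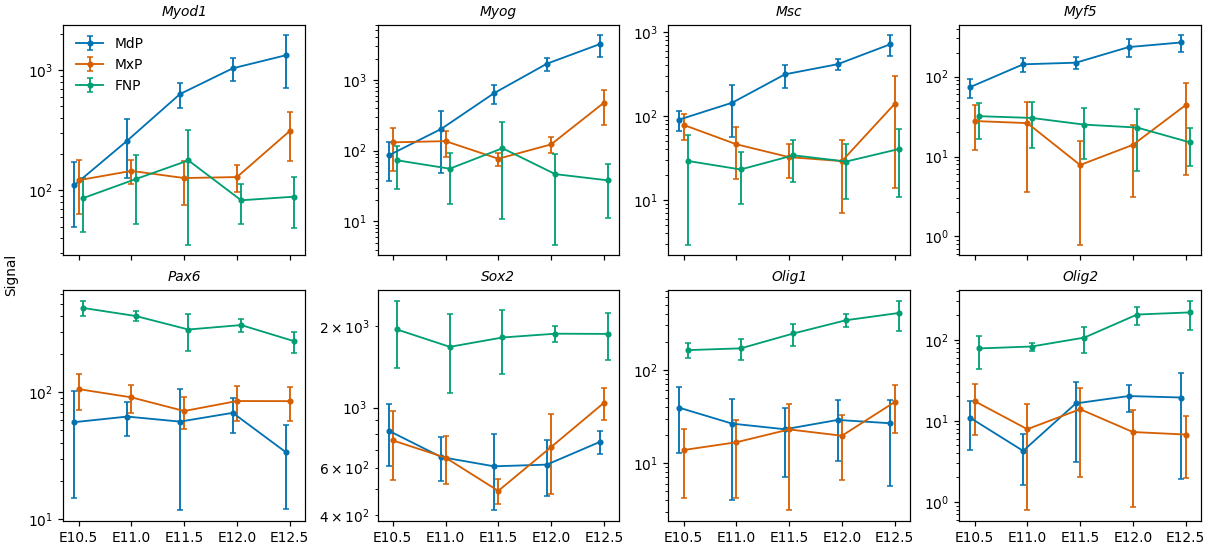
Mean Signal (log axis, arbitrary units scaled to 500) of Myod1, Myog, Msc and Myf5 and of Pax6, Sox2, Olig1 and Olig2 in the 3 prominences from E10.5 to E12.5, with bars for the SD over 7 arrays. Myog in MdP ends at 3187 ± 1079.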

Additional genes more highly expressed in the MdP included *Dlx5*, *Dlx6*, *Gsc*, *Hand1* (GeneID: 15110), and *Hand2*, consistent with their developmental roles in patterning the mandible [24], [26].

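Hand1, an arch gene of the distal mandible, was 1037 ± 225 in MdP at E10.5, 245 ± 107 in MxP and 180.3 ± 106 in FNP (SD, n = 7), and MdP exceeded these by 2.23 (standard error 0.42, adjusted p = 8.6e-05) and 2.82 (standard error 0.42, adjusted p = 1.0e-07). At E12.5 its differences of 1.51 and 1.48 did not pass (adjusted p = 0.014 and 0.011). Gsc was higher in MdP than in MxP at both ends, by 2.75 (standard error 0.27, adjusted p = 3.5e-14) and 2.05 (standard error 0.27, adjusted p = 4.0e-09), but MdP minus FNP was 0.86 (adjusted p = 0.028) and 0.93 (adjusted p = 0.011). For Dlx6 at E12.5 MdP minus FNP was 0.31 (adjusted p = 0.64), with MxP lower than FNP at -1.36 (standard error 0.23, adjusted p = 2.6e-06). The paper takes the MdP genes as part of the patterning of the lower jaw.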

The MxP shared multiple expression profiles with either the MdP or FNP, and only a few genes showed expression differences specific to this prominence – and most of these were subtle (Figure 18B). Thus, *Foxc2* (GeneID: 14234) and *Pknox2* (GeneID: 208076) showed a slight decrease in expression in the MxP compared with the other prominences, whereas levels of *Foxl2* (GeneID: 26927), *Irx3* (GeneID: 16373) and *Irx5* (GeneID: 54352) were slightly higher. 

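Foxc2 (GeneID: 14234, chromosome 8 from 121116171 to 121118895) at E12.5 was 41.6 ± 30.1 in MxP, 427 ± 125 in MdP and 407 ± 109 in FNP (SD, n = 7), at 3.67 (standard error 0.34, adjusted p = 3.6e-15) for MdP minus MxP and -3.61 (standard error 0.34, adjusted p = 3.0e-15) for MxP minus FNP. Pknox2 gave 1.23 (standard error 0.09, adjusted p = 5.7e-21) and -1.30 (standard error 0.09, adjusted p = 6.6e-23). Foxl2 was higher in MxP, at -1.41 (standard error 0.23, adjusted p = 2.4e-06) for MdP minus MxP and 2.04 (standard error 0.23, adjusted p = 8.7e-12) for MxP minus FNP at E10.5, and at -2.12 and 0.92 at E12.5, where the second was under 2-fold. Irx5 gave -1.31 (standard error 0.11, adjusted p = 2.8e-17) and 1.08 (standard error 0.11, adjusted p = 2.0e-13) at E10.5, and Irx3 -1.41 (standard error 0.13, adjusted p = 1.0e-14) and, under 2-fold, 0.62 (standard error 0.13, adjusted p = 0.00041).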

The FNP displayed higher expression for genes encoding transcription factors involved in specification and development of ectodermal placodes and in neurogenesis [56], [57], including *Pax6* (GeneID: 18508), *Sox2* (GeneID: 20674), *Ascl1* (GeneID: 17172), *Olig1* (GeneID: 50914) and *Olig2* (GeneID: 50913) (Figure 18C). This observation again presumably reflects the development of the olfactory placodes and specialized olfactory epithelium in the FNP. 

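Olig2 (GeneID: 50913, chromosome 16 from 91225550 to 91228677) was 217 ± 86.9 in FNP at E12.5, against 19.4 ± 19.8 in MdP and 6.77 ± 4.82 in MxP (SD, n = 7). It was lower than in FNP at -3.03 (standard error 0.58, adjusted p = 3.2e-05; -1.31 with 32 added) in MdP and -2.32 (standard error 0.58, adjusted p = 0.0030; -1.12 with 32 added) in MxP at E10.5, and Olig1 at -2.47 (standard error 0.49, adjusted p = 8.5e-05) and -3.92 (standard error 0.49, adjusted p = 7.0e-10; -2.10 with 32 added). Pax6 was lower at -2.19 (standard error 0.35, adjusted p = 9.2e-07) in MxP at E10.5 and at -3.18 in MdP and -1.61 in MxP at E12.5, and MdP was lower than MxP then, at -1.57 (standard error 0.35, adjusted p = 0.00083). Sox2 was lower at -1.23 (standard error 0.18, adjusted p = 5.1e-08) in MdP and -1.37 (standard error 0.18, adjusted p = 3.3e-09) in MxP at E10.5. The paper connects these genes to the nasal placode and its sensory epithelium.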

Transcripts of genes involved in patterning the FNP, such as *Pax7* (GeneID: 18509), were also expressed at a higher level in this prominence (Figures 17D). 

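Pax7 on its most intense probe set was 429.6 ± 123 in FNP at E10.5, 75.9 ± 64.2 in MdP and 84.2 ± 38.0 in MxP (SD, n = 7). MdP was lower than FNP at -3.01 (standard error 0.34, adjusted p = 6.3e-12) at E10.5 and -1.80 (standard error 0.34, adjusted p = 2.4e-05) at E12.5, and MxP at -2.00 at E12.5.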

The integration of the multiple differences in transcription factor gene expression profiles is likely to provide a powerful driving force for discriminating the different prominences during development.

### Genes Associated with Chromatin Dynamics

We also examined genes associated with chromatin structure (Figure 19A–D) since alterations in DNA packaging would be expected to accompany the rapidly changing profiles of transcription factors, as well as the switch between genes required for cell cycle progression versus differentiation. As indicated by the trajectory clustering analysis (Table S2), we observed dynamic changes in expression of genes associated with chromatin remodeling, DNA methylation, and gene regulation. Our findings imply that there is a switch from a progenitor to a differentiated cell program of gene accessibility during the period under analysis in all prominences. Thus, expression of genes encoding particular members of the Chd family of chromatin remodeling proteins was decreasing (*Chd1*, GeneID: 12648; *Chd7* GeneID: 320790; Figure 19A), while others remained relatively constant (*Chd8*, GeneID: 67772; Figure 19B), and at least one was increasing (*Chd9*, GeneID: 109151; Figure 19C). These findings may reflect the difference between maintaining chromatin assembly functions and epigenetic marks during DNA replication versus the established role of *Chd9* in regulating genes required for skeletal tissue development [58]. 

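Chd7 (GeneID: 320790, chromosome 4 from 8690402 to 8868449) was 864 ± 282 in MdP at E10.5 and 299.6 ± 65.2 at E12.5 (SD, n = 7), and fell by 1.48 in MdP (adjusted p = 1.1e-10), 1.95 in MxP (adjusted p = 1.7e-15) and 1.22 in FNP (adjusted p = 4.0e-08). Chd1 was down by under 2-fold, at -0.80 in MdP (adjusted p = 1.1e-07), -0.54 in MxP (adjusted p = 0.00022) and -0.66 in FNP (adjusted p = 8.1e-06), and Chd9 up by under 2-fold, at 0.95 in MdP (adjusted p = 9.1e-13), 0.74 in MxP (adjusted p = 5.4e-09) and 0.78 in FNP (adjusted p = 7.1e-10). Chd8 stood at 0.07 in MdP (adjusted p = 0.60), -0.12 in MxP (adjusted p = 0.38) and 0.13 in FNP (adjusted p = 0.33). Of 8 tested members those higher were 1 in MdP, 1 in MxP and 1 in FNP (1, 1 and 1 when adjusted over the list alone) and those lower 1 in MdP, 1 in MxP and 1 in FNP (1, 1 and 1 when adjusted over the list alone), and the list did not pass (adjusted p = 0.59 in MdP, 0.55 in MxP and 0.18 in FNP).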

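Smarca1, an ISWI helicase, rose by 1.17 in MdP (adjusted p = 8.9e-13), 1.42 in MxP (adjusted p = 1.5e-16) and 1.20 in FNP (adjusted p = 3.0e-13), and the SWI/SNF genes Smarca2 by 1.33 in MdP (adjusted p = 1.1e-14), 1.08 in MxP (adjusted p = 5.3e-11) and 1.02 in FNP (adjusted p = 3.2e-10) and Smarcd3 by 1.68 in MdP (adjusted p = 5.7e-21), 1.08 in MxP (adjusted p = 6.2e-12) and 1.19 in FNP (adjusted p = 1.4e-13). Smarcc2 was up by under 2-fold, at 0.49 in MdP, 0.54 in MxP and 0.75 in FNP. The bright Smarce1 was 4092 ± 291 in MdP at E10.5 and 4274 ± 244 at E12.5 (SD, n = 7). Of 22 tested remodelling genes those higher were 3 in MdP, 3 in MxP and 3 in FNP (3, 3 and 3 when adjusted over the list alone), and the list did not pass (adjusted p = 0.35 in MdP, 0.48 in MxP and 0.079 in FNP).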

An alteration in chromatin dynamics was also indicated by the increasing expression of genes encoding many components of the SWI/SNF remodeling complex, including *Smarca1* (GeneID: 93761), *Smarca2* (GeneID: 67155), *Smarcc2* (GeneID: 68094) and *Smarcd3* (GeneID: 66993) (Figure 19C), whereas others such as *Smarcc1* (GeneID: 20588) and *Smarce1* (GeneID: 57376) showed relatively constant expression levels (Figure 19B). 

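Baz1a, a partner of ISWI, was down by under 2-fold in MdP, at -0.42 (standard error 0.08, adjusted p = 7.4e-06), and MxP, at -0.27 (standard error 0.08, adjusted p = 0.0038), and stood at -0.13 in FNP (adjusted p = 0.17). The change in MdP did not differ from that in MxP, at -0.15 (adjusted p = 0.83), or in FNP, at -0.29 (adjusted p = 0.20). At E12.5 MdP was lower by under 2-fold, at -0.40 (standard error 0.08, adjusted p = 0.00021) against MxP and -0.52 (standard error 0.08, adjusted p = 2.0e-07) against FNP.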

The majority of these chromatin remodeling genes showed coordinate regulation of expression, with the exception of *Baz1a* (GeneID: 217578), which was preferentially down-regulated in the MdP (Figure 19D). 

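Myst4, an acetyltransferase listed as Kat6b, rose by 1.42 in MdP (adjusted p = 3.4e-10), 1.15 in MxP (adjusted p = 1.9e-07) and 1.33 in FNP (adjusted p = 2.9e-09). Kat2b rose by 1.11 (standard error 0.17, adjusted p = 1.9e-08) in MdP and 1.15 (standard error 0.17, adjusted p = 7.2e-09) in MxP and was up by under 2-fold in FNP, at 0.93 (standard error 0.17, adjusted p = 1.4e-06). Of 13 tested acetyltransferases those higher were 3 in MdP, 3 in MxP and 2 in FNP (3, 3 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.33 in MdP, 0.40 in MxP and 0.23 in FNP).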

There was also a general increase in transcripts for genes involved in histone acetylation, including *Kat2b* (*Pcaf*, GeneID: 18519) and *Myst4* (GeneID: 54169), suggesting an overall increase in chromatin accessibility. 

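Sap30, a subunit of a histone deacetylase complex, was down by under 2-fold, at -0.76 in MdP (adjusted p = 1.3e-16), -0.80 in MxP (adjusted p = 9.3e-18) and -0.64 in FNP (adjusted p = 2.6e-13). Suv39h2, which methylates histone H3, stood at -0.82 in MdP (adjusted p = 6.1e-07), -0.65 in MxP (adjusted p = 5.1e-05) and -0.88 in FNP (adjusted p = 8.7e-08), under 2-fold as well. Of 16 tested deacetylases and corepressors those lower at least 2-fold were 0 in MdP, 0 in MxP and 0 in FNP (0, 0 and 0 when adjusted over the list alone), and the list did not pass (adjusted p = 0.72 in MdP, 0.92 in MxP and 0.91 in FNP).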

Simultaneously, expression of genes encoding specific components of the histone deacetylase and methyltransferase machinery declined over this developmental window, including *Sap18* (GeneID: 20220), *Sap30* (GeneID: 60406), and *Suv39h2* (GeneID: 64707). Interestingly, though, transcripts for the HDAC components *Hdac5* (GeneID: 15184) and *Chd3* (GeneID: 216848) were rising. 

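Chd3 (GeneID: 216848, chromosome 11 from 69343273 to 69369499), a helicase of the NuRD complex, was 1664 ± 486 in MdP at E10.5 and 4138 ± 874 at E12.5 (SD, n = 7), and rose by 1.33 in MdP (adjusted p = 3.3e-13), 1.63 in MxP (adjusted p = 2.5e-17) and 1.55 in FNP (adjusted p = 3.5e-16). Hdac5 was up by under 2-fold, at 0.73 in MdP (adjusted p = 1.1e-05), 0.76 in MxP (adjusted p = 4.3e-06) and 0.67 in FNP (adjusted p = 4.3e-05).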

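Phf21a, a reader of unmodified histone H3, was 945 ± 176 in MdP at E10.5 and 1121 ± 151 at E12.5 (SD, n = 7). Its change was 0.26 in MdP (adjusted p = 0.035), 0.24 in MxP (adjusted p = 0.053) and 0.31 in FNP (adjusted p = 0.011), and 0.81 in MdP on the mean of all its probe sets (adjusted p = 1.2e-09).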

There was also a 2-fold increase in transcripts for the deacetylase *Phf21a* (GeneID: 192285), which may reflect the importance of this gene in the repression of neural genes in non-neural tissues [59].

With respect to polycomb group and trithorax genes, expression of *Asxl3* (GeneID: 211961), *Cbx4* (GeneID: 12418), *Cbx6* (GeneID: 494448) and *Mll5* (GeneID: 69188) increased during orofacial development (Figure 19C). These genes encode the archetypal epigenetic marker proteins responsible for repression of inappropriate genes in differentiated cells [60]. In contrast, transcripts corresponding to *Pcgf6* (GeneID: 71041), *Cbx1* (GeneID: 12412), and *Cbx2* (GeneID: 12416) decreased between E10.5–E12.5 in the facial prominences. These data imply that such polycomb proteins could be responsible for maintaining progenitor cells by repression of genes required for commitment to differentiation. 

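Cbx6 rose by 1.13 (standard error 0.15, adjusted p = 2.4e-10) in MdP and 1.10 (standard error 0.15, adjusted p = 5.6e-10) in FNP, and was up by under 2-fold in MxP, at 0.95 (standard error 0.15, adjusted p = 4.5e-08). Asxl3 was up by under 2-fold, at 0.80 in MdP, 0.86 in MxP and 0.84 in FNP, and so was Mll5, listed as Kmt2e, at 0.79 in MdP, 0.78 in MxP and 0.89 in FNP. Of 24 tested polycomb genes those higher were 3 in MdP, 0 in MxP and 1 in FNP (3, 0 and 1 when adjusted over the list alone), and of 13 trithorax genes 1 in MdP, 0 in MxP and 0 in FNP (1, 0 and 0 when adjusted over the list alone). Neither list passed, with adjusted p = 0.99 in MdP, 0.74 in MxP and 0.70 in FNP and adjusted p = 0.61 in MdP, 0.82 in MxP and 0.31 in FNP.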

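Pcgf6 was down by under 2-fold, at -0.78 in MdP (adjusted p = 1.9e-12), -0.73 in MxP (adjusted p = 1.7e-11) and -0.77 in FNP (adjusted p = 2.9e-12), and Cbx2, 3645 ± 931 in MdP at E10.5 and 2154 ± 582 at E12.5 (SD, n = 7), at -0.76 in MdP (adjusted p = 6.1e-06), -0.60 in MxP (adjusted p = 0.00032) and -0.43 in FNP (adjusted p = 0.0090). Cbx1 stood at -0.12 in MdP and -0.02 in MxP, which became 0.02 and 0.11 with quantile normalization, and at -0.23 in FNP (adjusted p = 0.13).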

*Dnmt3b* (GeneID: 13436), encoding an enzyme involved in *de novo* CpG DNA methylation, which is associated with transcriptional repression and heterochromatin formation [61], was also down-regulated between E10.5–E12.5 (Figure 19A). In contrast, *Dnmt3a* (GeneID: 13435) showed flat or increasing expression depending on the probe used (data not shown). 

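Dnmt3b (GeneID: 13436, chromosome 2 from 153649411 to 153687730) was 1304 ± 164 in MdP, 1562 ± 157 in MxP and 1481 ± 236 in FNP at E10.5 (SD, n = 7), and fell by 1.13 in MdP (adjusted p = 3.8e-19), 1.36 in MxP (adjusted p = 9.4e-24) and 1.05 in FNP (adjusted p = 2.1e-17).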

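For Dnmt3a the most intense probe set was 1796 ± 273 in MdP at E10.5 and 1465 ± 216 at E12.5 (SD, n = 7), and its change was -0.29 in MdP (adjusted p = 0.083) and -0.11 in MxP (adjusted p = 0.55). The mean of all its probe sets gave 0.67 in MdP (adjusted p = 9.0e-09), 0.84 in MxP (adjusted p = 3.2e-12) and 0.95 in FNP (adjusted p = 2.2e-14).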

The timing of the switch between these related DNA methylases, also observed in embryos at the protein level [62], potentially indicates that they have different roles in early progenitor versus differentiated cells. The dynamics of *Dnmt3b* expression are also of interest given its mutation in human immunodeficiency-centromeric instability-facial anomalies (IFC) syndrome (OMIM: 242860) [61]. Taken together, the changes in the expression of genes involved in DNA modification and chromatin structure demonstrate that the genome is undergoing rapid and dynamic changes that will greatly alter transcription factor accessibility.

### Analysis of Novel Facial Gene Expression

Our studies highlighted a large number of genes not previously associated with the developing face. This group of genes included well-studied genes as well as novel genes for which little or no functional information exists. We selected a number of these genes for further analysis based, in part, upon their high levels of expression in discrete prominences as determined by the microarray analysis (Figure S9). RNA *in situ* probes were designed for each gene and WMISH was employed to determine the location of expression within each prominence between E10.5–E12.5. The spatial distribution of transcripts observed using WMISH displayed excellent agreement with the microarray expression results, providing additional verification of our dataset (Figures 20, 21, and Figure S9). 

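The transcript 2610017I09Rik, listed as Pantr1, was 208 ± 52.8 in MdP, 872 ± 77.4 in MxP and 453 ± 51.3 in FNP at E10.5 (SD, n = 7). MdP was then lower than MxP at -2.10 (standard error 0.16, adjusted p = 3.3e-19) and than FNP at -1.15 (standard error 0.16, adjusted p = 2.3e-08). It rose by 2.25 (standard error 0.16, adjusted p = 5.8e-22) in MdP and 1.29 (standard error 0.16, adjusted p = 1.0e-10) in FNP and was up by under 2-fold in MxP, at 0.92 (standard error 0.16, adjusted p = 1.4e-06). The rise in MdP exceeded that in MxP by 1.33 (adjusted p = 2.0e-05).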

Figure 20A–D shows the WMISH data obtained for cDNA *2610017I09Rik* (GeneID: 66297), a transcript of unknown function [63], that was readily detected by microarray analysis in each prominence at all time points studied. WMISH confirmed that this gene was expressed highly in all three prominences, but also indicated that the distribution was not uniform. Expression of *261007I09Rik* showed a proximal distribution in the MdP and MxP, whereas in the FNP it was more concentrated in the medial rather than lateral nasal prominences. 

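Pou3f3 at E10.5 was lower in MdP than in MxP, at -1.86 (standard error 0.13, adjusted p = 5.7e-21), and than in FNP, at -1.10 (standard error 0.13, adjusted p = 1.6e-10). Over the 35 arrays of each prominence the log2 Signals of 2610017I09Rik and Pou3f3 had r = 0.931 in MdP, 0.415 in MxP and 0.664 in FNP, and rank correlations of 0.910, 0.452 and 0.631. Permutation gave adjusted p = 3.0e-05, 0.016 and 7.2e-05 over 12 correlations. Among 10,000 random pairs of genes these r lay at percentiles 99.99, 85.98 and 96.35. Without the 2 arrays farthest out r was 0.939, 0.375 and 0.622. Within the first hybridization lot it was 0.917, 0.390 and 0.677, and within the second 0.956, 0.614 and 0.698. As deviations from the mean of their time point, where development no longer adds to r, the values were 0.608 in MdP (adjusted p = 0.00019), -0.187 in MxP (adjusted p = 0.31) and 0.0663 in FNP (adjusted p = 0.70), at percentiles 97.22, 26.86 and 58.08 of random pairs. Their rank correlations were 0.637, -0.208 and 0.104, and without the 2 farthest arrays r was 0.534, -0.0879 and 0.0756.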

*2610017I09Rik* maps to mouse chromosome 1, in close vicinity to *Pou3f3* (GeneID: 18993) (Figure S10), with which it shares a similar expression profile in the facial prominences and CNS.

**Figure 20:**
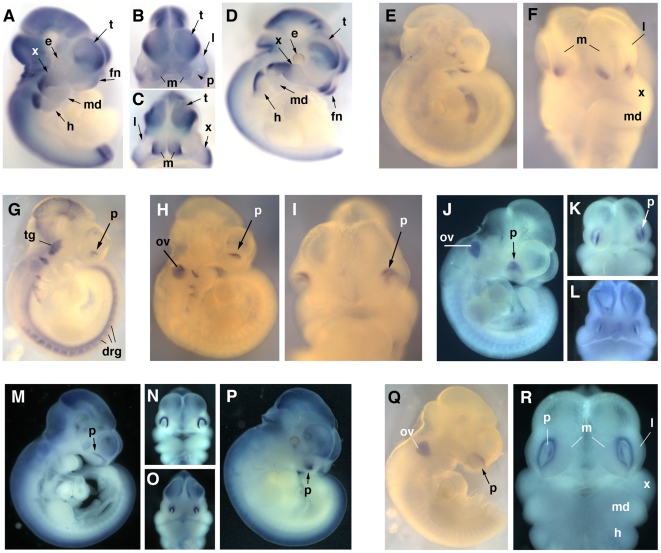
Expression of representative genes in the facial prominences I: global and FNP-specific genes. Whole mount in situ expression analysis of: *2610017I09Rik* (A–D); *9430073N08Rik*, *Fam162b* (E, F); *Elav14* [*HuD*] (G); *Prr15* (H, I); *Fam107a* (J–L); *Wscd1* (M–P); and *Image 6309403* (Q, R) showing lateral (A, D, E, G, H, J, M, P, Q) or ventral (B, C, F, I, K, L, N, O, R) views of E10.5 (A, B, E–K, M, N, Q, R) or E11.5 (C, D, L, O, P) mice. Note for panel G that despite the clear expression of *Elavl4* in the trigeminal ganglia, we did not detect expression in the MxP and MdP RNA samples we had purified for microarray analysis. This finding provides additional proof that the samples we have purified were not significantly contaminated with surrounding tissue. Abbreviations: drg, dorsal root ganglia; e, eye; fn, frontonasal prominence; h, hyoid arch; l, lateral nasal prominence; m, medial nasal prominence; md, mandibular prominence; ov, otic vesicle; p, nasal pit; t, telencephalon; tg, trigeminal ganglion; x, maxillary prominence.

**Figure 21:**
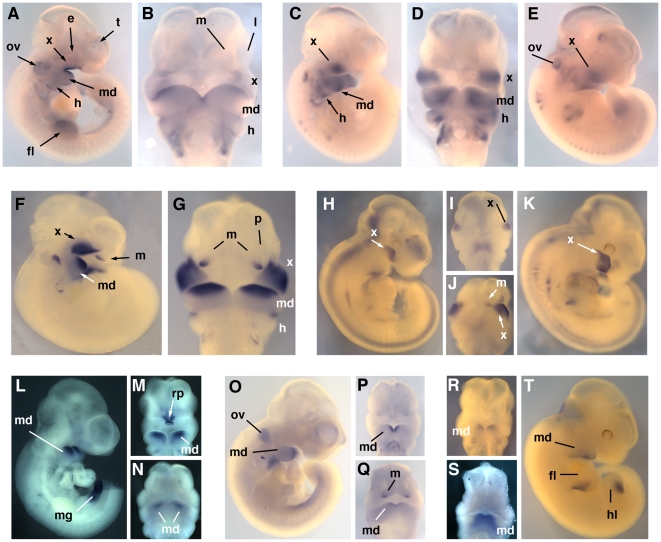
Expression of representative genes in the facial prominences II: MdP and MxP-specific. Whole mount in situ expression analysis of: *Ifitm3* (A, B); *Lrba* (C–E); *AI606473* (F, G); *A930038C07Rik* (H–K); *Gpr50* (L–N); *Rgs5* (O–Q); and *AV026068* (R–T); showing lateral (A, C, E, F, H, K, L, O, T) or ventral (B, D, G, I, J, M, N, P–S) views of E10.5 (A–D, F–I, L, M, O, P, R) or E11.5 (E, J, K, N, Q, S, T) mice. Abbreviations: e, eye; fl, forelimb bud; fn, frontonasal prominence; h, hyoid arch; hl, hindlimb bud; l, lateral nasal prominence; m, medial nasal prominence; md, mandibular prominence; mg, midgut; ov, otic vesicle; p, nasal pit; rp, Rathke's pouch; t, telencephalon; x, maxillary prominence.

The additional transcripts highlighted in Figure 20 show preferential expression in the FNP over the other prominences, in agreement with the microarray data. One of these, corresponding to the cDNA *9430073N08Rik* (GeneID: 77296), was expressed in a portion of both the lateral and medial components of the nasal prominence proximal to the oral cavity (Figure 20E, F). This latter gene, *Fam162b*, is predicted to encode an integral membrane protein, but little else is know about its function [63]. 

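The cDNA 9430073N08Rik, now Fam162b, was dim and untested. Its Signal at E10.5 was 207 ± 23.2 in FNP, 56.7 ± 25.7 in MdP and 57.3 ± 19.5 in MxP (SD, n = 7). In the fit of all probe sets MdP minus FNP was -1.97 (adjusted p = 9.3e-06) and MxP minus FNP -1.92 (adjusted p = 2.2e-05).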

For the rest of the genes that display FNP-specific expression, we utilized the distribution of *Elavl4* (*Hud*) transcripts as a landmark ([27]; Figure 20G). Expression of *Elavl4* was elevated in the FNP and localized to the developing olfactory epithelium of the nasal pit consistent with its association with neurogenesis. 

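Wscd1 at E10.5 was 244 ± 82.9 in FNP, 15.7 ± 6.73 in MdP and 14.7 ± 5.01 in MxP (SD, n = 7), and lower than in FNP at -4.02 (standard error 0.41, adjusted p = 1.0e-13; -2.49 with 32 added) in MdP and -4.04 (standard error 0.41, adjusted p = 1.4e-13; -2.51 with 32 added) in MxP. Fam107a was lower at -3.58 (standard error 0.32, adjusted p = 1.6e-16) and -2.99 (standard error 0.32, adjusted p = 1.3e-12). At E12.5 these genes were still lower, at -2.50 (-1.51 with 32 added) and -2.70 (-1.55 with 32 added) for Wscd1 and -3.29 and -3.31 for Fam107a. Prr15 was untested on its probe set with the highest mean Signal, at 53.5 ± 36.4 in FNP, 53.7 ± 45.8 in MdP and 39.7 ± 26.3 in MxP at E10.5, and in the fit of all probe sets MdP minus FNP was -0.23 (adjusted p = 1.00). On its tested probe set, chosen after the values were seen, it was lower than in FNP at -4.48 (standard error 0.44, adjusted p = 2.0e-14; -2.65 with 32 added) in MdP and -4.67 (standard error 0.44, adjusted p = 5.5e-15; -2.72 with 32 added) in MxP.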

The other FNP-enriched transcripts analyzed (*Prr15*, GeneID: 78004; *Fam107a*, GeneID: 268709; *Wscd1*, GeneID: 216881; and *Image:6309403*, GenBank gi: 21854763) were similarly localized in the nasal pit (Figure 20H–R), presumably reflecting a role for these genes in olfactory neurogenesis. Expression of *Prr15* (also termed *G90*), which may encode a proline-rich protein or act as a non-coding RNA, has previously been observed in post-mitotic cells, including within the olfactory epithelium ([64]; Figure 20H, I). *Fam107a* (Figure 20J–L) (also known as *BC055107, DRR1* and *TU3A*) may encode a nuclear protein linked to growth control and tumorigenesis [65], [66]. *Wscd1* (Figure 20, M–P) is a wsc domain-containing protein predicted to be integral to the cell membrane [63]. The *Image:6309403* transcript (Figure 20Q, R) is predicted to encode microRNA 429 (*mir429*, GeneID: 723865) of unknown function [63].

WMISH was also used to examine genes that showed high expression in the MdP and/or MxP in the microarray analysis, and once again we observed good agreement between the data obtained using the two methods (Figure 21 and Figure S9). 

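Ifitm3 was higher in MxP than in FNP at E10.5, by 1.44 (standard error 0.10, adjusted p = 7.1e-23), and in MdP, by 1.15 (standard error 0.10, adjusted p = 1.8e-17). Lrba exceeded FNP by 1.87 (standard error 0.09, adjusted p = 6.4e-33) in MdP and 2.13 (standard error 0.09, adjusted p = 2.8e-37) in MxP at E10.5, and fell by 1.22 (standard error 0.09, adjusted p = 1.5e-21) in MdP and 1.07 (standard error 0.09, adjusted p = 1.7e-18) in MxP, so that at E12.5 the differences of 0.42 and 0.84 were under 2-fold. AI606473 at E10.5 was 1589 ± 474 in MxP, 837 ± 255 in MdP and 97.2 ± 32.1 in FNP (SD, n = 7), and it exceeded FNP by 3.11 (standard error 0.16, adjusted p = 1.1e-30) in MdP and 4.04 (standard error 0.16, adjusted p = 1.0e-38) in MxP.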

*Ifitm3* (GeneID: 66141), *Lrba* (GeneID: 80877), and *AI606473* (GeneID: 99686) were expressed in both the MdP and MxP, although with clearly different spatiotemporal distribution patterns. *Ifitm3* (interferon induced transmembrane protein 3) [67] was expressed primarily in the ectoderm of the cleft between the MdP and MxP (Figure 21A, B). *Lrba*, which encodes an LPS-responsive beige-like anchor protein that may be involved in vesicle trafficking and Notch regulation [68], was expressed more diffusely in the MdP and MxP as well as in the more caudal branchial arches (Figure 21C–E). Expression of *AI606473*, a gene of unknown function [63], occurred primarily in the MxP and the distal portion of the MdP, although a discrete domain of expression was also seen in the medial nasal prominences (Figure 21F, G). This expression pattern showed strong similarity with that of *Lhx8* ([25]; Figure S9). 

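Over the 35 arrays of each prominence AI606473 and Lhx8 had r = 0.649 in MdP, 0.646 in MxP and 0.869 in FNP on log2 Signals, and rank correlations of 0.516, 0.582 and 0.806. Permutation gave adjusted p = 8.0e-05, 8.6e-05 and 3.0e-05, over 12 correlations in all. Among 10,000 random pairs of genes these r lay at percentiles 96.33, 96.79 and 99.86. Without the 2 arrays farthest out r was 0.397, 0.529 and 0.830.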

*AI606473* is located just upstream of *Lhx8* on mouse chromosome 3 and is transcribed in the opposite direction (Figure S10), suggesting that these two genes may share common *cis*-regulatory elements and/or a bidirectional promoter.

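As deviations from the mean of each time point AI606473 and Lhx8 had r = 0.7996 in MdP (adjusted p = 3.0e-05), 0.704 in MxP (adjusted p = 3.0e-05) and 0.538 in FNP (adjusted p = 0.0013), and rank correlations of 0.740, 0.664 and 0.559. Among 10,000 random pairs of genes these r lay at percentiles 99.83, 99.09 and 95.52. Without the 2 arrays farthest out r was 0.724, 0.588 and 0.402. Within the first hybridization lot it was 0.806, 0.803 and 0.502, and within the second 0.730, 0.490 and 0.690.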

Other genes analyzed displayed more prominence-specific gene expression patterns. 

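The transcript A930038C07Rik, listed as Ndnf, was 854 ± 208 in MxP at E10.5, 1332 ± 387 at E11.0, 2580.1 ± 192 at E11.5, 2498 ± 267 at E12.0 and 2163 ± 268 at E12.5 (SD, n = 7). In MdP it was 1224 ± 104, 992 ± 154, 788 ± 106, 1188 ± 111 and 1892 ± 178 at the same ages. MdP minus MxP was 0.55 at E10.5 (adjusted p = 0.022), -1.72 (standard error 0.16, adjusted p = 5.1e-16) at E11.5 and -0.19 at E12.5 (adjusted p = 0.76). MxP exceeded FNP by 2.07 (standard error 0.16, adjusted p = 2.0e-20) at E10.5 and 1.28 (standard error 0.16, adjusted p = 1.7e-10) at E12.5.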

*A930038C07Rik* (GeneID: 68169) showed the highest levels of expression in the MxP, particularly between E11–E12, and serves as a valuable new marker for this prominence (Figure 21, H–K). This gene, known as *C4orf31* (GeneID: 79625) in human, encodes a hypothetical membrane protein and is negatively regulated by *Hox* genes in the developing kidney [69]. This latter observation is intriguing given that the anterior-posterior Hox code terminates just caudal to the MxP [70]. 

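The orphan receptor gene Gpr50 at E10.5 was 2174 ± 413 in MdP, 87.3 ± 36.7 in MxP and 26.9 ± 21.0 in FNP (SD, n = 7), and MdP exceeded FNP by 6.92 (standard error 0.58, adjusted p = 3.9e-18; 5.28 with 32 added) and MxP by 4.70. Rgs5, also a gene of pericytes, was 1229.5 ± 176 in MdP and 138 ± 49.4 in MxP, and MdP exceeded MxP by 3.22 (standard error 0.18, adjusted p = 4.8e-28) and FNP by 3.19 (standard error 0.18, adjusted p = 2.2e-28). At E12.5 Rgs5 no longer differed, at -0.09 and -0.18 (adjusted p = 0.95 and 0.82), while Gpr50 still did, at 5.33 (standard error 0.58, adjusted p = 9.6e-13; 2.44 with 32 added) against FNP.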

Specific expression in the MdP was seen for two genes linked with G protein coupled signaling [71], [72], *Gpr50* (GeneID: 14765) (Figure 21, L–N) and *Rgs5* (GeneID: 19737) (Figure 21, O–Q). Expression of *Gpr50* was concentrated in the rostral MdP, whereas *Rgs5* was expressed more distally. 

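In MdP Gpr50 fell by 3.62 (standard error 0.58, adjusted p = 9.1e-08) from E10.5 to E12.5, and was 1839.7 ± 413 at E11.0, 941 ± 307 at E11.5 and 184 ± 67.9 at E12.5 (SD, n = 7). Rgs5 was 747 ± 172, 293 ± 66.8 and 279 ± 66.8. Its change in MdP was lower than that in MxP by -3.31 (adjusted p = 3.2e-18) and that in FNP by -3.36 (adjusted p = 9.7e-20).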

At E10.5, both genes were expressed at high levels, but expression decreased considerably from E11.5 onwards. Expression of *Gpr50*, a melatonin-related orphan receptor, was also associated with Rathke's pouch in the roof of the oral cavity, suggesting a role in the development of the pituitary gland. *AV026068* (GeneID: 102265), termed *NBLA00301* in human (GeneID: 79804), encodes a short hypothetical protein of unknown function [63], and its transcripts were expressed at elevated levels in the MdP throughout the developmental time course (Figure 21, R–T). The expression domain of *AV026068* in the distal MdP, as well as in the posterior region of the limb bud, resembled that of the aforementioned *Hand2* gene (Figure 4). *AV026068* is positioned adjacent to *Hand2* on mouse chromosome 8, but is expressed from the opposite strand beginning several kb upstream of the latter's transcriptional start site (Figure S10). This arrangement is remarkably similar to those described above for *2610017I09Rik* and *Pou3f3* as well as *Lhx8* and *AI606473*. Again, the similarity between the expression patterns of *AV026068* and *Hand2*, as well as the bidirectional nature of these two gene's transcription units, suggests that they share common mandible-specific *cis*-regulatory sequences. The finding that this arrangement occurs for these three new pairs of genes indicates that it may be a common mechanism of coordinating gene expression in the developing mouse face.

## Discussion

The development of the vertebrate face is an intricate process that requires the coordinate growth, morphogenesis, and fusion of separate prominences [2], [3], [4]. Although the face eventually forms an integrated structure, the paired mouse facial prominences – the mandibular, maxillary, and frontonasal – are fated to form distinct functional components of the skeleton, the sensory system, and the respiratory and digestive systems. Variations in the growth properties and derivatives of these prominences have been a major factor driving vertebrate evolution and the expansion of vertebrate species into disparate ecological niches. Furthermore, aberrant development of these prominences is a major factor in human orofacial clefting and other craniofacial birth defects.

Although previous studies have identified many individual genes and pathways required for facial development, we still lack a clear understanding of the gene networks regulating face formation [2]. Here we have utilized a systems biology approach to document the panoply of genes expressed during a critical period of mouse orofacial development. The genome-wide analysis of transcripts present in the individual facial prominences yields a comprehensive overview of the similarities and differences in gene expression among the three facial prominences at five time points over a two day developmental window. We have confirmed individual aspects of our microarray expression dataset by comparing our results with known expression patterns of representative genes, as well as by WMISH studies of selected novel orofacial transcripts. This provides a robust and powerful dataset with low variance due to a combination of stringent experimental protocols and multiple biological replicates and its statistical strengths make possible sophisticated bioinformatic analyses and network predictions [55], [73]. On a more basic level, the dataset may help uncover individual genes or groups of genes that have previously been overlooked as components of the repertoire required for face formation or which can be reactivated in head and neck cancer.

A central component of our present analysis has been to identify stage- and tissue-specific gene signatures associated with the developing facial prominences. We determined that the facial tissue we analyzed contained >20,000 expressed transcripts, many of which were coordinately regulated in the three prominences. Overall, there is a general decrease in the expression of genes involved with basic growth and metabolic processes in all prominences between E10.5–E12.5. There is also down-regulation of genes that are associated with the maintenance of progenitor cell function, including *Igdcc3* (*Punc*), *Sall4*, a subset of polycomb genes, and certain DNA and chromatin modifying components. Balanced against the down-regulation of genes involved in growth, replication, and progenitor cell function, there is corresponding up-regulation of transcripts derived from genes involved in differentiation in the MdP, MxP and FNP. These coordinated changes in gene expression in the three prominences are accompanied by other unique patterns of gene expression in each location that presage the distinct tissues generated by each prominence. Thus, the FNP is distinguished by the expression of genes associated with development of the olfactory placodes and neurogenesis in the olfactory epithelium. In contrast, transcripts from genes involved in vasculogenesis and muscle development are prominent in the MdP correlating with the development of the branchial arch arteries and tongue from the first arch [3], [4], [55].

Fundamental differences in gene expression between the three prominences are already apparent at E10.5, the earliest time point analyzed. Thus, early in facial development, unique molecular programs are employed in each prominence that presumably drive the different fates of these three structures. The most robust prominence-specific expression differences occur in the MdP and FNP, with a more limited number of expression profiles that are distinctive for the MxP (see Figure 22A, B). The FNP, in particular, shows the most distinctive gene expression profile with increased expression of many genes involved in transcription (e.g. *Dmrta2*, GeneID: 242620; and *Dmrt3*, GeneID: 240590), signaling (e.g. *Cxcl13*, GeneID: 55985; *Cxcr4*, GeneID: 12767; *Fezf1*, GeneID: 73191; *Irs4*, GeneID: 16370; and *S100a6*, GeneID: 20200) and also retinoid metabolism (*Aldh1a3*, GeneID: 56847). Conversely, compared with the other prominences, the FNP has reduced RNA levels for several transcription factors (e.g. *Barx1* GeneID: 12022; and V*gll2*, GeneID: 215031) as well as *Frzb* (GeneID: 20378), *Lrba* and *Gap43* (GeneID: 14432). 

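Fezf1 (GeneID: 73191, chromosome 6 from 23245044 to 23250936), a factor of olfactory sensory neurons, was 519 ± 62.8 in FNP at E10.5, 60.9 ± 27.3 in MdP and 65.0 ± 29.9 in MxP (SD, n = 7), and lower than in FNP at -3.17 (standard error 0.33, adjusted p = 2.1e-13) in MdP and -3.13 (standard error 0.33, adjusted p = 6.9e-13) in MxP. Dmrta2 was lower at -3.85 (standard error 0.26, adjusted p = 5.6e-23) and -2.90 (standard error 0.26, adjusted p = 6.5e-16), Dmrt3 at -2.35 (standard error 0.22, adjusted p = 3.0e-15) and -2.22 (standard error 0.22, adjusted p = 9.0e-14), and Irs4 at -2.66 (standard error 0.24, adjusted p = 2.9e-16) and -2.12 (standard error 0.24, adjusted p = 1.5e-11). The chemokine receptor gene Cxcr4 was lower at -2.00 (standard error 0.14, adjusted p = 2.1e-22) and -1.46 (standard error 0.14, adjusted p = 9.9e-15), and S100a6 at -1.08 (standard error 0.16, adjusted p = 4.5e-08) and -1.38 (standard error 0.16, adjusted p = 1.6e-11). MxP was lower than FNP for Aldh1a3, at -3.02 (standard error 0.35, adjusted p = 2.7e-11), and higher than MdP, at -5.63 (standard error 0.35, adjusted p = 3.8e-25; -3.03 with 32 added) for MdP minus MxP. By E12.5 the differences in Irs4 and S100a6 between MdP and FNP, -0.32 and -0.24, did not pass (adjusted p = 0.64 and 0.56).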

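Barx1 (GeneID: 12022, chromosome 13 from 48663036 to 48666507), a gene of oral mesenchyme and teeth, was 2853 ± 1221 in MdP, 2959.5 ± 812 in MxP and 228 ± 67.4 in FNP at E10.5 (SD, n = 7). MdP exceeded FNP by 3.56 (standard error 0.24, adjusted p = 7.1e-23) and MxP by 3.71 for MxP minus FNP, and Vgll2 gave 2.50 (standard error 0.19, adjusted p = 6.1e-21) and 2.62 (standard error 0.19, adjusted p = 1.0e-21). Gap43 was higher than in FNP by 1.56 (standard error 0.11, adjusted p = 8.4e-23) and 1.49 (standard error 0.11, adjusted p = 2.7e-21) at E10.5, and by E12.5 MdP was lower than MxP, at -1.11 (standard error 0.11, adjusted p = 4.1e-14). Frzb, an antagonist of WNT, was higher in MdP than in FNP by 1.03 (standard error 0.11, adjusted p = 1.6e-13) and, under 2-fold, in MxP by 0.91 (standard error 0.11, adjusted p = 4.5e-11).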

The MdP and MxP also have a unique arrangement of genes that are either expressed at higher or lower levels in either of these individual prominences. We note that another group of genes exhibit a unique level of expression in each of the prominences, possibly reflecting a spatial code of graded expression that helps to impart identity (Figure 22C).

**Figure 22:**
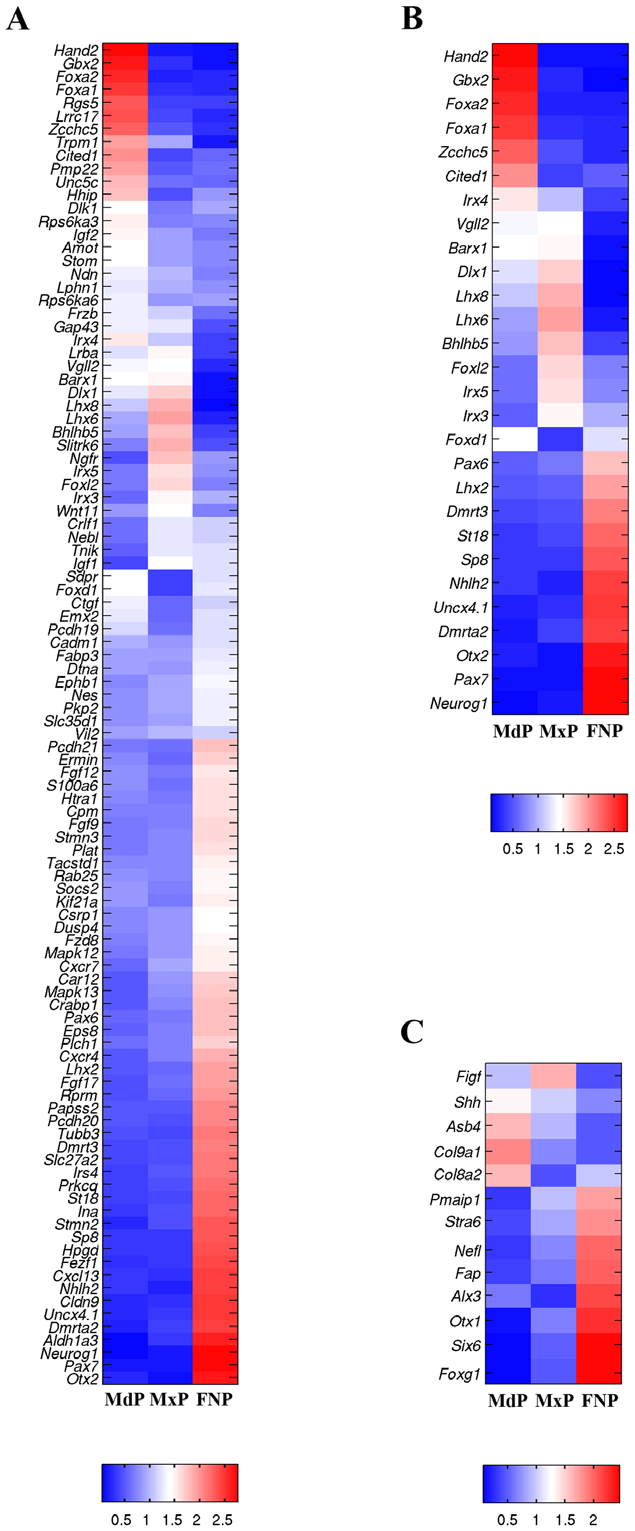
Significant expression differences exist among the facial prominences at E10.5. Heatmaps of (A) genes showing ∼2-fold or greater differences in expression in the three prominences at E10.5; (B) the transcription factors within this dataset; (C) genes showing graded expression in the three prominences. The genes analyzed are shown on the left and the prominences at the bottom. For each gene, the data was first averaged over all seven replicates at E10.5 for each probe set on the array and then averaged across all probe sets representing the gene, where probe sets called ‘Absent’ across all 105 arrays were previously discarded. The red-blue color of the heatmap indicates the range of the resulting data for each gene, scaled relative to the mean of the three values at E10.5 in the three prominences.

Overall, genes encoding transcription factors and molecules involved in signal transduction figure heavily in prominence-specific differences at the onset of facial outgrowth. Considered together, the combinatorial repertoire of transcription factors present in each prominence by E10.5 will certainly generate unique and highly specific patterns of gene expression. Moreover, each prominence is primed to express different signal transduction components and will therefore respond differently to any available signaling molecules. Together, these differences undoubtedly provide the basis for the elaboration of individual FNP, MxP, and MdP identities as development proceeds. Given that fundamental differences in gene expression in these prominences are already apparent by E10.5, it will be important to extend these studies to even earlier time points to determine when specific patterns are established. However, the extremely small size of tissue samples that can be prepared from the FNP and MxP prior to E10.5 would provide lower quality bioinformatic information than presented in the current analysis.

The data we have obtained can be employed to predict and interpret regulatory networks, nodal points, and gene interactions shaping the mammalian face [55], [73]. One unexpected finding from our analyses was that several genes expressed in the developing face are organized into bidirectional transcription units (Figure S10). Such paired genes have similar expression patterns, presumably due to the presence of shared *cis*-regulatory sequences. 

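For 2610017I09Rik and Pou3f3 the result depends on the probe set. With the other Pou3f3 probe set r was 0.696 in MdP, 0.0939 in MxP and 0.375 in FNP on log2 Signals, and 0.386, -0.347 and -0.406 as deviations from the mean of each time point. Among arrays of 1 age, r with that probe set was thus below 0 in MxP and FNP.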

Recently, a bidirectional transcription unit was noted for another gene-pair expressed in the face, *Foxl2* and *E330015D05* (GenBank gi: 74228500), as well as for one of the pairs we describe *Pou3f3* and *2610017I09Rik* [74]. In all these instances the gene pairs are unrelated at the sequence level and are transcribed divergently. Nevertheless, the close linkage of two genes expressed in similar domains during facial development is reminiscent of the paired, although convergently transcribed, *Dlx1/2*, *Dlx3/4*, and *Dlx5/6* genes [26]. These new findings raise the possibility that such paired and/or bidirectional transcription units may be a more common feature of gene expression in the face than was previously appreciated. At present, the functional consequence of this arrangement for many of these gene-pairs remains unclear, but the possibility that targeted mutation of one gene could affect expression or function of the other partner in the transcription unit should be considered.

Recent studies have revealed links between facial morphology and the action of multiple signal transduction pathways including those involving Calcium ion, Fgf, Shh, BMP, and Wnt signals [2], [75]. Mining this large expression dataset should assist in identifying associated components of these signaling pathways that function in orofacial formation. On one level, individual genes can be prioritized for analysis by gene knockdown in animal model systems, but we also hope that the dataset can be utilized to revisit previously generated gene knockouts in mice to screen for subtle defects in orofacial formation and function that may not have been recorded. Further, the available information may help to predict combinations of genes that need to be targeted simultaneously to impact orofacial development due to redundancy. Conversely, it may be possible to generate homeotic transformations by altering key gene expression patterns in one prominence to match a different facial region. In a wider context, the data can also be utilized in conjunction with microarray analyses performed on orofacial development in other species, particularly human and chick, to study species-specific differences in gene expression that may underlie variation in vertebrate facial morphology [76], [77]. Finally, the information we have obtained can also be utilized as a baseline dataset that can be employed to identify gene expression differences that occur in various mouse models of orofacial clefting or other types of craniofacial dysmorphology.

## Supporting Information

Figure S1 Assessment of RNA quality prior to microarray analysis. A representative RT-PCR analysis on RNA isolated from the FNP and MxP for four genes expected to be expressed in the facial prominences (Tcfap2a, Bmp2, Dlx2, and Gsc). The sizes of the expected products are shown next to the gene name. Zic3 is expressed in forebrain tissue and its absence from the facial prominence RNA samples following RT-PCR and gel electrophoresis was indicative of lack of contamination by CNS tissue. The intact mouse head sample serves as a positive control for all RT-PCR reactions. MKS, DNA ladder size markers.
(1.31 MB TIF)

Figure S2 Spatial and Temporal Specific Gene Expression Differences in the Developing Facial Prominences. A. A bar graph illustrating the number of probes showing significant differences between the two prominences indicated at a given time point assessed using limma based on a 1% false discovery rate and a 2-fold expression difference. B. Bar graph showing the number of probe sets showing a significant increase or decrease between adjacent time points within a particular prominence using the same statistical criteria employed in A.
(0.56 MB TIF)

Figure S3 Analysis of Signal values among replicates. A–B. Boxplot of logarithm of mean and standard deviation of the Signal values among seven replicates. The horizontal axis shows the sample index 1–15 corresponding to time points E10.5 to E12.5 in MdP (1–5), MxP (6–10) and FNP (11–15) respectively. Boxes have lines at the lower quartile, median and upper quartile values while whiskers extending from the box show the remaining data range. The consistency of box size and median level across all boxes shows reproducibility among replicates in all prominences and at all time points. C–D. Worst (C) and best (D) replication among a pair of replicates. Each dot represents the Signal value for a probe. The identity of the sample is given along the axes and coefficient r measures linear correlation. The wide and slim spread of points in each plot demonstrates high and low quality replication, respectively.
(0.37 MB TIF)

Figure S4 Heatmap of collagen and collagen processing enzyme gene expression. The genes analyzed are shown on the left, the prominences at the top, the time points at the bottom and the class of profile at the right. The grey line marks the separation of up-regulated collagen genes from processing enzymes. Data for a given gene is the average of data for all probe sets representing that gene (first averaged within the seven biological replicates per time point) and then the resulting vector is scaled to have a mean of zero and a magnitude of one. Blue and red indicate low and high expression levels, respectively.
(0.87 MB TIF)

Figure S5 Heatmap of extracellular matrix component gene expression. The genes analyzed are shown on the left, the prominences at the top, the time points at the bottom and the class of profile at the right. Data for a given gene is the average of data for all probe sets representing that gene (first averaged within the seven biological replicates per time point) and then the resulting vector is scaled to have a mean of zero and a magnitude of one. Blue and red indicate low and high expression levels, respectively. VAR, variable profile but still coordinately regulated.
(1.04 MB TIF)

Figure S6 Heatmap of transcription factors coordinately regulated in all prominences. The genes analyzed are shown on the left, the prominences at the top, the time points at the bottom and the class of profile at the right. Data for a given gene is the average of data for all probe sets representing that gene (first averaged within the seven biological replicates per time point) and then the resulting vector is scaled to have a mean of zero and a magnitude of one. Blue and red indicate low and high expression levels, respectively. VAR, variable profile but still coordinately regulated.
(0.59 MB TIF)

Figure S7 Heatmap of transcription factors highly expressed in a single prominence. The genes analyzed are shown on the left, the prominences at the top, the time points at the bottom and the class of profile at the right. Data for a given gene is the average of data for all probe sets representing that gene (first averaged within the seven biological replicates per time point) and then the resulting vector is scaled to have a mean of zero and a magnitude of one. Blue and red indicate low and high expression levels, respectively. HIGH, expression is generally higher throughout the time course than in the other prominences, although not necessarily increasing or decreasing.
(3.14 MB TIF)

Figure S8 Heatmap of transcription factors highly expressed in two of the three prominences. The genes analyzed are shown on the left, the prominences at the top, the time points at the bottom and the class of profile at the right. Data for a given gene is the average of data for all probe sets representing that gene (first averaged within the seven biological replicates per time point) and then the resulting vector is scaled to have a mean of zero and a magnitude of one. Blue and red indicate low and high expression levels, respectively. HIGH, expression is generally higher throughout the time course in two of the three prominences, although not necessarily increasing or decreasing.
(2.68 MB TIF)

Figure S9 (A). Biological verification of the dataset using the novel genes associated with orofacial expression as well as the previously characterized linked genes. Raw data for the genes and associated probe sets (left) indicated at the five time points in the three prominences. (B). Corresponding heatmap showing the expression data for each probe scaled such that the vector of log2 expression values for a probe (averaged among replicate samples per time point) has a mean of zero and a magnitude of one. Red and blue indicate high and low expression, respectively.
(1.16 MB TIF)

Figure S10 Bidirectional transcription units associated with orofacial gene expression. The analysis of novel genes associated with expression in the facial prominences indicated that at least three mouse genes displaying similar expression patterns to known genes were also closely linked to them in the mouse genome and transcribed in the opposite direction. These finding suggest that they share common cis-acting sequences responsible for their similar patterns of gene expression. The distances between the pairs 2610017I09Rik and Pou3f3, AI606473 and Lhx8, and AV026068 and Hand2 are approximately 2.3 kb, 260 bp and 60–220 bp respectively. A bidirectional arrangement of these gene pairs is also conserved in the human genome (human cDNA or gene names are shown in blue), with the following caveats. The AK096498 (Homo sapiens cDNA FLJ39179 fis, clone OCBBF2004147) mRNA initiates ∼4 kb upstream of POU3F3, but other spliced transcripts from this locus begin only ∼2.3 kb upstream. The human RefSeq for LHX8 contains two upstream exons that are not present in the mouse RefSeq. The opposite strand transcript from AK055631 would therefore initiate from within the second intron of LHX8. However, we suspect (based on a protein sequence comparison between mammalian species) that the human RefSeq may have been derived from an atypical transcript and that the arrangement we have noted in the mouse may also hold in the human genome. Information was obtained from NCBI (http://www.ncbi.nlm.nih.gov/) and the UCSC genome browser (http://genome.ucsc.edu/) using the Mouse July 2007 (mm9) Assembly and the Human Feb. 2009 (hg19) Assembly.
(0.03 MB DOC)

Table S1 Gene specific PCR primer sequences and PCR product sizes.
(0.26 MB DOC)

Table S2 Trajectory Clustering Analysis. Trajectory clustering was applied using the limma-derived p-values with fdr = 0.01. Each line lists a specific over-represented GO Biological Process, Molecular Function, or InterPro term and the trajectory clusters within each prominence in which that term was over-represented. The trajectory profile is given as a sequence of ‘\’ for Decrease, ‘-’for Flat, and ‘/’ for Increase between consecutive time points. The prominence is specified as mandibular (MdP), maxillary (MxP) and frontonasal (FNP). Over-representation was tested using the binomial distribution, applying the Benjamini and Hochberg (6) false discovery rate multiple comparison correction at a cutoff of 0.05.
(0.06 MB XLS)

Table S3 Functional Category Analysis A–D. Details of Functional Category Analysis for Predominantly Decreasing Trajectories (With 2-Fold Change Requirement). Using the Trajectory Clustering Algorithm with limma-derived p-values and an fdr of 0.01 (2-fold change requirement), the combined set of all MGI identifiers represented by probes in clusters with at least two decreases and no increases was tested for over-representation of annotations. For each term, values used in calculating the binomial distribution are given as follows for each of the three prominences (P for mandibular (MdP), X for maxillary (MxP) and N for frontonasal (FNP)): H - whether the category was called significant at the (unadjusted) 0.05 level with the binomial distribution, N - number of MGI identifiers annotated to any category over the set of all MGI identifiers, M - number of MGI identifiers annotated to the given category, K - number of MGI identifiers tested in the list, and x - number of MGI identifiers in the list annotated to the given category. Annotations for (A) GO Biological Process (GOBP); (B) GO Molecular Function (GOMF); (C) InterPro; and (D) KEGG. E–J. Details of Functional Category Analysis for Predominantly Decreasing Trajectories (No Fold Change Requirement). Using the Trajectory Clustering Algorithm with limma-derived p-values and an fdr of 0.01 (no fold change requirement), the combined set of all MGI identifiers represented by probes in clusters with at least two decreases and no increases was tested for over-representation of annotations. For each term, values used in calculating the binomial distribution are given as follows for each of the three prominences (P for mandibular (MdP), X for maxillary (MxP) and N for frontonasal (FNP)): H - whether the category was called significant at the (unadjusted) 0.05 level with the binomial distribution, N - number of MGI identifiers annotated to any category over the set of all MGI identifiers, M - number of MGI identifiers annotated to the given category, K - number of MGI identifiers tested in the list, and x - number of MGI identifiers in the list annotated to the given category. Annotations for (E) GO Biological Process (GOBP); (F) GO Molecular Function (GOMF); (G) InterPro; (H) KEGG; and (J) MGI Phenotype. K–P. Details of Functional Category Analysis for Predominantly Increasing Trajectories (With 2-Fold Change Requirement). Using the Trajectory Clustering Algorithm with limma-derived p-values and an fdr of 0.01 (2-fold change requirement), the combined set of all MGI identifiers represented by probes in clusters with at least two increases and no decreases was tested for over-representation of annotations. For each term, values used in calculating the binomial distribution are given as follows for each of the three prominences (P for mandibular (MdP), X for maxillary (MxP) and N for frontonasal (FNP)): H - whether the category was called significant at the (unadjusted) 0.05 level with the binomial distribution, N - number of MGI identifiers annotated to any category over the set of all MGI identifiers, M - number of MGI identifiers annotated to the given category, K - number of MGI identifiers tested in the list, and x - number of MGI identifiers in the list annotated to the given category. Annotations for (K) GO Biological Process (GOBP); (L) GO Molecular Function (GOMF); (M) InterPro; (N) KEGG; and (P) MGI Phenotype. Q–U. Details of Functional Category Analysis for Predominantly Increasing Trajectories (No Fold Change Requirement). Using the Trajectory Clustering Algorithm with limma-derived p-values and an fdr of 0.01 (no fold change requirement), the combined set of all MGI identifiers represented by probes in clusters with at least two increases and no decreases was tested for over-representation of annotations. For each term, values used in calculating the binomial distribution are given as follows for each of the three prominences (P for mandibular (MdP), X for maxillary (MxP) and N for frontonasal (FNP)): H - whether the category was called significant at the (unadjusted) 0.05 level with the binomial distribution, N - number of MGI identifiers annotated to any category over the set of all MGI identifiers, M - number of MGI identifiers annotated to the given category, K - number of MGI identifiers tested in the list, and x - number of MGI identifiers in the list annotated to the given category. Annotations for (Q) GO Biological Process (GOBP); (R) GO Molecular Function (GOMF); (S) InterPro; (T) KEGG; and (U) MGI Phenotype.
(0.36 MB XLS)

Table S4 Details of Functional Category Analysis for Tissue Specific Expression (With 2-Fold Change Requirement). Over-representation of annotations was tested for MGI identifiers represented among the set of 1506 probes with at least one prominence-specific difference as determined by limma with fdr = 0.01 and requiring at least a 2-fold change. A prominence-specific subset of the 1506 probes was created from probes showing at least one increase in expression over the other two prominences for the same time point, thereby excluding a probe from a given prominence-specific list if it had the lowest expression in that prominence of the three prominence. For each term, values used in calculating the binomial distribution are given as follows for each of the three prominences (P for mandibular (MdP), X for maxillary (MxP) and N for frontonasal (FNP)): H - whether the category was called significant at the (unadjusted) 0.05 level with the binomial distribution, N - number of MGI identifiers annotated to any category over the set of all MGI identifiers, M - number of MGI identifiers annotated to the given category, K - number of MGI identifiers tested in the list, and x - number of MGI identifiers in the list annotated to the given category. Annotations for (A) GO Biological Process (GOBP); (B) GO Molecular Function (GOMF); (C) InterPro; (D) KEGG; and (E) MGI Phenotype.
(0.26 MB XLS)

# Supplementary material for: Spatial and Temporal Analysis of Gene Expression during Growth and Fusion of the Mouse Facial Prominences
**Source:** PLoS One. 2009 Dec 16;4(12):e8066. doi: 10.1371/journal.pone.0008066
**Supplement:** Figure S10 — Bidirectional transcription units associated with orofacial gene expression. The analysis of novel genes associated with expression in the facial prominences indicated that at least three mouse genes displaying similar expression patterns to known genes were also closely linked to them in the mouse genome and transcribed in the opposite direction. These finding suggest that they share common cis-acting sequences responsible for their similar patterns of gene expression. The distances between the pairs 2610017I09Rik and Pou3f3, AI606473 and Lhx8, and AV026068 and Hand2 are approximately 2.3 kb, 260 bp and 60–220 bp respectively. A bidirectional arrangement of these gene pairs is also conserved in the human genome (human cDNA or gene names are shown in blue), with the following caveats. The AK096498 (Homo sapiens cDNA FLJ39179 fis, clone OCBBF2004147) mRNA initiates ∼4 kb upstream of POU3F3, but other spliced transcripts from this locus begin only ∼2.3 kb upstream. The human RefSeq for LHX8 contains two upstream exons that are not present in the mouse RefSeq. The opposite strand transcript from AK055631 would therefore initiate from within the second intron of LHX8. However, we suspect (based on a protein sequence comparison between mammalian species) that the human RefSeq may have been derived from an atypical transcript and that the arrangement we have noted in the mouse may also hold in the human genome. Information was obtained from NCBI (http://www.ncbi.nlm.nih.gov/) and the UCSC genome browser (http://genome.ucsc.edu/) using the Mouse July 2007 (mm9) Assembly and the Human Feb. 2009 (hg19) Assembly. (0.03 MB DOC)

***Pou3f3***

***2610017I09Rik***

***(AK096498)***

**Mouse chr 1**

***Lhx8***

***AI606473***

***(AK055631)***

**Mouse chr 3**

***Hand2***

***AV026068***

***(Nbla00301)***

**Mouse chr 8**

**100bp**

# Supplementary material for: Spatial and Temporal Analysis of Gene Expression during Growth and Fusion of the Mouse Facial Prominences
**Source:** PLoS One. 2009 Dec 16;4(12):e8066. doi: 10.1371/journal.pone.0008066
**Supplement:** Table S1 — Gene specific PCR primer sequences and PCR product sizes. (0.26 MB DOC)

**Table S1. Gene Specific PCR Primer Sequences and PCR Product Sizes**

| Gene/ID | Forward Primer | Reverse Primer | Size  (bp) |
| --- | --- | --- | --- |
|  |  |  |  |
| *Bmp2* | Bmp2F:  5’-GCTCGAGGCTGTGTGTCAGCACTTGG-3’ | Bmp2R:  5’-GCTGAGCAGCCTCAACTCAAATTCG-3’ | 527 |
| *Dlx2* | Dlx2F:  5’-GCACGCGTCCTGTAGCTAGAGGCTCG-3’ | Dlx2R:  5’-GGTAGGTGATAGGGTGGAGTAGGACC-3’ | 431 |
| *Gsc* | GscF:  5’-GGTTCTGTACTGGTGTCTCCGGTGC-3’ | GscR:  5’-CGTCAGCTGTCCGAGTCCAAATCG-3’ | 408 |
| *Tcfap2a* | ap2exon5up:  5’-AGCGAAGTCTAAGAATGGAGG-3’ | ap2exon6down:  5’-GTGGCCAGGAGCATGTTTTTTCTTGC-3’ | 262 |
| *Zic3* | Zic3F:  5'-TCTAGATTCCTTACAATGTCAGT-3' | Zic3R:  5'-AAGAAGCACTTTAACCATGAG-3' | 470 |
| *1435678_at* | Da4MF3:  5’-CCTGAGTCAACATGGCCGTTC-3’ | Da4MR2:  5’-CAACTTGGAGGAAAAGTCTTGTC-3’ | 434 |
| *1446812_at* | Da6MF:  5’-GCACAGTGTCCTGAGAATCCTGGAC-3’ | Da6MR2:  5’-GGTAACACAAAGACAGACTGCATAG-3’ | 516 |
| *1452894_at*  *(Elavl4)* | Da7F:  5’-CCATGCTGAACCCACTAAGTG-3’ | Da7MR:  5’-CTAGCAAGATTAACATGAAGTC-3’ | 436 |
| *1443736_at* | Da8F  5’-GCACTGCCAAGGTGCCAGACCAG -3’ | Da8R  5’- CCTCAGCCACATAGAACTTGGAGCC-3’ | 566 |
| *1436578_at* | Da9M2F:  5’-GGAGGAATCTTGCTATTGCACGTCAG-3’ | Da9M2R:  5’-CTCTCTGCTCAAGCTGTTGCTGG-3’ | 553 |
| *1438799_at*  *(Dlx6os1)* | Da10MF:  5’-GTTGTCTGACCTCATTGGAAATC-3’ | Da10MR:  5’-CCCTTGATTTTCTAAACTCCTATC-3’ | 444 |
| *1429991_at*  *(Fezf1)* | Da11MF:  5’-CTTTAATGCGCACTATAACTTAACC-3’ | Da11MR:  5’-GCTGCTTGGCTCCCCAGTAGGAGTGC-3’ | 468 |
| *1434202_a_at*  *1434203_at* | Da12F:  5’-GGTTGTCACCTTACAGGTACATG-3’ | Da12R:  5’-GATGGAGAGCTGTTGGCACTTG-3’ | 479 |
| *1437355_at*  *(Zcchc5)* | Da13MF:  5’-GCTACGTTACAGAGGAGAGTTGGAAC-3’ | Da13MR:  5’-GGTTCATGCTCTTTGACTGCTCC-3’ | 530 |
| *1444596_at*  *(Pax7)* | Da14F:  5’-ATGTGTCAAGATACCTGTG-3’ | Da14R:  5’-ACAAGCAGCAGGTAGTTAAAG-3’ | 310 |
| *1417466_at*  *(Rgs5)* | Da21F:  5’-CCTTGAGTAAATTGCCTGAGAAAG-3’ | Da21R:  5’-CCTCATGCATTTGAAATGAAAATGC-3’ | 545 |
| *1431094_at* | Da22F:  5’-CCTAGGTCACACTTTGTGCATATG-3’ | Da22R:  5’-GAGAAGTAACAGAAGGTGCAGAATTC-3’ | 581 |
| *1436361_at (Vgll2)* | Da23F:  5’-GGTCTCAGCGTGGACTCAGGTAAGC-3’ | Da23R:  5’-CCAATATAACCAATAGGCAACC-3’ | 517 |
| *1436361_at (Vgll2*) | Da23MF:  5’-GGAGCCATGAGCTGTCTGGATGTTATG-3’ | Da23Mr:  5’-GGAGAGTAGGGGTCGGTGGCAAAGG-3’ | 539 |
| *1450346_at (Gpr50)* | Da24F:  5’-CCTGTCAATGTGCTCACTGTGTTG-3’ | Da24R:  5’-GGACAGAGGAGGCTGGCTTAGG-3’ | 520 |
| *1452473_at*  *(Prr15)* | Da25F:  5’-CCAGGTTGTTCCGACAGTGTGC-3’ | Da25R:  5’-CGACTATTGCCTGTTTTCTCCTCAC-3’ | 568 |
| *1453496_at* | Da26F:  5’-GGACTCCAGTGTAAGATGCTCTGG-3’ | Da26R:  5’-CGTCTGAGTGAGTACACTGACAC-3’ | 528 |
| *1455845_at*  *(Wscd1)* | Da27F:  5’-GCTGCTGGTCGTGCACTATGAGG-3’ | Da27R:  5’-CAAGTGGCTTAGGCACATTAAAATGG-3’ | 567 |
| *1456440_s_at*  *(St8sia6)* | Da28F:  5’-CACAGCAATTAGGAGCAACTTG-3’ | Da28R:  5’-GGAGAAATTTGACACGTGTTGG-3’ | 523 |
| *1456521_at*  *(Nr5a2)* | Da29F:  5’-GCAGAGGAGCCACAGTCCAAAGACTCG-3’ | Da29R:  5’-GTCATCAGTCAAAGCTCAGATCCAAAGC-3’ | 556 |
| *1456935_at* | Da30F:  5’-CCTCTCTGGAGTTGCGATCCTCCAGAGG-3’ | Da30R:  5’-GGTGTTCAGGCATCCACCTTCTTGG-3’ | 590 |
| *1460465_at* | Da31F:  5’-CGATTCATCTGTGATTCCAGATGG-3’ | Da31R:  5’-CCACCATGAAGGCATCATCTGCATTC-3’ | 596 |
| *1423754_at*  *(Ifitm3)* | Da41F:  5’-GCTCCATCCTTTGCCCTTCAGTGCTG-3’ | Da41R:  5’-GCAGCTGCGGAGGGTGAAGCACTTCAG-3’ | 504 |
| *1449099_at*  *(Lrba)* | Da44F:  5’-GGATACAGACAGTGGAACCAATAATCC-3’ | Da44R:  5’-GGTGCTGCTTACACAGTACCTGGTCG-3’ | 571 |

How the deposited data were processed for this re-analysis (not part of the article)

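RNA was measured on Affymetrix Mouse Genome 430 2.0 arrays, each hybridized with RNA from a pool of dissected mouse facial prominences. The paper's 105 arrays form 15 groups of 7, one for each of the mandibular (MdP), maxillary (MxP) and frontonasal (FNP) prominences at E10.5, E11.0, E11.5, E12.0 and E12.5. A further 7 arrays of MdP at E10.0, on which the paper does not report, were used only for the comparison of E10.0 with E10.5. The array holds 45,101 probe sets, of which 64 are controls. Before deposit the authors computed a Signal intensity for each probe set with the MAS5 algorithm of the Affymetrix software and scaled each array to a target intensity of 500. The deposited intensities are on a linear scale and were not log-transformed, and the version of the software is not given in the sources used here. Detection calls were not used here, so the paper's steps that rest on them were left out.

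All Signals were turned to log2. A filter modelled on the paper's kept a probe set whose Signal varied more over the 105 arrays than that of the median probe set, at p under 0.01. This left 20,244 probe sets, or 20,217 without controls. The 15 groups were fitted together with limma 3.58.1 in R 4.3.3 with no further covariate, so that all groups share one estimate of the spread, and a second fit with the E10.0 group added gave the comparison with E10.0. Contrasts were the 3 pairs of prominences at each of 5 time points, the 12 pairs of adjacent time points, E12.5 minus E10.5 in each prominence, the differences of that change between prominences, all pairs of time points within a prominence, the alternation contrast, and E10.5 minus E10.0 in MdP. P values were adjusted by the method of Benjamini and Hochberg within each contrast. A probe set passed at an adjusted p under 0.01 and at least 2-fold, or an absolute alternation of at least 0.5. A probe set higher in one prominence than in another at the same time point belongs to the group of that prominence.

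Of 45,037 probe sets other than controls, 34,945 carry one gene symbol, which was brought up to date through the Entrez identifier for 34,741 of them. A gene is described by the probe set with the highest mean log2 Signal. Of 236 genes that the paper names and that were looked up, 222 have such a probe set. The other 14 were not analysed here: Zic3, Loxl2, Gjb3, Tjp2, Trp53, Runx2, Irf6, Ncor2, Foxg1, Ascl1, Sap18, Cbx4, mir429 and AV026068. Gene positions are those of the mouse genome GRCm38. The 58 gene lists were written before the Signals were read and were tested with the camera function of limma with a preset correlation of 0.01 between genes, with an adjusted p under 0.05 over all lists of a contrast. Pearson and rank correlations of paired genes were tested with 100,000 permutations.

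The text names genes by a rule set before the data were examined. It takes each gene that the paper names with an identifier. It takes the 5 genes with the largest rise and the 5 with the largest fall in the main contrasts, among probe sets past the threshold with one symbol, a mean Signal of at least 200 in the higher group and no overlap of arrays between 2 groups. It takes up to 4 members of a gene list, the 2 most changed and the 2 with the highest Signal. Genes outside the rule were chosen after their values were seen: Cdc45, Cdh13, Cdh2, Dbp, Eya2, Mki67, Nnat, Plk1, Rps19 and Sf3a3. Hand2, the globins and the genes of the X and Y chromosomes entered through checks of single arrays, likewise after their values were seen.

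The alternatives set before the data were examined were no variance filter, the same filter on log2 Signal, quantile normalization of all arrays, 32 added to Signal before the logarithm, removal of dim probe sets (no group with a mean Signal of 200), limma-trend, the replicate number as a block, and only the compared groups in the fit. For the count of temporal changes an unadjusted p under 0.05 was also tried, for genes the mean of all their probe sets, and for gene lists an estimated correlation. The hybridization lot, as a block or by use of one lot alone, the removal of single arrays and, for a named gene with an untested probe set, its tested one were added after the data were seen. Tables were handled with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

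The fits for the change in MdP and for the alternation in FNP were tested on simulated data, drawn from the real mean and within-group SD of each probe set with known changes added. The list test, the count of splits and the permutation test of a correlation were also tested on simulated data, and the comparisons between prominences were not. Of 50 simulated 4-fold changes 48 were called, and of 50 simulated 8-fold changes 49. Of 100 simulated alternations of size 0.7 in FNP 72 were called, and 91 of 100 of size 1. None of 19,817 unchanged probe sets was called by limma for the change in MdP. The simulated noise was independent for each probe set and array. It held no spread shared by the probe sets of an array, as the real data do, so false calls from such a spread were not measured. With 7 arrays per group the precision of a Signal depends on its level. The median coefficient of variation was 0.582 in the lowest of 3 equal classes of probe sets by mean Signal, 0.290 in the middle and 0.147 in the highest.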

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

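Of the tests in this part, that of the hybridization lot for the E10.0 arrays was chosen only after the result was seen.

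Single arrays stood far from the 6 others of their group in 16 of 266 sets of 7 Signals of named genes, or 6.02%, where chance does so in about 1 in 20 groups. Of these, 3 fell on MdP E10.5 replicate 2, with Signals of 1010 for A930038C07Rik (others 1206 to 1320), 2730.3 for Chd3 (1366 to 1743) and 120.3 for Fezf1 (40.4 to 62.1). Another 2 fell on MdP E10.5 replicate 3, with 109.6 for Col1a1 (281 to 442) and 979.8 for Dnmt3b (1275 to 1497), and 2 on FNP E10.5 replicate 7, with 395.98 for Fezf1 (509.9 to 603) and 205 for Pax7 (391 to 563). A930038C07Rik was also low in MdP E11.5 replicate 3, at 557 (789 to 880.4), and in MxP E11.0 replicate 4, at 498 (1225 to 1623). Elavl4, a neuronal gene, was high in MxP E12.0 replicate 7, at 649 (148 to 249.8), and in MxP E12.5 replicate 2, at 656 (122 to 175). Low values were those of Cldn1 in MxP E12.5 replicate 7, at 58.8 (150.4 to 281), Dlx1 in FNP E10.5 replicate 6, at 17.6 (56.2 to 93.6), Fosl2 in MdP E10.5 replicate 6, at 57.4 (154 to 299), Krt7 in MxP E12.5 replicate 3, at 215 (319 to 428), and Sall4 in MxP E12.5 replicate 1, at 36.6 (78.5 to 130.2).

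Of 64 sets of array measures, 6 held such an array. MxP E11.0 replicate 4 had a mean correlation of 0.921 with its group (others 0.944 to 0.956) and a log2 ratio of 0.112 between the 3' and 5' probe sets of Gapdh (-0.285 to -0.207). FNP E11.0 replicate 6 had a mean correlation of 0.903 (0.940 to 0.954), and MxP E10.5 replicate 7 a median Signal of 106 (147 to 180.4). The log2 ratio of the 3' and 5' probe sets of actin was 0.315 in MxP E10.5 replicate 5 (0.0249 to 0.148) and 0.0273 in FNP E12.5 replicate 5 (0.122 to 0.143). What set these arrays apart was not tested.

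The change from E10.5 to E12.5 differed between prominences by a test of that difference, at an adjusted p under 0.01 and at least 2-fold, for 249 probe sets between MdP and MxP, 401 between MdP and FNP and 224 between MxP and FNP. Among 100 splits of the same arrays these counts were reached 1, 1 and 3 times, the real split included, and the highest of the other splits gave 116, 197 and 234. Chance is unlikely for MdP against MxP and MdP against FNP. For MxP against FNP another split exceeded the real count, so chance is not excluded. Among the genes whose difference is given in the text, 48 values passed in the same way. For MdP minus MxP the values were 2.19 for Acta2, 3.55 for Actc1, 2.15 for Adamts15, 3.57 for Agtr2, 2.35 for Cdh15, 1.67 for Col13a1, 2.85 for Col9a2, 1.81 for Gatm, 2.13 for Myod1, 3.39 for Myog, 1.15 for Pmaip1, 4.75 for Thbs4 and 1.33 for 2610017I09Rik. Negative were -1.07 for Gli1, -2.41 for Hhip, -1.12 for Ptch1, -1.38 for Gjb2, -2.03 for Irx4, -1.75 for Pcdh19, -3.31 for Rgs5 and -1.43 for Smoc1. For MdP minus FNP they were 5.96 for Actc1, 2.08 for Adamts15, 4.23 for Agtr2, 1.68 for Car3, 2.85 for Cdh15, 1.64 for Col13a1, 1.37 for Col1a2, 3.67 for Gatm, 1.49 for Htra1, 1.29 for Pla2g16, 2.81 for Sox8 and 6.64 for Thbs4, with -2.63 for Col9a1, -2.49 for Irx4, -1.02 for Krt18, -1.09 for Pcdh19, -3.36 for Rgs5 and -1.50 for Smoc1. For MxP minus FNP they were 1.64 for Htra1, 2.66 for Krt15 and 3.78 for Tnn, with -4.14 for Cnmd, -1.81 for Col2a1, -3.02 for Col9a1, -3.43 for Col9a2, -1.36 for Krt18 and -1.19 for Krt8.

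The 7 arrays of MdP at E10.0, on which the paper does not report, differed from E10.5 in 2400 probe sets that were higher at E10.5 and 96 that were lower. Among 100 splits of these arrays only the real one reached the total of 2496, so chance is unlikely, and the highest of the other splits gave 1775. Of these probe sets 52.2% kept their sign from E11.0 to E12.5 in MdP, where under 60% was set beforehand as the bound against a plain continuation of the later course. Of the calls under quantile normalization 38.5% kept it. Neither share can decide on a continuation: 5 of the 7 MdP arrays at E11.0 are of the second lot and all at E12.5 of the first, so the later signs carry the lot. A difference of background or scaling is a candidate explanation that stays open: with quantile normalization 39.6% of the calls were kept and 907 probe sets were higher and 277 lower. The hybridization controls cannot be told apart from age here, as 0 of the E10.0 arrays share a lot with an array of E10.5, and a biological difference of this early time point was not tested beyond this.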

How the results depend on the processing

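The settings with the hybridization lot, as a block or by use of one lot alone, those without single arrays and that with the tested probe set of a gene were tests chosen only after the result was seen.

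Each alternative changed one choice and kept the rest. Of 4,835 comparisons of a single gene, 4,605 kept their direction and their side of the threshold, 128 no longer passed, 57 newly passed, 5 untested values moved by over 1 SD and 40 changed sign, of which 0 had passed with limma. Of 740 comparisons of a gene list, 664 kept both, 51 no longer passed, 12 newly passed and 13 changed direction, of which 0 had passed with camera. Of 771 comparisons of a count or a summary value, 655 stayed within 3/2 times the value reported or within 1 SD. In this part the first value in brackets is the value reported and the second that under the alternative, and counts are of probe sets or gene lists past the threshold.

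Without the variance filter more probe sets were tested, which raised FNP E12.5 minus E10.5 lower (272 to 416), MdP E10.5 minus E10.0 higher (2400 to 9812), MdP E10.5 minus E10.0 lower (96 to 290), MdP E12.5 minus E10.5 lower (280 to 439), MdP alternation higher (12 to 20), MdP alternation lower (52 to 175), any temporal change in FNP (2801 to 4516), any temporal change in MdP (2870 to 4862), any temporal change in MxP (3066 to 5019), any temporal change in at least 1 prominence (4284 to 8131) and probe sets in the FNP group (743 to 1145). With the same filter on log2 Signal other probe sets were tested, and the counts became FNP E11.5 minus E11.0 (241 to 143), FNP E12.5 minus E10.5 lower (272 to 158), FNP E12.5 minus E12.0 (281 to 161), FNP alternation higher (32 to 0), FNP alternation lower (77 to 0), MdP E10.5 minus E10.0 higher (2400 to 5723), MdP E10.5 minus E10.0 lower (96 to 194), MdP E12.5 minus E12.0 (189 to 115), MdP alternation higher (12 to 3), MxP E11.0 minus E10.5 (61 to 32), MxP E12.5 minus E10.5 lower (298 to 182), MxP E12.5 minus E12.0 (202 to 131), MxP alternation higher (50 to 2), MxP alternation lower (244 to 8), change in MdP minus change in MxP (249 to 131) and change in MxP minus change in FNP (224 to 130). Beyond the change of probe sets tested, the cause was not tested.

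Quantile normalization changed the counts of probe sets for FNP E11.5 minus E11.0 (241 to 141), FNP E12.5 minus E10.5 lower (272 to 460), FNP alternation lower (77 to 22), MdP E10.5 minus E10.0 higher (2400 to 907), MdP E10.5 minus E10.0 lower (96 to 277), MdP E11.5 minus E11.0 (202 to 128), MdP E12.5 minus E10.5 lower (280 to 449), MdP alternation higher (12 to 23), MdP alternation lower (52 to 26), MxP E12.5 minus E10.5 lower (298 to 514) and MxP alternation lower (244 to 129). It changed the counts of gene lists for FNP alternation lower (3 to 6), MdP E10.5 minus E10.0 higher (11 to 5), MdP E10.5 minus E10.0 lower (14 to 6), MdP alternation higher (9 to 3), MdP minus MxP at E10.5 higher (5 to 3), MxP alternation lower (5 to 8) and MxP minus FNP at E10.5 higher (2 to 1). Among named genes it reversed Adamts15, FNP E12.5 minus E10.5 (0.05 to -0.19), Cbx1, MdP E12.5 minus E10.5 (-0.12 to 0.0154), Cbx1, MxP E12.5 minus E10.5 (-0.02 to 0.11), Ctnna1, MxP E12.5 minus E10.5 (-0.15 to 0.0190), Dbp, FNP alternation (-0.02 to 0.10), Dbp, MdP alternation (-0.0023 to 0.12), Dbp, MxP alternation (-0.05 to 0.0658), Dlx5, MdP minus FNP at E12.5 (-0.01 to 0.00934), Elavl4, MxP E12.5 minus E10.5 (0.03 to -0.10), Fosl2, MdP E12.5 minus E10.5 (0.20 to -0.0374), Itga8, FNP E12.5 minus E10.5 (0.05 to -0.0152), Krt7, MxP E12.5 minus E10.5 (0.14 to -0.0671), Pcdh19, MdP E12.5 minus E10.5 (0.02 to -0.11), Per1, MdP alternation (-0.04 to 0.0237) and Tjp1, FNP E12.5 minus E10.5 (-0.07 to 0.0218). Among gene lists it reversed FGF ligands, MdP minus FNP at E12.5 (adjusted p 0.90 to 0.98), circadian clock, FNP alternation (adjusted p 0.52 to 0.97), circadian clock, MdP alternation (adjusted p 0.88 to 0.58), circadian clock, MxP alternation (adjusted p 0.74 to 0.80), histone deacetylases and corepressors, MdP E12.5 minus E10.5 (adjusted p 0.72 to 0.89), histone deacetylases and corepressors, MxP E12.5 minus E10.5 (adjusted p 0.92 to 0.70) and polycomb group, MdP E12.5 minus E10.5 (adjusted p 0.99 to 0.68). With 32 added to Signal, the counts fell for FNP E11.0 minus E10.5 (55 to 28), FNP E11.5 minus E11.0 (241 to 152), MdP E11.0 minus E10.5 (206 to 113) and MxP E11.0 minus E10.5 (61 to 36). The cause was not tested.

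With only the compared groups in the fit, which leaves fewer arrays to estimate the spread, the counts fell for FNP E11.0 minus E10.5 (55 to 4), FNP E11.5 minus E11.0 (241 to 103), FNP alternation lower (77 to 49), MdP E11.0 minus E10.5 (206 to 45), MdP E11.5 minus E11.0 (202 to 123), MdP alternation higher (12 to 2), MdP alternation lower (52 to 5), MdP minus MxP at E10.5 (166 to 105), MxP E11.0 minus E10.5 (61 to 12), MxP E12.0 minus E11.5 (72 to 39), MxP E12.5 minus E12.0 (202 to 112), MxP alternation higher (50 to 29) and change in MdP minus change in MxP (249 to 161). Fewer arrays did not lower every count: MdP E12.5 minus E12.0 went from 189 to 211 and FNP E12.5 minus E12.0 from 281 to 293. The cause was not tested. The coefficient of variation among replicates moved from 0.300 to 0.180 without dim probe sets and to 0.176 among probe sets kept by the variance filter. The first of these leaves out dim probe sets by construction.

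With the mean of all probe sets of a gene, counts of gene lists changed for MdP alternation lower (0 to 2), MdP minus MxP at E10.5 lower (3 to 6) and MxP minus FNP at E10.5 higher (2 to 1). Among named genes it reversed Car3, MxP E12.5 minus E10.5 (-0.01 to 0.17), Cgn, MdP minus FNP at E12.5 (-0.52 to 0.20), Chd8, MxP E12.5 minus E10.5 (-0.12 to 0.36), Dbp, FNP alternation (-0.02 to 0.0379), Dbp, MdP alternation (-0.0023 to 0.0650), Dbp, MxP alternation (-0.05 to 0.0411), Dnmt3a, FNP E12.5 minus E10.5 (-9.6e-04 to 0.95), Dnmt3a, MdP E12.5 minus E10.5 (-0.29 to 0.67), Dnmt3a, MxP E12.5 minus E10.5 (-0.11 to 0.84), E2f5, FNP E12.5 minus E10.5 (0.21 to -0.74), Fosl2, FNP E12.5 minus E10.5 (-0.07 to 1.51), Gas1, MxP E12.5 minus E10.5 (0.33 to -0.0379), Itga8, FNP E12.5 minus E10.5 (0.05 to -0.0286), Itgb5, MxP minus FNP at E12.5 (0.06 to -0.0425), Loxl1, MdP minus FNP at E12.5 (0.15 to -0.17), Lrba, MdP minus FNP at E12.5 (0.42 to -0.0534), Pcdh19, MdP E12.5 minus E10.5 (0.02 to -0.21), Pvrl1, MdP E12.5 minus E10.5 (-0.07 to 0.14) and Reln, MxP E12.5 minus E10.5 (0.53 to -0.79). It also reversed histone deacetylases and corepressors, MdP E12.5 minus E10.5 (adjusted p 0.72 to 0.85), histone deacetylases and corepressors, MxP E12.5 minus E10.5 (adjusted p 0.92 to 0.60) and polycomb group, MdP E12.5 minus E10.5 (adjusted p 0.99 to 0.47). With another probe set of Pou3f3 or 2610017I09Rik, their correlation in FNP, deviation from the group mean (0.0663 to -0.406), correlation in FNP, log2 Signal (0.664 to 0.375), correlation in MdP, deviation from the group mean (0.608 to 0.386), correlation in MdP, log2 Signal (0.931 to 0.696) and correlation in MxP, log2 Signal (0.415 to 0.0939) changed. The cause was not tested.

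For Cldn1, Fosl2, Prr15 and Tcf21 the probe set with the highest mean Signal was untested and another was tested. With the tested one, of 8 comparisons 6 newly passed, 0 moved by over 1 SD without passing, 1 stayed within it and 1 changed sign, Fosl2, FNP E12.5 minus E10.5 (-0.07 to 3.08). The cause was not tested.

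An estimated correlation between genes, in place of the preset 0.01, left fewer gene lists: FNP E12.5 minus E10.5 higher (18 to 11), FNP alternation higher (8 to 0), FNP alternation lower (3 to 1), MdP E10.5 minus E10.0 higher (11 to 0), MdP E10.5 minus E10.0 lower (14 to 0), MdP E12.5 minus E10.5 higher (22 to 13), MdP alternation higher (9 to 0), MdP minus FNP at E10.5 higher (4 to 2), MdP minus FNP at E10.5 lower (7 to 4), MdP minus FNP at E12.5 higher (12 to 4), MdP minus FNP at E12.5 lower (10 to 6), MdP minus MxP at E10.5 higher (5 to 2), MdP minus MxP at E10.5 lower (3 to 1), MdP minus MxP at E12.5 higher (7 to 4), MdP minus MxP at E12.5 lower (7 to 2), MxP alternation higher (10 to 0), MxP alternation lower (5 to 0), MxP minus FNP at E10.5 higher (2 to 0), MxP minus FNP at E10.5 lower (9 to 3), MxP minus FNP at E12.5 higher (10 to 2) and MxP minus FNP at E12.5 lower (12 to 4). A higher correlation widens the test by construction. Of 185 comparisons, 39 of named lists no longer passed.

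With the hybridization lot as a block, the counts changed for FNP E11.0 minus E10.5 (55 to 104), FNP E11.5 minus E11.0 (241 to 72), FNP E12.5 minus E12.0 (281 to 61), FNP alternation higher (32 to 0), FNP alternation lower (77 to 0), MdP E11.0 minus E10.5 (206 to 465), MdP E11.5 minus E11.0 (202 to 91), MdP E12.5 minus E12.0 (189 to 76), MdP alternation higher (12 to 0), MdP alternation lower (52 to 0), MxP E11.0 minus E10.5 (61 to 92), MxP E11.5 minus E11.0 (562 to 305), MxP E12.5 minus E12.0 (202 to 78), MxP alternation higher (50 to 2) and MxP alternation lower (244 to 4), and those of gene lists for MdP alternation lower (0 to 2) and MxP alternation lower (5 to 1). It reversed Dbp, FNP alternation (-0.02 to 0.18), Dbp, MdP alternation (-0.0023 to 0.20), Dbp, MxP alternation (-0.05 to 0.14), Dnmt3a, FNP E12.5 minus E10.5 (-9.6e-04 to 0.0106) and Per1, FNP alternation (0.05 to -0.0657), and the lists circadian clock, MdP alternation (adjusted p 0.88 to 0.91), circadian clock, MxP alternation (adjusted p 0.74 to 0.84) and polycomb group, MdP E12.5 minus E10.5 (adjusted p 0.99 to 0.97). The cause was not tested. Within one lot none of 28 counts moved by over 3/2 times.

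With the replicate block, the counts rose for FNP alternation lower (77 to 124), MdP alternation higher (12 to 24) and MdP alternation lower (52 to 149), and 7 named genes newly passed. It changed no other call of a named gene, and the cause was not tested. Over 105 pairs of arrays with the same number and time point in 2 prominences, the median correlation of deviations from the group mean was 0.248 (-0.476 to 0.676), against -0.0364 over 630 pairs with other numbers. Of the pairs with the same number 74 were over 0.1, not all, so the numbers were not taken to pair the samples. This rule is not a test, and a pairing by number stays open. As a hint of it from the data alone, 52 of 105 arrays correlated best with their own number, with 7 numbers to choose from. At E12.5 Xist in replicate 6 was at most 0.0274 of the median of the other replicates in each prominence. Uty and Eif2s3y were lowest in replicate 7 in each. These values go with shared embryos for these 2 numbers. In replicate 4 Uty was 37.3 in MxP against 190 and 224 in MdP and FNP, which goes against it there. The main tests between prominences treat the arrays as unpaired.

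Without FNP E11.0 replicate 6, whose absence leaves 6 arrays in its group, counts rose for FNP alternation higher (32 to 56) and FNP alternation lower (77 to 156). Without replicates 5 and 6 at E12.5 the count fell for MxP E12.5 minus E12.0 (202 to 132). Without FNP E11.5 replicate 1, the alternation of FNP gave 42 higher and 66 lower. With that array left out, with limma-trend and with an unadjusted p for temporal changes no count moved by over 3/2 times. The causes were not tested.

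Signal over background limits what could be seen. The median coefficient of variation among replicates was 0.582 in the lowest of 3 equal classes of probe sets by mean Signal, 0.290 in the middle and 0.147 in the highest, so small changes of dim probe sets are the hardest to call. The main axis of the spread within groups held 42.9% of the variance at E10.5 and 34.6% at E12.5, and correlated with the median Signal of the array with r of 0.906 and 0.958 (n = 21 each). At E11.0, E11.5 and E12.0 the correlations were 0.508, 0.775 and 0.673.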

Differences from the paper's values

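Of 102 values that the paper states and that were also computed here, 84 do not differ by the rule used and 18 do. A value differs when the 2 lie further apart than the SD of the arrays and one is more than 1.5 times the other. All numbers of probe sets that the paper states at its own thresholds lie within this limit, among them 1,479 probe sets that differ between prominences, against the paper's 1,506. The paper gives its folds as ranges or rounded values, and the end of a range nearest to the value found here is the one compared. For the genes below the alternatives set before the data were examined are 32 added to Signal, quantile normalization, the replicate number as a block and the mean of all probe sets of a gene.

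For Krt8 and Krt18 the paper gives a fall of 3 to 4-fold over the time course, and it also describes a slower change of keratins in FNP. In FNP the fall found here was 1.52-fold for Krt8 and 1.60-fold for Krt18, and both differ under each of the 4 alternatives. In MdP and MxP neither gene differs, with a fold of 3.23 and 4.10 for Krt18.

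For Sall4 the paper gives a fall of about 5-fold, and here it was 41.1-fold in MdP, 15.1-fold in MxP and 17.6-fold in FNP. Only the mean of all probe sets has a value that does not differ, 9.06 in MxP, and it still differs in MdP and FNP. The other 3 alternatives differ throughout. For Zbtb16 in MdP, where the paper has the same 5-fold, the fall was 2.60-fold, and it differs under all 4 alternatives, while MxP and FNP do not differ in the main setting.

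For Fosl2 the paper gives a rise of 5 to 15-fold. Here the fold was 1.15 in MdP, 1.49 in MxP and 0.955 in FNP. With the mean of all probe sets it was 3.64 in MdP and 5.13 in MxP, which do not differ, and 2.84 in FNP, which does, and the other 3 alternatives differ. On the tested probe set of Fosl2, an alternative chosen after the values were seen, it rose 11.5-fold in MdP, 17.7-fold in MxP and 8.44-fold in FNP. These do not differ, and no gene of the paper is dropped, since only genes with an untested probe set change. For Sp7, in the same statement with the paper's 5 to 15-fold, the fold was 1.99 in MdP, 2.03 in MxP and 2.19 in FNP, and it differs under all 4.

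For the NFI family the paper gives rises of 10 to 50-fold. Nfib rose 4.22-fold in MdP, 5.21-fold in MxP and 3.52-fold in FNP. With the mean of all probe sets it rose 7.43-fold in MdP and 8.99-fold in MxP, which do not differ, and 5.91-fold in FNP, which does, and the other 3 alternatives differ. Under that same alternative Nfia and Nfic in MxP, which otherwise do not differ, come to 3.61 and 4.34. Nfix does not differ: it rose 175-fold in MdP, 85.0-fold in MxP and 146-fold in FNP, from Signals at E10.5 that were not told apart from background, and with 32 added 42.2, 28.9 and 30.2-fold. For Phf21a the paper gives a rise of 2-fold, and here it was 1.20 in MdP, 1.18 in MxP and 1.24 in FNP. With the mean of all probe sets it was 1.76, 1.58 and 1.69, which do not differ, and the other 3 alternatives differ.

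Some of the paper's statements on direction or rank also came out otherwise. The paper describes the integrin Itga8 as slightly higher in MxP than elsewhere. At E10.5 it was lower in MxP than in FNP, at -0.64 (adjusted p = 9.0e-05), while MdP was lower than MxP, and at E12.5 MxP exceeded FNP by 0.72. The paper describes Pcdh19 as low and stable in MdP. It was stable there, but at E10.5 MdP exceeded MxP by 1.07 (adjusted p = 2.8e-06). The paper counts Col2a1 among the collagens that decline in all prominences, with a smaller decline in FNP, and in FNP its change of -0.20 did not pass (adjusted p = 0.32).

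Matn3 is described as declining in all prominences. Here its fall passed in MxP, and in MdP and FNP the changes of -0.93 and -0.88 passed only with quantile normalization and, in MdP, with the mean of all probe sets. Cbx1 is described as decreasing, and its changes of -0.12 in MdP, -0.02 in MxP and -0.23 in FNP did not pass under any alternative. Foxc2, for which the paper speaks of a slight decrease in MxP, stood at -3.61 for MxP minus FNP at E12.5 (adjusted p = 3.0e-15).

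For several genes the paper describes a steeper course in one prominence, and the difference of the 2 changes did not pass here. These are Baz1a with -0.29 for the change in MdP minus that in FNP (adjusted p = 0.20), Cldn11 with -0.83 and Cldn23 with -0.74 for MxP minus FNP, and Reln and Matn4 with -1.04 and -2.78. The last 2 pass with the replicate block, Reln also with quantile normalization and Matn4 with 32 added to Signal.

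Of 5 genes that the paper places higher in MdP for the patterning of the jaw, Dlx5, Dlx6, Hand1 and Hand2 exceeded FNP at least 2-fold at E10.5 and Gsc did not, at 0.86. At E12.5 only Hand2 did, by 6.90 (adjusted p = 1.6e-17), while Dlx5 and Dlx6 stood at -0.01 and 0.31 (adjusted p = 1.00 and 0.64). Gsc, at 0.93, passed then with quantile normalization, and Hand1, at 1.48, under each of the 4 alternatives. All 5 exceeded MxP at E10.5. For Dlx5 and Dlx6 the paper itself places the excess in MdP at the earlier time points.

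The paper proposes that energy generation is periodic, as it would be under a circadian rhythm. No gene of the clock list passed the test of alternation between time points here. So few of all probe sets passed that this is likely for any 11 genes, and it cannot decide on a circadian source. Of 67 tested genes of oxidative phosphorylation 0 passed in MdP, 26 in MxP and 26 in FNP at any size, and 2 in FNP at the size of 0.5. The list passed (adjusted p = 1.1e-13 in MdP, 2.6e-26 in MxP and 4.6e-37 in FNP), but not with an estimated correlation (adjusted p = 0.67 in MdP, 0.19 in MxP and 0.13 in FNP). With the hybridization lot as a block, an alternative chosen after the values were seen, no member passed at any size. Over all gene lists, those with an upward alternation under that block numbered 9 in MdP, 13 in MxP and 8 in FNP, against 9, 10 and 8 without it.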

Other observations

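The tests in this part chosen only after the result was seen are those of the hybridization lot for the alternation, of less blood as the whole cause of the globin values and of Uty at E12.5.

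Of 8 tested ligands and antagonists of the bone morphogenetic protein (BMP) family, 5 were higher at E12.5 than at E10.5 in MdP, 5 in MxP and 4 in FNP, with a list median of 1.18, 1.07 and 0.85 (adjusted p = 1.2e-06 in MdP, 3.3e-05 in MxP and 0.00034 in FNP). Bmp2 changed most, by 4.66 (3.13 with 32 added) in MdP (adjusted p = 6.0e-17), 4.74 (3.54 with 32 added) in MxP (adjusted p = 2.3e-17) and 3.92 in FNP (adjusted p = 1.6e-13), with no overlap between the 7 arrays of either time point. Fst, an antagonist, rose by 3.10, 1.66 and 2.08, and Fstl1, the brightest of the list, by 1.18, 1.07 and 1.02. Bmp4 rose by 0.97 in MdP and 0.85 in FNP, under 2-fold, and its change in MxP was 0.11 (adjusted p = 0.52). Under quantile normalization the list medians were 1.20, 1.18 and 0.86.

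The 11 tested genes of the sonic hedgehog pathway had a median change of 0.26 in MdP, 0.33 in MxP and 0.52 in FNP (adjusted p = 0.017 in MdP, 0.00082 in MxP and 0.0050 in FNP). With an estimated correlation between genes the p values were 0.14, 0.040 and 0.091. In MxP the targets Hhip, Gli1 and Ptch1 rose by 2.38, 1.82 and 1.33, while Gas1, the brightest of the list, changed by 0.33, or -0.04 with the mean of its probe sets. The change in MdP minus that in MxP was -2.41 for Hhip (adjusted p = 0.0025), -1.07 for Gli1 (adjusted p = 8.2e-06) and -1.12 for Ptch1 (adjusted p = 1.8e-05). The 8 tested Hox genes showed no shift past the threshold between E10.5 and E12.5 (adjusted p = 0.78 in MdP, 0.55 in MxP and 0.12 in FNP). At E12.5 they were higher in MdP than in FNP by a median of 0.28 (adjusted p = 0.0074) and in MxP by 0.32 (adjusted p = 0.0011), but with an estimated correlation the p values were 0.61 and 0.45. The list of lens and eye genes had 2 tested members and no shift past the threshold (adjusted p = 0.23 in MdP, 0.32 in MxP and 0.85 in FNP).

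Between E10.0 and E10.5 in MdP, the largest rises were those of Aldh1a2 at 4.39 (2.54 with 32 added), Pax3 at 4.17 (2.48 with 32 added), Hydin at 3.79 (2.29 with 32 added) and Oas1b at 3.79 (2.17 with 32 added), and under quantile normalization 3.46, 3.28, 2.95 and 2.91. The largest falls were those of Atp5a1 on its most changed probe set at -2.37, Lin28a at -2.36, Dusp5 at -2.06, Zfp688 at -2.05 and Rpl27a at -1.86, and under quantile normalization -2.65, -2.16, -2.47, -2.47 and -2.06.

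The alternation of Signals between E11.0 and E12.0 and the other time points was found in 64 probe sets of MdP, 294 of MxP and 109 of FNP. Of 11 tested core clock genes 0 passed with limma. At an unadjusted p under 0.05 the number was 0 at a size of at least 0.5 and 3 at any size (1 and 5 with the lot as a block), and the smallest adjusted p was 0.018, for Tef in MxP, at a size of -0.22 (adjusted p 0.30 with the lot as a block). So few of the 20,217 probe sets passed that 0 of 11 is likely for any genes. It cannot decide on the embryonic clock as the source, which stays open. A batch of arrays or labelling is a candidate explanation: 19 arrays whose Xist probe set ratio is that of the other time points showed a median of 0.572 of the alternation (0.273 to 1.28), and 13 arrays whose hybridization lot is that of the other time points showed 0.807 (0.276 to 1.21), both for genes chosen without these arrays. With the lot as a block 0, 6 and 0 probe sets passed with limma. At an unadjusted p under 0.05 and a size of at least 0.5 there were 1385, 477 and 544, against 758, 835 and 557 without the block. The median size of the probe sets found fell from 0.78 to 0.63 in MdP, 0.64 to 0.43 in MxP and 0.61 to 0.45 in FNP, all with their sign kept. Their median SE rose from 0.17 to 0.19, 0.15 to 0.17 and 0.15 to 0.17. The calls ended through a smaller size and a larger SE together, so their loss does not show that the lot accounts for the alternation. Splits that exchanged arrays of E11.0 and E11.5 alone reached the real counts in 16, 10 and 16 of 100 splits, with up to 177, 882 and 439. They leave the arrays of E10.5, E12.0 and E12.5 in place and so break only a part of the alternation. They cannot decide on chance, which stays open. The lot follows the time points too closely to exclude a biological part, which stays open and untested. The light cycle of the mice, reversed for E11.0 and E12.0, follows the same time points without exception, so its effect cannot be told apart either.

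FNP E11.5 replicate 1 had a Hand2 Signal of 1968, against 76.4 at most in the 6 other arrays. RNA of MdP mixed into this pool is a candidate explanation. The 28 probe sets at least 4-fold higher in MdP lay at a median of 0.521 of the way toward MdP (0.170 to 0.768), and 40 probe sets at least 4-fold higher in FNP at a median of 0.430 (0.0065 to 0.757). The tables argue against an MdP array under the wrong label, which would need a share near 1. Toward MxP the shares were 0.235 and 0.471, so some MxP tissue stays open. In 192 comparisons of the other arrays the shares gained ran from -0.0936 to 0.123, and the shares lost from -0.827 to 0.565, so the genes lost do not set this array apart by themselves.

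Hbb-bh1, an embryonic globin, was lowest in replicates 5 and 6 at E12.5 in each prominence. The tables argue against less blood in these 2 replicates as the whole cause. In their 6 arrays Hbb-bh1 lay -2.24 to -1.11 from the mean of the other 5, and the median erythroid gene with a Signal of at least 200 showed at most a share of 0.355 of its fall. The amount of blood as a part of the cause and the stage of the embryos stay open: the lowest r of Hbb-bh1 with 11 other erythroid genes was 0.427, in MdP, and the highest r with a score of genes that change from E11.5 to E12.0 was -0.675, in MxP. Without the 2 arrays these became -0.251 and 0.329.

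Pools at E12.5 differed in genes of the sex chromosomes. Uty in replicate 7 was at most 0.120 of the median of the other replicates in each prominence, so a pool of female embryos only is a candidate explanation for that number. Eif2s3y was lowest in replicate 7 as well, but Kdm5d was lowest in replicate 4 in MxP, at 3.86, where Uty was also low at 37.3. In MdP and FNP replicate 4 had Uty at 190 and 224, which argues against the same embryos behind each number there. Xist was lowest in replicate 6, at 148 in MdP, 230 in MxP and 216 in FNP.

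Other splits of the same arrays give the level that chance and sample structure reach. At E10.5, 4, 2 and 2 of 100 splits reached the 166 (MdP and MxP), 476 (MdP and FNP) and 348 (MxP and FNP) probe sets between prominences. These shares are under the bound set beforehand, but the highest other splits gave 899, 1609 and 401. The real counts lie within the range of the splits, so chance is not excluded here. For MdP the splits point to a structure of the samples at this time point. At later time points only the real split, 1 of the 100 drawn, reached the counts, and chance is unlikely. The counts were 290, 536 and 366 at E11.0 (highest others 98, 373 and 168) and 338, 459 and 427 at E11.5 (153, 207 and 199). They were 421, 575 and 492 at E12.0 (217, 300 and 16) and 307, 632 and 404 at E12.5 (118, 336 and 199).

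Chance can be excluded likewise for adjacent time points. In MdP the counts were 206, 202, 63 and 189 (highest others 25, 111, 7 and 7), in MxP 61, 562, 72 and 202 (45, 192, 2 and 29) and in FNP 55, 241, 43 and 281 (17, 238, 2 and 28). Chance is thus unlikely, except in FNP from E11.0 to E11.5, where another split gave 238 against 241 and chance is not excluded. These splits cannot tell age from lot, since the time points of an interval are mostly of different lots. Chance is unlikely likewise for the changes from E10.5 to E12.5, with 2436, 2266 and 2423 (443, 364 and 1483). The same holds for any temporal change, with 2870, 3066 and 2801 (310, 55 and 4). It also holds for the totals of 1479 between prominences (709) and 1311 between adjacent time points (298). Of the prominence groups, with 696 for MdP, 489 for MxP and 743 for FNP (473, 638 and 281), 3 of 100 splits reached the count of MxP and the real one alone the others. Another split exceeded the count of MxP, so chance is not excluded there.

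For the number of gene lists past the threshold chance cannot be excluded. The changes from E10.5 to E12.5 gave 35, 29 and 31 lists (highest others 39, 33 and 36, with 6, 12 and 16 of 100 splits as large). Between prominences the numbers were 8, 11 and 11 at E10.5 (26, 32 and 20, with 56, 61 and 26 splits) and 14, 22 and 22 at E12.5 (28, 31 and 25, with 29, 13 and 7). E10.5 minus E10.0 gave 25 (28, with 6). The alternation gave 9, 15 and 11 (31, 28 and 29, with 88, 46 and 87). Its splits exchanged arrays of E11.0 and E11.5 alone, so they cannot decide on chance, which stays open there. Since other splits call over 2 times the real number for MdP at E10.5, lists of genes that move together respond to the structure of the samples.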
